# Embryonic origin of adult stem cells required for tissue homeostasis and regeneration

**DOI:** 10.7554/eLife.21052

**Published:** 2017-01-10

**Authors:** Erin L Davies, Kai Lei, Christopher W Seidel, Amanda E Kroesen, Sean A McKinney, Longhua Guo, Sofia MC Robb, Eric J Ross, Kirsten Gotting, Alejandro Sánchez Alvarado

**Keywords:** planaria, Schmidtea mediterranea, stem cells, embryogenesis, anarchic cleavage, Other

## Abstract

Planarian neoblasts are pluripotent, adult somatic stem cells and lineage-primed progenitors that are required for the production and maintenance of all differentiated cell types, including the germline. Neoblasts, originally defined as undifferentiated cells residing in the adult parenchyma, are frequently compared to embryonic stem cells yet their developmental origin remains obscure. We investigated the provenance of neoblasts during *Schmidtea mediterranea* embryogenesis, and report that neoblasts arise from an anarchic, cycling *piwi-1+* population wholly responsible for production of all temporary and definitive organs during embryogenesis. Early embryonic *piwi-1+* cells are molecularly and functionally distinct from neoblasts: they express unique cohorts of early embryo enriched transcripts and behave differently than neoblasts in cell transplantation assays. Neoblast lineages arise as organogenesis begins and are required for construction of all major organ systems during embryogenesis. These subpopulations are continuously generated during adulthood, where they act as agents of tissue homeostasis and regeneration.

**DOI:** http://dx.doi.org/10.7554/eLife.21052.001

## eLife digest

Flatworms are masters of regeneration. If virtually any piece of a flatworm is cut off, a new fully functional individual will grow from it within two weeks. This is no simple task since flatworms contain a wide variety of organ systems, including a brain, nervous system, eyes, kidneys, gut, muscle and skin.

Flatworms owe their regenerative abilities to adult stem cells called neoblasts. Like embryonic stem cells, neoblasts can replicate themselves and they can develop into any type of cell found in an adult worm. In contrast, adult stem cells in fruit flies, zebrafish, mice and humans can only produce the type of cells found in the organ or tissue they live in.

Now, Davies et al. have tracked how and when neoblasts develop in embryos of the flatworm species *Schmidtea mediterranea* by documenting the distinct gene expression signatures in flatworm embryos at various stages of development. An atlas of the genes that are expressed in various embryonic tissues and in major organs as they begin to develop was also created. These tools, and the results of cell transplantation experiments, revealed that neoblasts emerge from embryonic stem cells as the major organs start to form. As the emerging neoblasts start to express the same combination of genes as adult neoblasts, they also begin to behave just like these cells. The populations of neoblasts remain present throughout the life of the flatworm, helping to maintain, repair and regenerate tissues.

In the future, work that builds on the results presented here by Davies et al. will help researchers to understand more about how stem cells are maintained and regulated. By learning more about the genetic differences between neoblasts and human adult stem cells scientists may be able to explain why humans and other mammals have a limited ability to regenerate. This information could potentially help to develop treatments that stimulate regeneration in patients with degenerative diseases or traumatic injuries.

**DOI:** http://dx.doi.org/10.7554/eLife.21052.002

## Introduction

Neoblasts are planarian adult somatic stem cells that exhibit levels of plasticity and pluripotency comparable to embryonic and induced pluripotent stem cells (Elliott and Sánchez Alvarado, 2013; Rink, 2013; Wagner et al., 2011). In flies, fish, mice and humans, adult somatic stem cells are fate-restricted, sustaining production of cell lineage(s) in resident tissues (Fuchs and Segre, 2000; Wagers and Weissman, 2004). Although embryonic stem cells cultured ex vivo remain capable of producing a diversity of tissue types from different germ layers, such plasticity is typically lost from most somatic cells as development proceeds. In contrast, the planarian neoblast population is wholly responsible for the production of all differentiated cell types in these bilaterally symmetric, triploblastic animals (Baguñà and Auladell, 1989). In fact, transplantation of a single neoblast into a stem cell deficient host was sufficient for rescue and long-term reconstitution (Wagner et al., 2011), confirming the pluripotency of planarian somatic stem cells. Despite longstanding discussion of the similarities between neoblasts and embryonic stem cells, a comparison explicitly stated in the original definition of the term (Randolph, 1892), the provenance of neoblasts during embryogenesis was unknown.

Neoblasts are abundant and widely distributed across the anteroposterior axis, occupying the parenchymal space surrounding the gut (Reddien et al., 2005). All neoblasts contain chromatoid bodies (Auladell et al., 1993; Hay and Coward, 1975; Hori, 1982; Morita et al., 1969) and express nuage genes, including *piwi-1*, and factors implicated in germ cell identity, genome surveillance and post-transcriptional regulation of gene expression (Guo et al., 2006; Palakodeti et al., 2008; Reddien et al., 2005; Rouhana et al., 2010, 2012; Salvetti et al., 2005; Shibata et al., 1999; Solana et al., 2009; Wagner et al., 2012; Yoshida-Kashikawa et al., 2007). Neoblasts are the only cycling somatic cells in adults (Baguñà, 1976; Newmark and Sánchez Alvarado, 2000; Orii et al., 2005; Salvetti et al., 2000); quiescent neoblasts were not observed in BrdU pulse chase experiments (Newmark and Sánchez Alvarado, 2000). Mounting evidence suggests that the neoblast population contains pluripotent stem cells as well as cycling, lineage-primed progenitors (Reddien, 2013). Heterogeneous expression of developmental transcription factors (TFs) in neoblasts has been reported and likely reflects the diversity of lineage-primed progenitors within the compartment (Adler et al., 2014; Cowles et al., 2013; Currie and Pearson, 2013; Lapan and Reddien, 2011, 2012; März et al., 2013; Pearson and Sánchez Alvarado, 2010; Scimone et al., 2014, 2011; van Wolfswinkel et al., 2014; Wenemoser et al., 2012).

*Schmidtea mediterranea* (*Smed*) freshwater flatworms are stable diploids that exist as two biotypes: asexual animals that reproduce by fission, and obligate cross-fertilizing hermaphrodites that reproduce sexually (Newmark and Sánchez Alvarado, 2002; Newmark et al., 2008). Both biotypes mount robust regeneration responses following amputation, and similarly rely on neoblasts for homeostatic maintenance and regeneration of all tissues. The asexual clonal line CIW4 (C4) has received the most scrutiny in studies examining the molecular mechanisms underlying regeneration, neoblast maintenance, pluripotency and lineage commitment (Newmark and Sánchez Alvarado, 2002). However, neoblasts are ever-present in C4 animals, precluding investigation of their developmental origin. Neither a normal table for *Smed* embryonic development nor functional studies have been reported.

Our work establishes *Smed* as a developmental model system and leverages the novel, unexploited context of embryogenesis to hone the molecular and operational definition of the planarian neoblast. We generated a molecular staging resource for *Smed* embryogenesis that associates unique gene expression signatures with chronological age, embryo morphology, representative images and written summaries of key developmental events to holistically describe and define prototypes for each stage. We also provide an atlas of molecular markers describing temporary embryonic tissue types and definitive organ system development. These data, found in the supplementary material, are also searchable online at https://planosphere.stowers.org.

We investigated the developmental origin of neoblasts during *Smed* embryogenesis and show that early embryonic cells are molecularly and functionally distinct from the adult neoblast population. Pluripotent neoblasts and lineage-dedicated progenitors arise as organogenesis begins. Our results suggest that the framework for understanding cell fate specification and organ formation during *Smed* embryogenesis diverges radically from existing developmental paradigms. Here, in a bilaterally symmetric, triploblastic animal not thought to undergo gastrulation (Cardona et al., 2005; Le Moigne, 1963; Sánchez Alvarado, 2003; Stevens, 1904), heterogeneous expression of key developmental regulators within a pluripotent, cycling blastomere population generates the panoply of lineage-dedicated progenitors required for organogenesis. Moreover, neoblasts perpetuate embryonic developmental programs during adulthood, where they are required for continued maintenance and rebuilding of tissues during homeostasis and regeneration.

## Results

### A molecular staging series for *Smed* embryogenesis informed by single embryo RNA-Seq

*Smed* flatworms are direct developers: newborn hatchlings grow and mature into adult worms without an intervening larval stage (Sánchez Alvarado, 2003). At hatching, juveniles are sexually immature but otherwise possess a body plan grossly similar to that of adult hermaphrodites (Sánchez Alvarado, 2003; Wang et al., 2007). *Smed* embryos undergo an evolutionarily divergent mode of development that bears little resemblance to the ancestral Spiralian cleavage programs utilized by many Lophotrochozoans. *Smed* embryos are ectolecithal: yolk is not contained within oocytes, but rather is produced by somatic vitellaria (yolk glands) arrayed ventrolaterally beneath the testes (Chong et al., 2011; Steiner et al., 2016; Stevens, 1904). Oocytes are fertilized internally by sperm from a partner. Zygote(s) are packaged, along with yolk cells, into an egg capsule in the genital atrium (Figure 1A) (Chong et al., 2011; Hyman, 1951; Newmark et al., 2008; Stevens, 1904).

**Figure 1.**
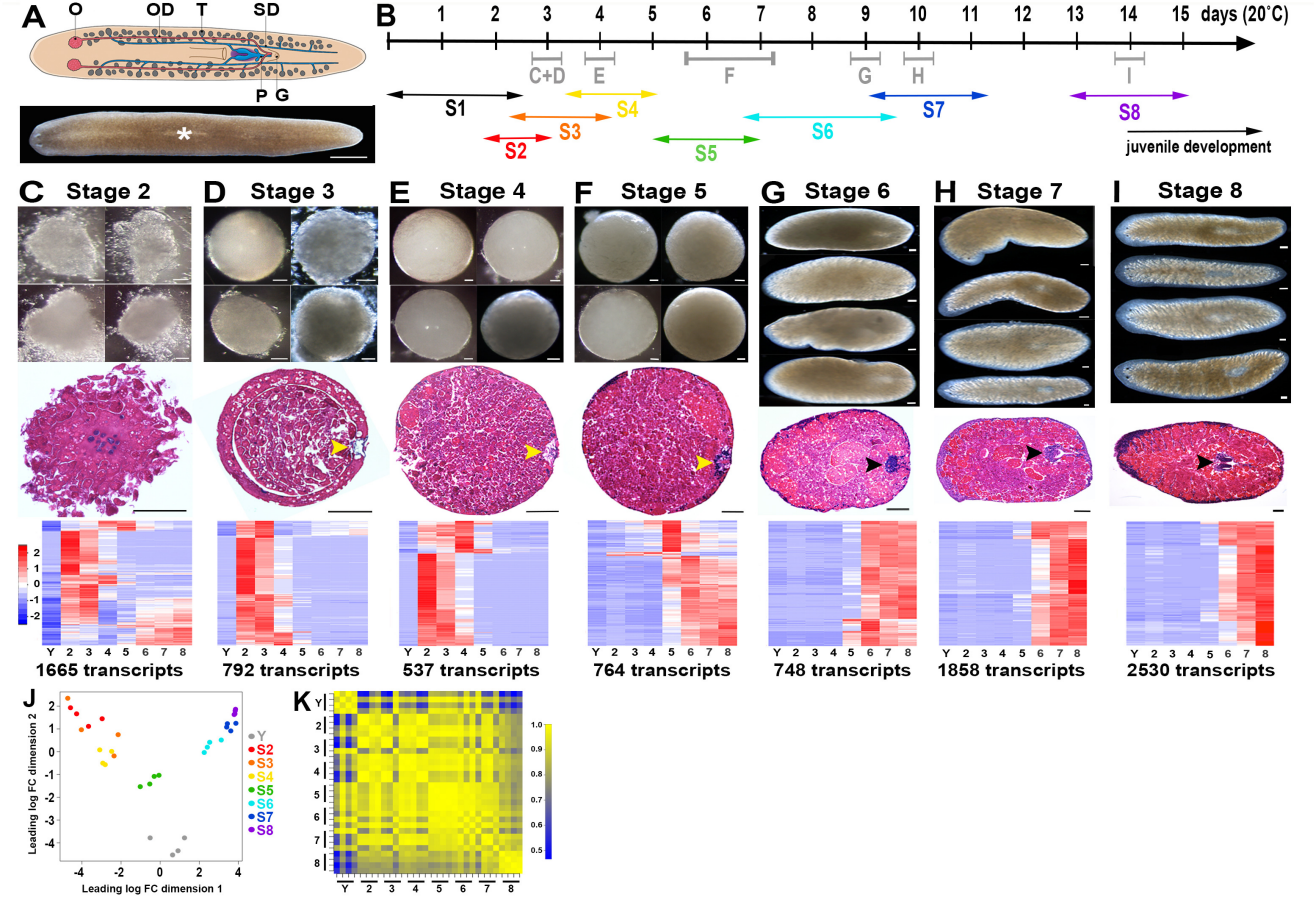
A molecular staging series for *Smed* embryogenesis informed by single embryo RNA-Seq. (**A**) Top: Cartoon depicting the reproductive system of a sexually mature *Smed* hermaphrodite. Ventral view. G, gonopore; O, ovary; OD, oviduct; P, penis papilla; SD, sperm duct . Oocytes are fertilized internally and zygote(s) are packaged with yolk produced by vitellogenic gland cells into a developing egg capsule in the genital atrium (purple). Capsules are laid through the gonopore. Bottom: Brightfield image of a live *Smed* hermaphrodite. Anterior: left. Dorsal view. White asterisk: pharynx. (**B**) Developmental timeline and staging designations for *Smed* embryogenesis at 20°C. Timeline: days (d) post egg capsule deposition. Gray bars and letters C–I ﻿indicate time windows, and corresponding panels (C–I), for RNA-Seq samples. Double-headed arrows: time windows for stages (S) S1–S8. (**C**–**I**) Brightfield images of live embryos harvested for RNA-Seq (top), hematoxylin- and eosin-stained sections (middle), and heat maps for enriched transcripts (bottom). Scale bars: 100 µm. Yellow arrowheads: temporary embryonic pharynx. Black arrowheads: definitive pharynx. Heat maps depict cohorts of enriched transcripts at indicated stages. (**J**) Principal component analysis demonstrates clustering of replicates and separation of developmental time points in expression space. (**K**) Correlation matrix for single embryo sequencing replicates. Total transcripts with a row sum >1 CPM: 31,248. (**C**–**K**) Y,yolk. 2, S2. 3, S3. 4, S4. 5, S5. 6, S6. 7, S7. 8, S8. **DOI:** http://dx.doi.org/10.7554/eLife.21052.003 10.7554/eLife.21052.004Figure 1—source data 1.Molecular staging resource for *Smed* embryogenesis.Tab 1 (staging overview): an overview of the molecular staging resource materials for S1–S8: developmental time interval (days post-egg capsule deposition, 20°C); names of single embryo RNA-Seq replicates; references to representative images (live brightfield and histological cross-sections); number of enriched transcripts; references to Figure 1 supplement files containing mean centered expression and raw RPKM profiles across embryogenesis for enriched transcripts; references to Figure 1 source data files (excel spreadsheets) containing enriched transcripts, organized by cluster membership, with RPKM profiles across development, BLASTx-based annotations, GO analysis, and short written descriptions of each stage (S2–S8). Additional tabs are included for: (1) pairwise comparison overview; (2) mixed stage reference overview; (3) lists of enriched transcripts for S2–-S8, compiled from both the pairwise and mixed stage reference analysis; (4) GO triage criteria; (5) categories and lists of biological process (BP) GO IDs, manually curated from the statistically significant hits for S2–S8-enriched transcripts; (6) summary table containing the number and percentage of enriched transcripts (S2–S8) assigned to BP GO ID categories.**DOI:** http://dx.doi.org/10.7554/eLife.21052.004 10.7554/eLife.21052.005Figure 1—source data 2.Stage-2-enriched transcripts from pairwise and/or mixed stage reference comparisons.Criteria for inclusion are indicated in Figure 1—source data 1, as well as the legends for Figure 1—figure supplements 2–3. Tabs in this excel file contain: (1) pairwise comparison data (if applicable), (2) mixed stage reference comparison data, (3) cluster membership (see Figure 1C), average RPKM values across embryogenesis (Y–S8), and in C4 and SX adults, as well as best BLASTx hits (E < 0.001) versus the NR, Swiss-Prot, C. *elegans*, *D.* melanogaster, *D. rerio*, *X. tropicalis*, *M. musculus* and *H. sapiens* RefSeq databases, (4) GO analysis: manually curated and categorized biological process (BP) GO IDs and (5) GO analysis: unabridged results. See also Figure 1—figure supplement 4.**DOI:** http://dx.doi.org/10.7554/eLife.21052.005 10.7554/eLife.21052.006Figure 1—source data 3.Stage-3-enriched transcripts from pairwise and/or mixed stage reference comparisons.Criteria for inclusion are indicated in Figure 1—source data 1, as well as the legends for Figure 1—figure supplements 2–3. Tabs in this excel file contain: (1) pairwise comparison data (if applicable), (2) mixed stage reference comparison data, (3) cluster membership (see Figure 1D), average RPKM values across embryogenesis (Y–S8), and in C4 and SX adults, as well as best BLASTx hits (E < 0.001) versus the NR, Swiss-Prot, *C. elegans, D. melanogaster, D. rerio, X. tropicalis, M. musculus* and *H. sapiens* RefSeq databases, (4) GO analysis: manually curated and categorized biological process (BP) GO IDs, and (5) GO analysis: unabridged results. See also Figure 1—figure supplement 5.**DOI:** http://dx.doi.org/10.7554/eLife.21052.006 10.7554/eLife.21052.007Figure 1—source data 4.Stage-4-enriched transcripts from pairwise and/or mixed stage reference comparisons.Criteria for inclusion are indicated in Figure 1—source data 1, as well as the legends for Figure 1—figure supplements 2–3. Tabs in this excel file contain; (1) pairwise comparison data (if applicable), (2) mixed stage reference comparison data, (3) cluster membership (see Figure 1E), average RPKM values across embryogenesis (Y–S8), and in C4 and SX adults, as well as best BLASTx hits (E < 0.001) versus the NR, Swiss-Prot, *C. elegans, D. melanogaster, D. rerio, X. tropicalis, M. musculus* and *H. sapiens* RefSeq databases, (4) GO analysis: manually curated and categorized biological process (BP) GO IDs, and (5) GO analysis: unabridged results. See also Figure 1—figure supplement 6.**DOI:** http://dx.doi.org/10.7554/eLife.21052.007 10.7554/eLife.21052.008Figure 1—source data 5.Stage-5-enriched transcripts from pairwise and/or mixed stage reference comparisons.Criteria for inclusion are indicated in Figure 1—source data 1, as well as the legends for Figure 1—figure supplements 2–3. Tabs in this excel file contain; (1) pairwise comparison data (if applicable), (2) mixed stage reference comparison data, (3) cluster membership (see Figure 1F), average RPKM values across embryogenesis (Y–S8), and in C4 and SX adults, as well as best BLASTx hits (E < 0.001) versus the NR, Swiss-Prot, *C. elegans, D. melanogaster, D. rerio, X. tropicalis, M. musculus* and *H. sapiens* RefSeq databases, (4) GO analysis: manually curated and categorized biological process (BP) GO IDs, and (5) GO analysis: unabridged results. See also Figure 1—figure supplement 7.**DOI:** http://dx.doi.org/10.7554/eLife.21052.008 10.7554/eLife.21052.009Figure 1—source data 6.Stage-6-enriched transcripts from pairwise and/or mixed stage reference comparisons.Criteria for inclusion are indicated in Figure 1—source data 1, as well as the legends for Figure 1—figure supplements 2–3. Tabs in this excel file contain; (1) pairwise comparison data (if applicable), (2) mixed stage reference comparison data, (3) cluster membership (see Figure 1G), average RPKM values across embryogenesis (Y–S8), and in C4 and SX adults, as well as best BLASTx hits (E < 0.001) versus the NR, Swiss-Prot, *C. elegans, D. melanogaster, D. rerio, X. tropicalis, M. musculus* and *H. sapiens* RefSeq databases, (4) GO analysis: manually curated and categorized biological process (BP) GO IDs, and (5) GO analysis: unabridged results. See also Figure 1—figure supplement 8.**DOI:** http://dx.doi.org/10.7554/eLife.21052.009 10.7554/eLife.21052.010Figure 1—source data 7.Stage-7-enriched transcripts from pairwise and/or mixed stage reference comparisons.Criteria for inclusion are indicated in Figure 1—source data 1, as well as the legends for Figure 1—figure supplements 2–3. Tabs in this excel file contain; (1) pairwise comparison data (if applicable), (2) mixed stage reference comparison data, (3) cluster membership (see Figure 1H), average RPKM values across embryogenesis (Y–S8), and in C4 and SX adults, as well as best BLASTx hits (E < 0.001) versus the NR, Swiss-Prot, *C. elegans, D. melanogaster, D. rerio, X. tropicalis, M. musculus* and *H. sapiens* RefSeq databases, (4) GO analysis: manually curated and categorized biological process (BP) GO IDs, and (5) GO analysis: unabridged results. See also Figure 1—figure supplement 9.**DOI:** http://dx.doi.org/10.7554/eLife.21052.010 10.7554/eLife.21052.011Figure 1—source data 8.Stage-8-enriched transcripts from pairwise and/or mixed stage reference comparisons.Criteria for inclusion are indicated in Figure 1—source data 1, as well as the legends for Figure 1—figure supplements 2–3. Tabs in this excel file contain; (1) pairwise comparison data (if applicable), (2) mixed stage reference comparison data, (3) cluster membership (see Figure 1I), average RPKM values across embryogenesis (Y–S8), and in C4 and SX adults, as well as best BLASTx hits (E < 0.001) versus the NR, SwisSchmidteas-Prot, *C. elegans, D. melanogaster, D. rerio, X. tropicalis, M. musculus* and *H. sapiens* RSeq databases, (4) GO analysis: manually curated and categorized biological process (BP) GO IDs, and (5) GO analysis: unabridged results. See also Figure 1—figure supplement 10.**DOI:** http://dx.doi.org/10.7554/eLife.21052.011 10.7554/eLife.21052.012Figure 1—source data 9.Molecular fate mapping resource.Short summaries describing molecular markers for temporary embryonic tissues and definitive organ systems. Written descriptions accompany Figure 1—figure supplement 11 (primitive ectoderm), Figure 1—figure supplement 12 (temporary embryonic pharynx), Figure 1—figure supplement 13 (gut), Figure 1—figure supplement 14 (definitive pharynx), Figure 1—figure supplement 15 (definitive epidermis), Figure 1—figure supplement 16 (nervous system), Figure 1—figure supplement 17 (muscle), Figure 1—figure supplement 18 (protonephridia) and Figure 1—figure supplement 19 (eyes).**DOI:** http://dx.doi.org/10.7554/eLife.21052.012

**Figure 1—figure supplement 1.**
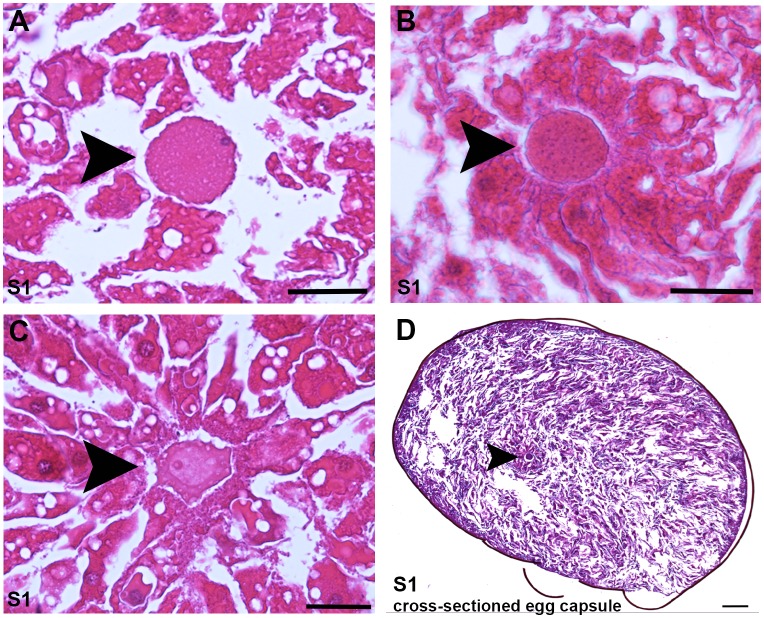
Histological cross-sections of Stage one embryos. (**A**–**D**) Four independent examples of the single cell stage (S1), either metaphase II arrested oocytes or zygotes, in paraffin embedded, hematoxylin- and eosin-stained sectioned egg capsules fixed at 1–2 days post egg capsule deposition. The entire capsule is shown in (**D**). Black arrowheads: metaphase II arrested oocytes or zygotes, surrounded by a corona of yolk cells. Scale bars: 25 µm (**A**–**C**); 100 µm (**D**). **DOI:** http://dx.doi.org/10.7554/eLife.21052.013

**Figure 1—figure supplement 2.**
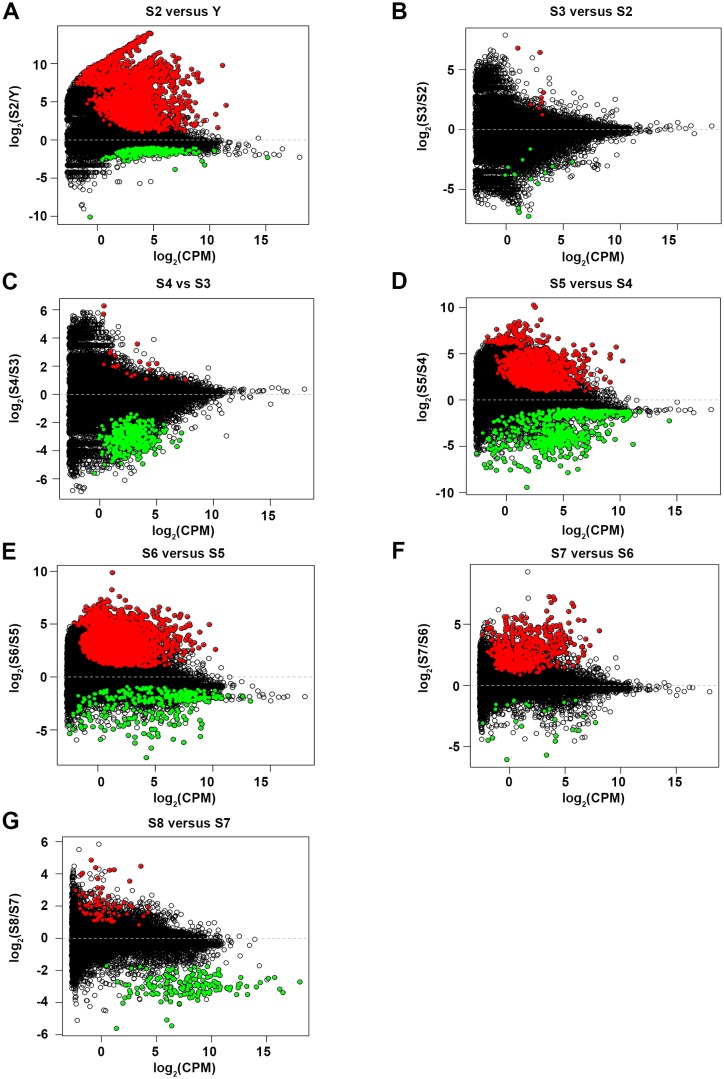
MA plots for pairwise comparisons. (**A**) S2 vs Y. (**B**) S2 vs S3. (**C**) S3 vs S4. (**D**) S4 vs S5. (**E**) S5 vs S6. (**F**) S6 vs S7. (**G**) S7 vs S8. Upregulated transcripts: red. Downregulated transcripts: green. Criteria for flagging differentially expressed transcripts: adjusted p-value<1e-5, log2 ratio ≥2.322 (five-fold upregulation) or log2 ratio ≤−2.322 (five-fold downregulation), average scaled RPKM value ≥1.0 at indicated time point, transcript has ≥1 ORF. Transcripts derived from transposase or retroviruses were omitted. S2–S8, Stages 2–8. Y, yolk. **DOI:** http://dx.doi.org/10.7554/eLife.21052.014

**Figure 1—figure supplement 3.**
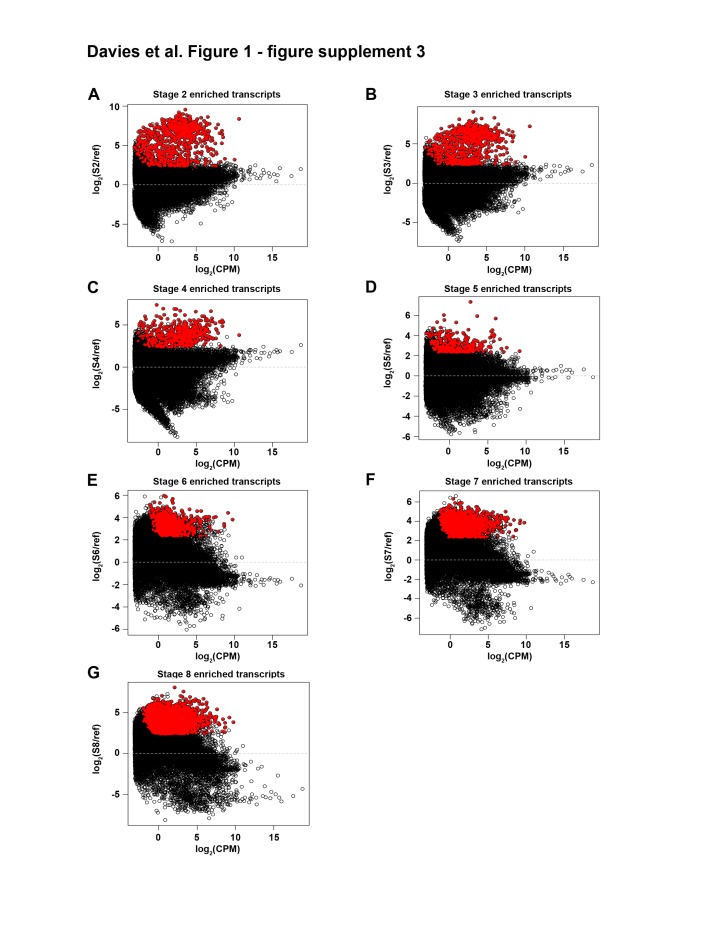
MA plots for enriched transcripts identified in mixed-stage reference comparisons. (**A**) S2, (**B**) S3, (**C**) S4, (**D**) S5, (**E**) S6, (**F**) S7 and (**G**) S8-enriched transcripts (red) identified using the following criteria: S2–S5 enriched transcripts: p adj <1e-5; S6–S8-enriched transcripts: p adj <1e-20. All stages: log2 ratio ≥2.322 (five-fold upregulation), average scaled RPKM value ≥1.0 at indicated time point, transcript has ≥1 ORF. Transcripts derived from transposase or retroviruses were omitted, as were S2, S3 and S4 transcripts also upregulated in yolk. S2–S8: Stages 2–8. **DOI:** http://dx.doi.org/10.7554/eLife.21052.015

**Figure 1—figure supplement 4.**
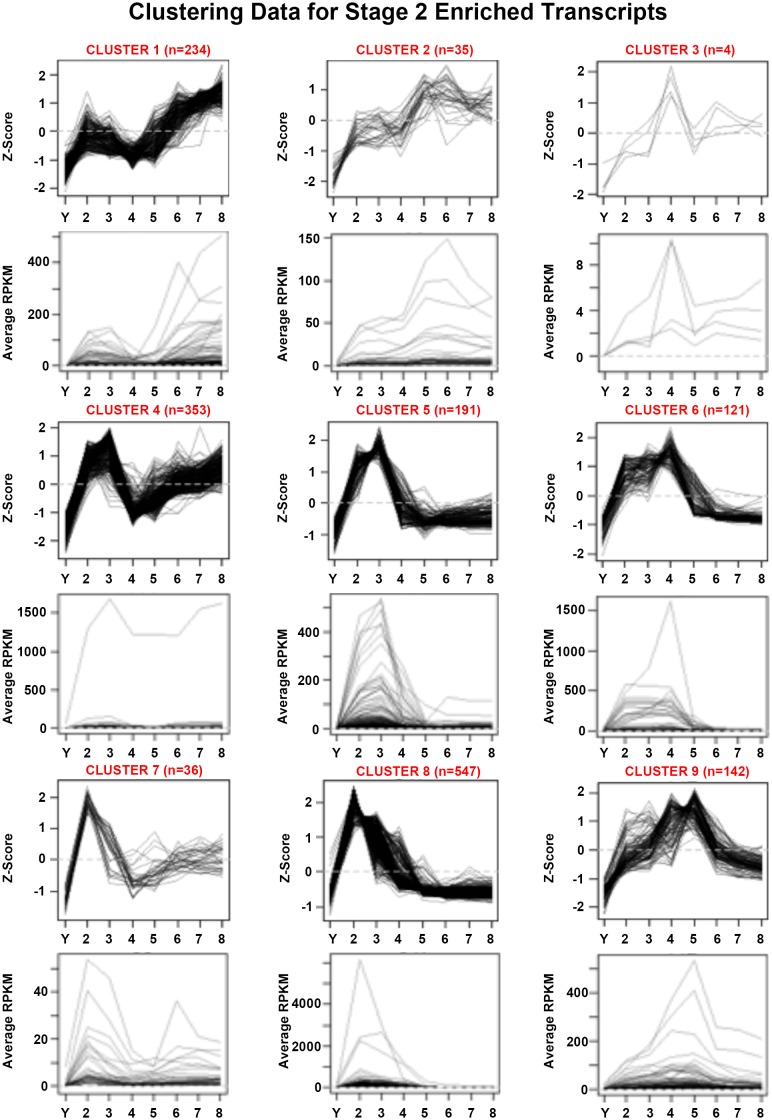
Mean centered expression and average RPKM profiles for S2-enriched transcripts. Mean centered expression and average RPKM profiles for S2-enriched transcripts, organized by cluster membership presented in Figure 1C and Figure 1—source data 2. S2–S8 Stages 2–8. Y, yolk. **DOI:** http://dx.doi.org/10.7554/eLife.21052.016

**Figure 1—figure supplement 5.**
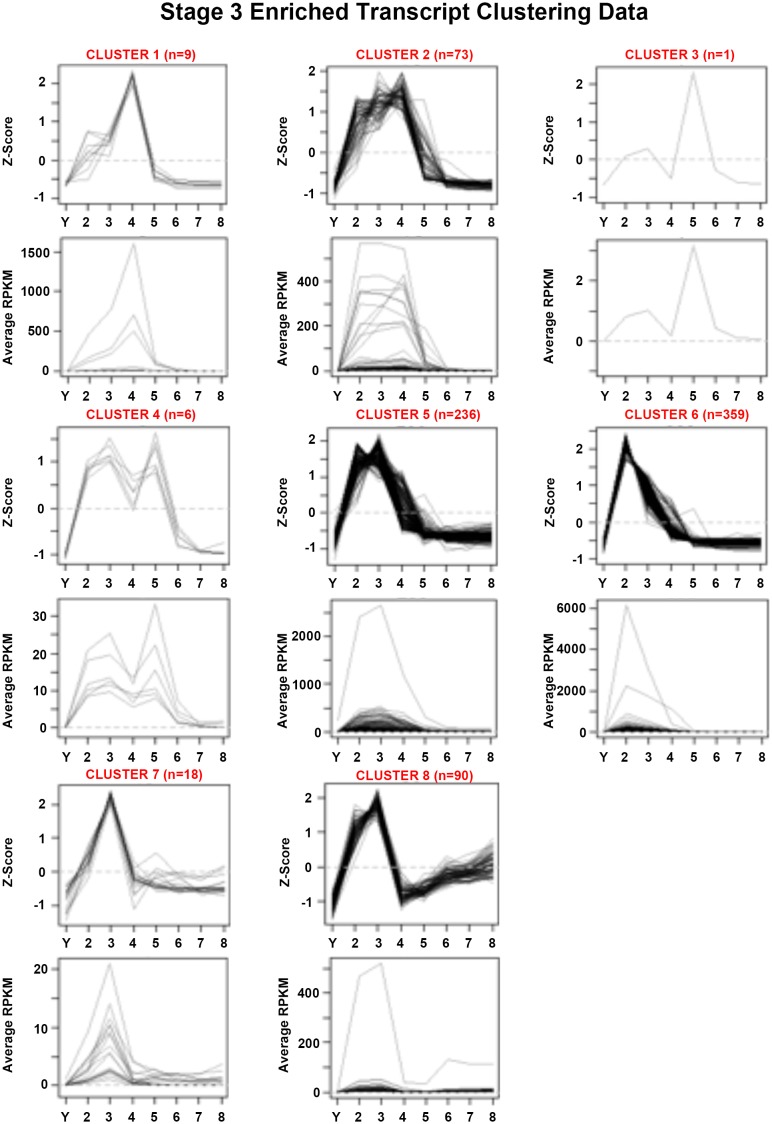
Mean centered expression and average RPKM profiles for S3-enriched transcripts. Mean centered expression and average RPKM profiles for S3-enriched transcripts, organized by cluster membership presented in Figure 1D and Figure 1—source data 3. S2–S8, Stages 2–8; Y, yolk. **DOI:** http://dx.doi.org/10.7554/eLife.21052.017

**Figure 1—figure supplement 6.**
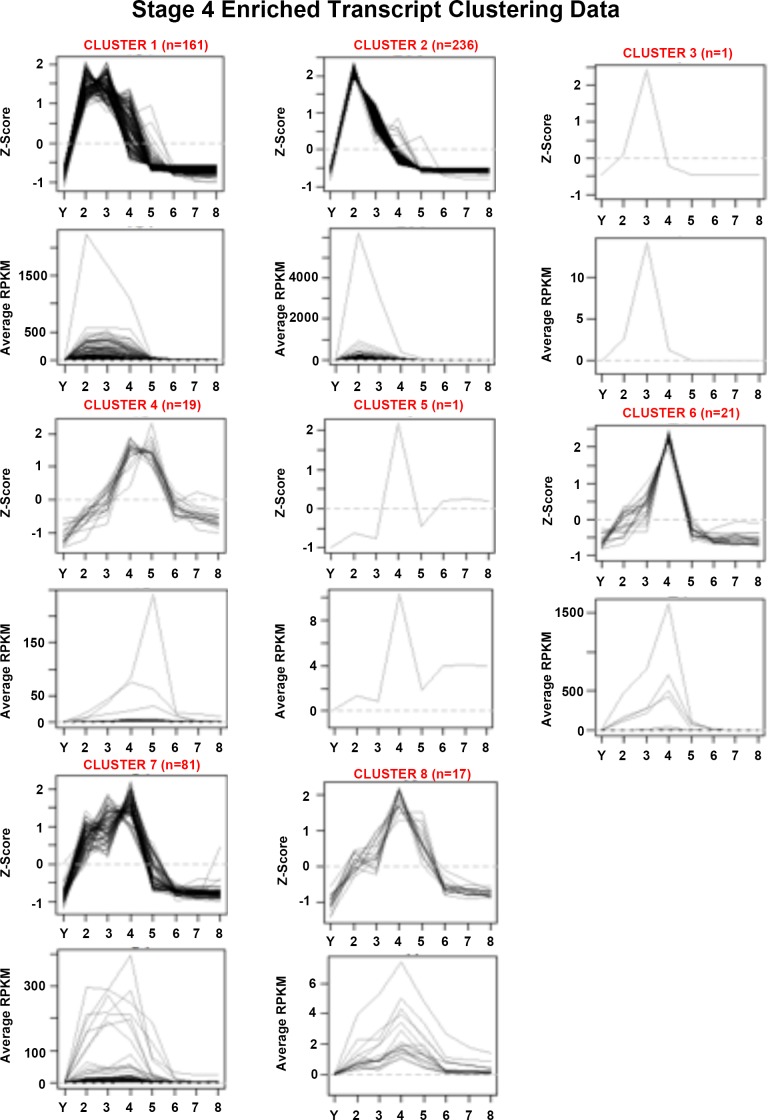
Mean centered expression and average RPKM profiles for S4-enriched transcripts. Mean centered expression and average RPKM profiles for S4-enriched transcripts, organized by cluster membership presented in Figure 1E and Figure 1—source data 4. S2–S8, Stages 2–8; Y, yolk. **DOI:** http://dx.doi.org/10.7554/eLife.21052.018

**Figure 1—figure supplement 7.**
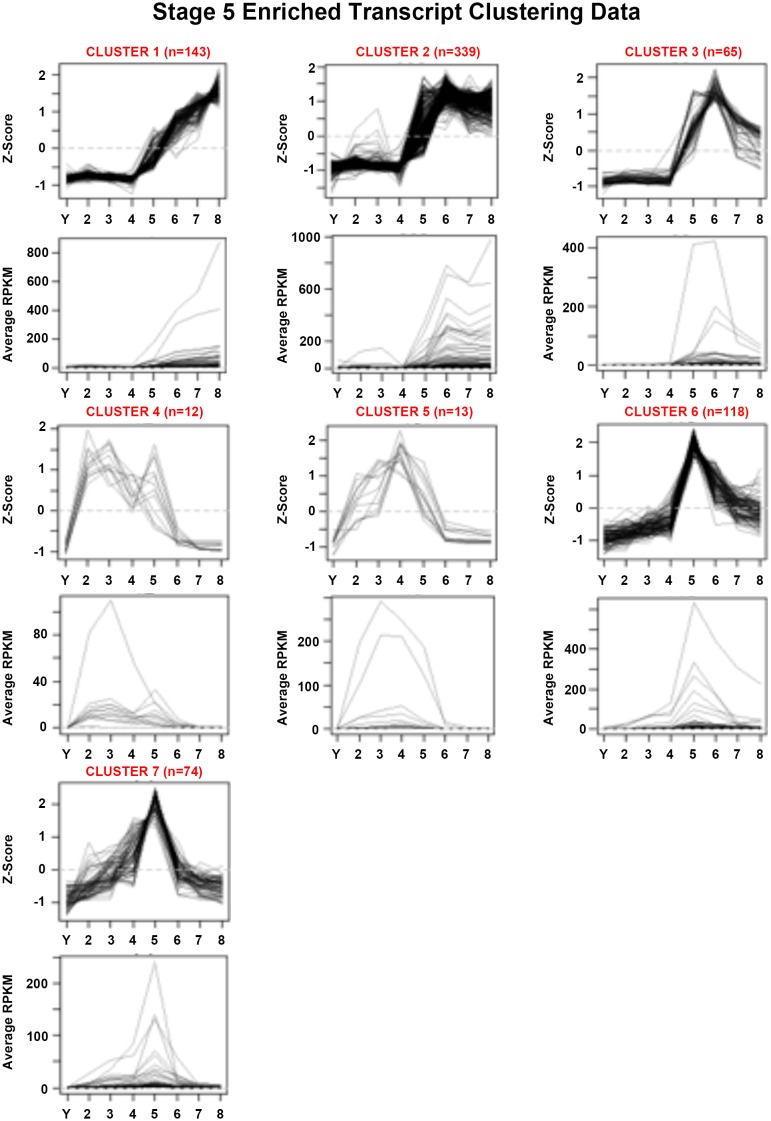
Mean centered expression and average RPKM profiles for S5-enriched transcripts. Mean centered expression and average RPKM profiles for S5-enriched transcripts, organized by cluster membership presented in Figure 1F and Figure 1—source data 5. S2–S8, Stages 2–8; Y, yolk. **DOI:** http://dx.doi.org/10.7554/eLife.21052.019

**Figure 1—figure supplement 8.**
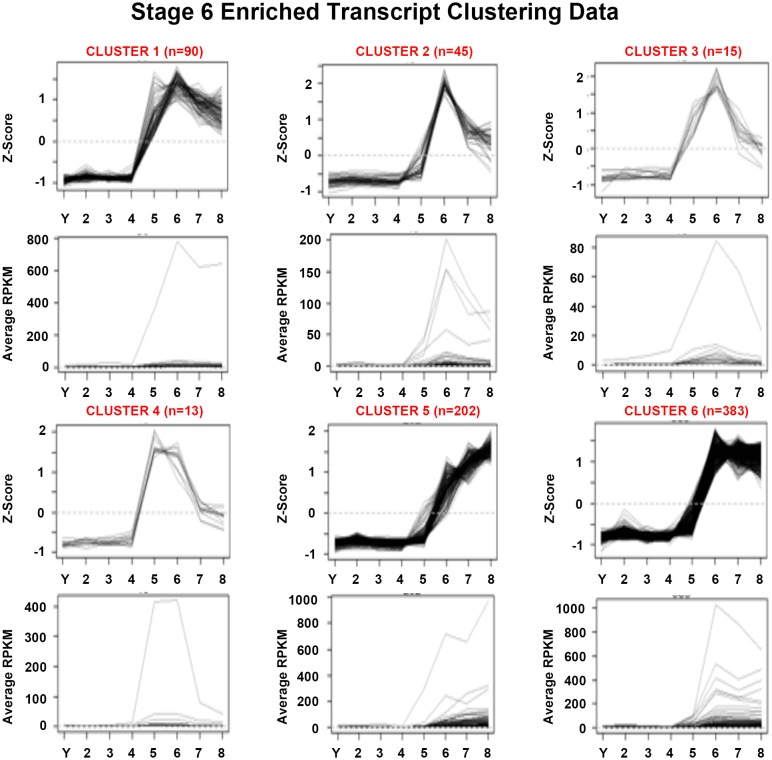
Mean centered expression and average RPKM profiles for S6-enriched transcripts. Mean centered expression and average RPKM profiles for S6-enriched transcripts, organized by cluster membership presented in Figure 1G and Figure 1—source data 6. S2–S8, Stages 2–8; Y, yolk. **DOI:** http://dx.doi.org/10.7554/eLife.21052.020

**Figure 1—figure supplement 9.**
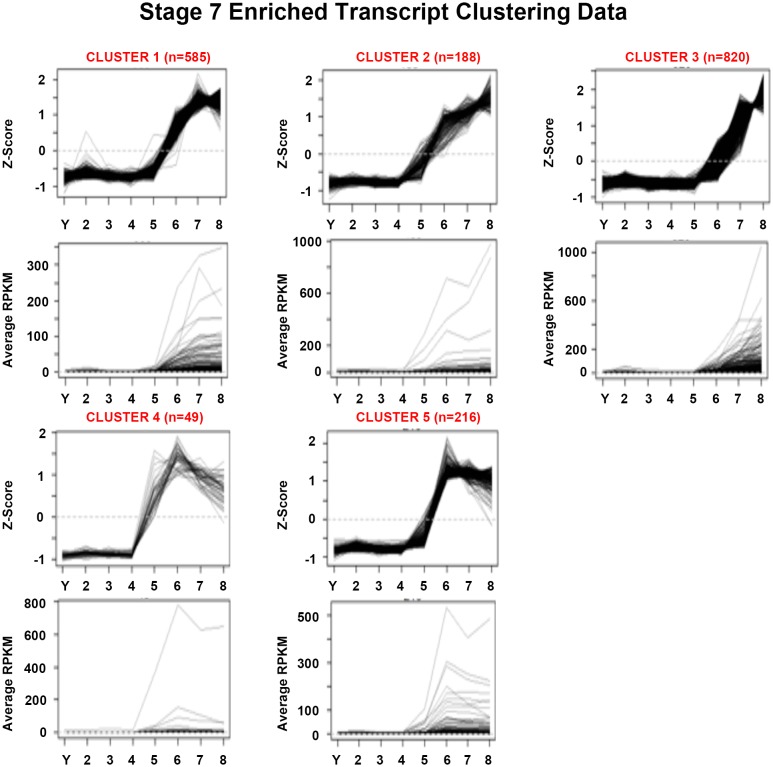
Mean centered expression and average RPKM profiles for S7-enriched transcripts. Mean centered expression and average RPKM profiles for S7-enriched transcripts, organized by cluster membership presented in Figure 1H and Figure 1—source data 7. S2–S8: Stages 2–8; Y, yolk. **DOI:** http://dx.doi.org/10.7554/eLife.21052.021

**Figure 1—figure supplement 10.**
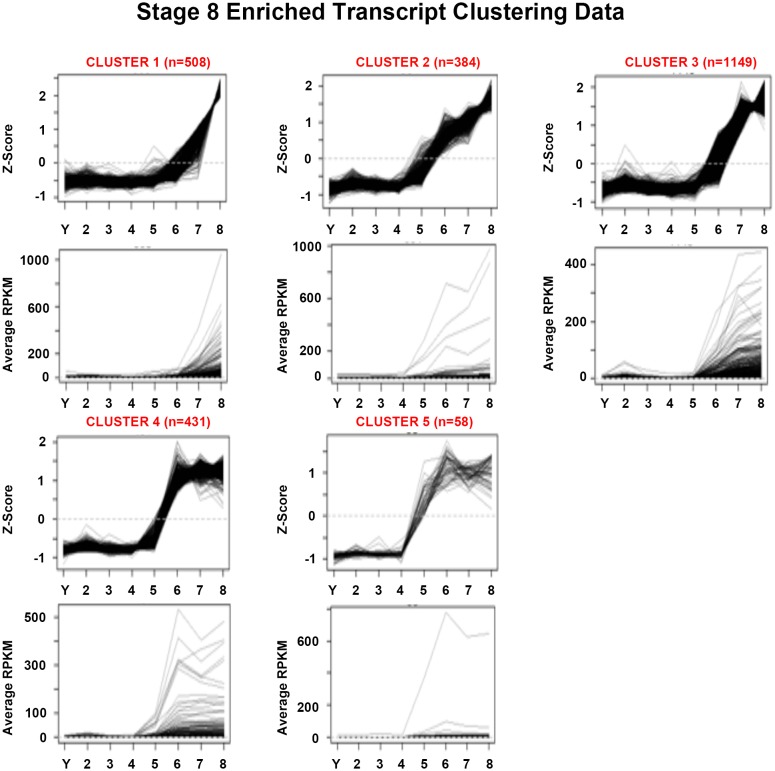
Mean centered expression and average RPKM profiles for S8-enriched transcripts. Mean centered expression and average RPKM profiles for S8-enriched transcripts, organized by cluster membership presented in Figure 1I and Figure 1—source data 8. S2–S8, Stages 2–8; Y, yolk. **DOI:** http://dx.doi.org/10.7554/eLife.21052.022

**Figure 1—figure supplement 11.**
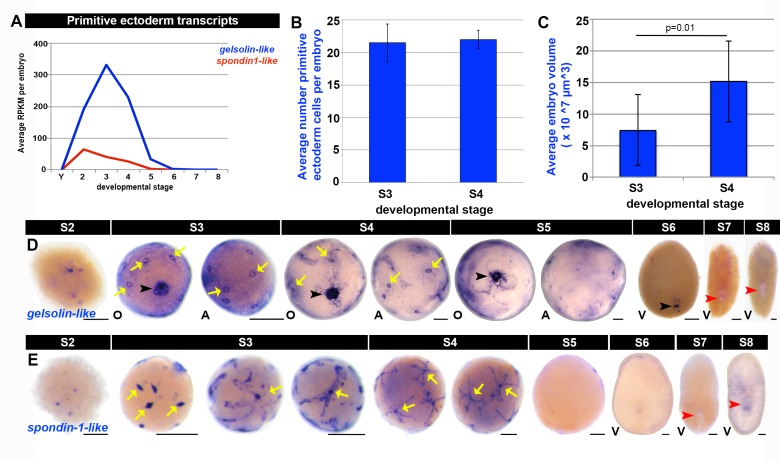
Molecular markers for the primitive ectoderm. (**A**) Average RPKM values per embryo for primitive ectoderm markers *gelsolin-like* (*SMED30014940,* blue) and *spondin1-like* (*SMED30032088,* red) during embryogenesis. S2–S8, Stages 2–8; Y, yolk. (**B**–**C**) The number of primitive ectoderm cells remained constant while embryo volume increased during S3–S4. Primitive ectoderm cell nuclei were scored in SPIM reconstructed S3 and S4 embryos. (**B**) During S3, the average number of primitive ectoderm nuclei per embryo was 21.5 ± 2.9. During S4:, the average number of primitive ectoderm nuclei per embryo was 22 ± 1.4. n = 5 embryos. Unpaired t-test, two tailed p value = 0.72. (**C**) Average S3 embryo volume was 7.4 × 10^7^ µm^3^. Average S4 embryo volume was 1.5 × 10^8^ µm^3^. Unpaired t-test, two tailed p value = 0.01. Embryo volumes were calculated by generating a masked surface in Imaris. Twenty-two S3 embryos and five S4 embryos were scored. Error bars represent the standard deviation of the mean. (**D**–**E**) *gelsolin-like* (**D**) and *spondin1-like* (**E**) expression (blue) during embryogenesis (S2-S8). Black arrowheads: temporary embryonic pharynx. Red arrowheads: definitive pharynx. Yellow arrows: primitive ectoderm cells. A, aboral hemisphere; O, oral hemisphere; V, ventral. Scale bars: 100 µm. **DOI:** http://dx.doi.org/10.7554/eLife.21052.023

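gelsolin-like (SMED30014940) averaged 2.82 ± 2.04 RPKM in Y, 193 ± 187 in S2, 330.2 ± 202 in S3, 229 ± 46.9 in S4 and 33.3 ± 8.25 in S5 (SD, n = 4 each). Its log2 fold change was 4.59 (standard error 1.01, adjusted p = 9.3e-04 by limma) from Y to S2, with 3 of 4 S2 samples above all 4 Y samples, and -2.79 (standard error 1.01, adjusted p = 0.043 by limma) from S4 to S5, with all 4 S4 samples above all 4 S5 samples. spondin1-like (SMED30032088) averaged 0.140 ± 0.0963 RPKM in Y, on 0 to 1 reads per library, 63.9 ± 70.6 in S2, 40.8 ± 32.7 in S3, 26.2 ± 10.1 in S4 and 3.07 ± 1.79 in S5. From Y to S2 the ratio of the pooled reads by library size was 438 (exact 95% interval 149.8 to 2127 from 2245 against 3 reads), which covers counting error only (adjusted p = 0.0016 by limma), with 3 of 4 S2 samples above all 4 Y samples. From S4 to S5 the log2 fold change was -3.12 (standard error 1.34, adjusted p = 0.088 by limma). For gelsolin-like in S2 against Y, the adjusted p was above 0.05 in a fit on the 2 groups alone (0.18). It ranged from 1.9e-04 to 0.18 over the alternative settings and from 2.6e-08 to 0.0096 with each library left out. For gelsolin-like in S5 against S4, the adjusted p was above 0.05 with a pseudocount of 0.01 RPKM (0.060), with no filter on low values (0.063), after quantile normalization (0.082) and without TMM scaling (0.18) and without S4 replicates 1, 2, 3 and 4 and S5 replicates 1, 2, 3 and 4. It ranged from 8.5e-04 to 0.18 over the alternative settings and from 0.0020 to 0.10 with each library left out. For spondin1-like in S2 against Y, the adjusted p was above 0.05 in a fit on the 2 groups alone (0.19). It ranged from 4.9e-04 to 0.19 over the alternative settings and from 6.7e-08 to 0.016 with each library left out. For spondin1-like in S5 against S4, the adjusted p was under 0.05 with a pseudocount of 1 RPKM (0.038), with sample weights (0.018) and in a fit on the 2 groups alone (0.0061) and without S2 replicate 4 (0.0080). It ranged from 0.0061 to 0.22 over the alternative settings and from 0.0080 to 0.17 with each library left out.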

**Figure 1—figure supplement 12.**
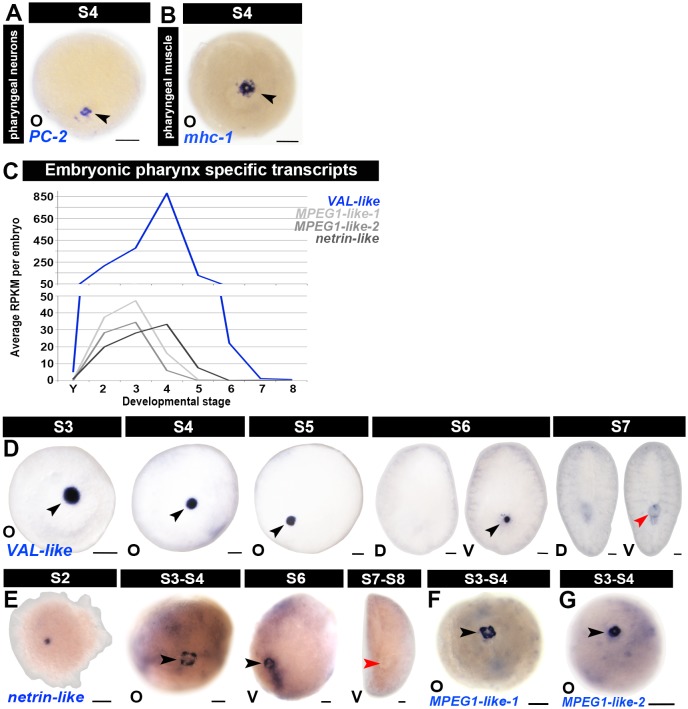
Molecular markers for the temporary embryonic pharynx. (**A**–**B**) The temporary embryonic pharynx is innervated by *PC-2+* neurons (**A**) and contains *mhc-1+* radial muscle fibers (**B**). For simplicity, only S4 is shown. The image shown in (**B**) is also shown in Figure 1—figure supplement 17C. (**C**) Average RPKM values per embryo for the temporary embryonic pharynx markers *venom allergen-like* (*VAL-like; SMED30015313*), *macrophage expressed gene one like-1* (*MPEG1-like 1; SMED30000139*), *MPEG1-like 2* (*SMED30034696*) and *netrin-like* (*SMED30023593*) during embryogenesis. S2–S8, Stage 2–8; Y, yolk. (**D**–**G**) Expression of temporary embryonic pharynx specific markers *VAL-like* (**D**, S3–S7), *netrin-like* (**E**, S2–S7), *MPEG1-like-*1 (**F**, S3–S4) and *MPEG1-like-2* (**G**, S3–S4). (**A**–**B**, **D**–**G**) Anterior: top (S6–S8). Black arrowheads: temporary embryonic pharynx. Red arrowheads: definitive pharynx. A, aboral hemisphere; D, dorsal; O, oral hemisphere; V, ventral. Scale bars: 100 µm. **DOI:** http://dx.doi.org/10.7554/eLife.21052.024

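VAL-like (SMED30015313) averaged 5.26 ± 9.41 RPKM in Y, 218 ± 261 in S2, 377 ± 266 in S3, 879 ± 244 in S4 and 126 ± 82.7 in S5 (SD, n = 4 each), with a log2 fold change from S4 to S5 of -3.03 (standard error 1.70, adjusted p = 0.20 by limma) and all 4 S4 samples above all 4 S5 samples. MPEG1-like-1 (SMED30000139) averaged 47.2 ± 35.6 RPKM in S3, 16.1 ± 5.37 in S4 and 0.599 ± 0.220 in S5, and MPEG1-like-2 (SMED30034696) 34.4 ± 28.7, 5.95 ± 1.87 and 0.0868 ± 0.105 RPKM. Their log2 fold changes from S4 to S5 were -4.55 (standard error 0.66, adjusted p = 1.6e-05 by limma) and -5.11 (standard error 0.69, adjusted p = 6.4e-06 by limma), without overlap between S4 and S5 samples. netrin-like (SMED30023593) averaged 33.2 ± 4.94 RPKM in S4, 7.61 ± 5.20 in S5 and 0.0346 ± 0.0307 in S6, with a log2 fold change from S5 to S6 of -5.58 (standard error 0.77, adjusted p = 6.5e-06 by limma) and all 4 S5 samples above all 4 S6 samples. For VAL-like in S5 against S4, the adjusted p was under 0.05 in a fit on the 2 groups alone (0.013). It ranged from 0.013 to 0.35 over the alternative settings and from 0.12 to 0.37 with each library left out.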

**Figure 1—figure supplement 13.**
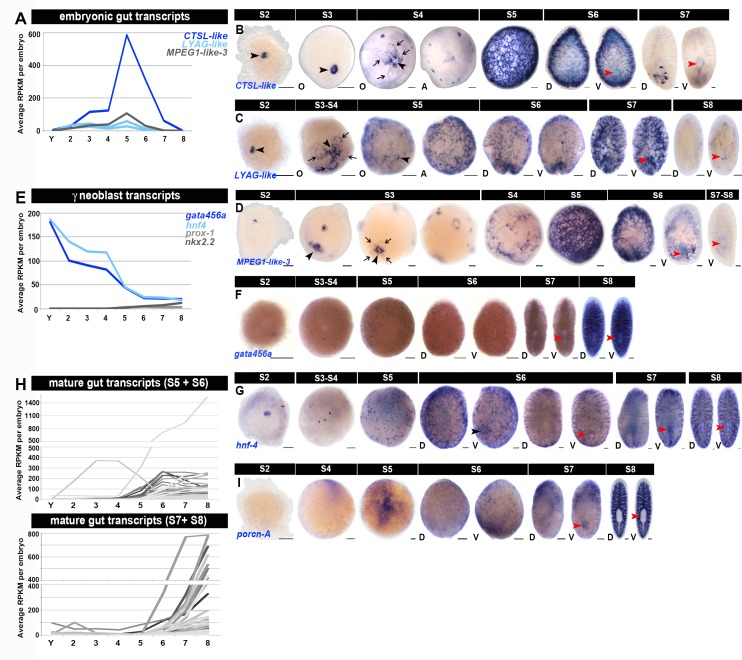
Molecular markers for the developing gut. (**A**, **E**, **H**) Average RPKM values per embryo for (**A**) embryonic gut transcripts *cathepsin L1-like* (*CTSL-like: SMED30023322*), *lysosomal alpha glucosidase-like* (*LYAG-like: SMED30028442, SMED30008977*), *macrophage-expressed gene one like-3* (*MPEG1-like-3: SMED30015696*), (**E**) gamma (γ) class neoblast transcripts (*gata456a, hnf4, prox-1, nkx2.2*), and (**H**) transcripts with enriched expression in the adult gut (Forsthoefel et al., 2012; Vu et al., 2015; Wurtzel et al., 2015). S2–S8, Stage 2–8; Y, yolk. Early embryonic gut transcript expression was validated by WISH on staged embryo collections. (**H**) Adult gut-enriched transcripts with enriched expression during S5 and/or S6 (top, n = 146), or S7 and/or S8 (bottom, n = 292). Adult gut-enriched transcripts are flagged in Figure 1—source data 5–8. 74% (n = 1,112) of the intestinal phagocyte-enriched transcripts reported in (Forsthoefel et al., 2012) were identified in the smed20140614 transcriptome; 129 (11%) of the cross-referenced transcripts were enriched during S5, S6, S7 and/or S8. 90% (n = 425) of the gut-enriched transcripts reported in (Wurtzel et al., 2015) were identified in the smed20140614 transcriptome; 44% (n = 186) of the cross-referenced transcripts were enriched during S5, S6, S7 and/or S8. (**B**–**D**) *CTSL-like* (**B**), *LYAG-like* (**C**) and *MPEG1-like-3* (**D**) expression (blue) in the temporary embryonic pharynx (S2–S4), four primitive gut cells abutting the temporary embryonic pharynx (S4), and yolk-laden gut cells forming an irregular lattice beneath the embryonic wall (S5–S6). Expression of these markers was downregulated as branching morphogenesis proceeded during S7. (**F**–**G**) *gata456a* (**F**) and *hnf4* (**G**) expression (blue) during embryogenesis, S2–S8. Staining was detected in the presumptive temporary embryonic pharynx (S2), and was later detected in scattered parenchymal cells from S5 onwards. Expression of both markers became more prominent in the developing gut over time, especially after branching morphogenesis was underway during S7–S8. (**I**) *porcn-A* expression (blue) during embryogenesis, S2–S8. Hazy, faint expression was detected in the gut during S5–S6, with increasing signal following the initiation of branching morphogenesis during S7–S8. (**B**–**D**, **F**–**G**, **I**) Anterior: top (S6–S8). A, aboral hemisphere; D, dorsal; O, oral hemisphere; V, ventral. Black arrowheads: temporary embryonic pharynx. Black arrows: primitive gut cells. Red arrowheads: definitive pharynx. Scale bars: 100 µm. **DOI:** http://dx.doi.org/10.7554/eLife.21052.025

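CTSL-like (SMED30023322) averaged 125 ± 71.9 RPKM in S4, 585 ± 94.2 in S5, 312 ± 169 in S6 and 1.38 ± 0.256 in S8 (SD, n = 4 each), with log2 fold changes of 2.40 (standard error 1.27, adjusted p = 0.17 by limma) from S4 to S5 and -8.63 (standard error 1.27, adjusted p = 2.5e-06 by limma) from S5 to S8. The LYAG-like transcripts SMED30028442 and SMED30008977 averaged 27.0 ± 4.00 and 58.4 ± 10.5 RPKM in S5 and 0.352 ± 0.0679 and 0.141 ± 0.00987 RPKM in S8, with log2 fold changes of -5.91 (standard error 1.06, adjusted p = 3.9e-05 by limma) and -7.91 (standard error 1.06, adjusted p = 5.7e-07 by limma). MPEG1-like-3 (SMED30015696) averaged 40.1 ± 16.4 RPKM in S4, 106 ± 11.0 in S5 and 0.412 ± 0.0677 in S8, with log2 fold changes of 1.48 (standard error 1.06, adjusted p = 0.33 by limma) from S4 to S5 and -7.70 (standard error 1.06, adjusted p = 8.6e-07 by limma) from S5 to S8. For all 4 transcripts the S5 samples lay above the S8 samples, without overlap. For CTSL-like in S5 against S4, the adjusted p was under 0.05 in a fit on the 2 groups alone (0.011). It ranged from 0.011 to 0.22 over the alternative settings and from 0.12 to 0.33 with each library left out. For MPEG1-like-3 in S5 against S4, the adjusted p was under 0.05 in a fit on the 2 groups alone (0.012). It ranged from 0.012 to 0.39 over the alternative settings and from 0.22 to 0.46 with each library left out.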

**Figure 1—figure supplement 14.**
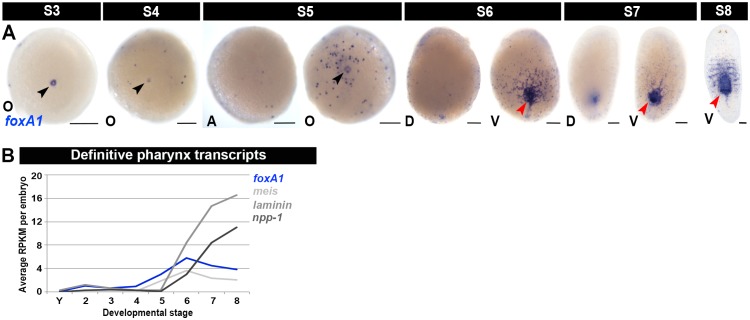
:Molecular markers for the definitive pharynx. (**A**) WISH developmental time course using *foxA1* riboprobes (blue), S3–S8. *foxA1* expression was consistently detected in the embryonic pharynx lumen during S3–S5 (black arrowheads). Anterior: top (S6–S8). Black arrowheads: temporary embryonic pharynx. Red arrowheads: definitive pharynx. A, aboral hemisphere; D, dorsal; O, oral hemisphere; V, ventral. Scale bars: 100 µm. (**B**) Average RPKM values per embryo for the definitive pharynx markers *foxA1*, *meis*, *laminin *and *npp-1* during embryogenesis (Adler et al., 2014; Scimone et al., 2014). S2-S8, Stage 2–8; Y, yolk. **DOI:** http://dx.doi.org/10.7554/eLife.21052.026

**Figure 1—figure supplement 15.**
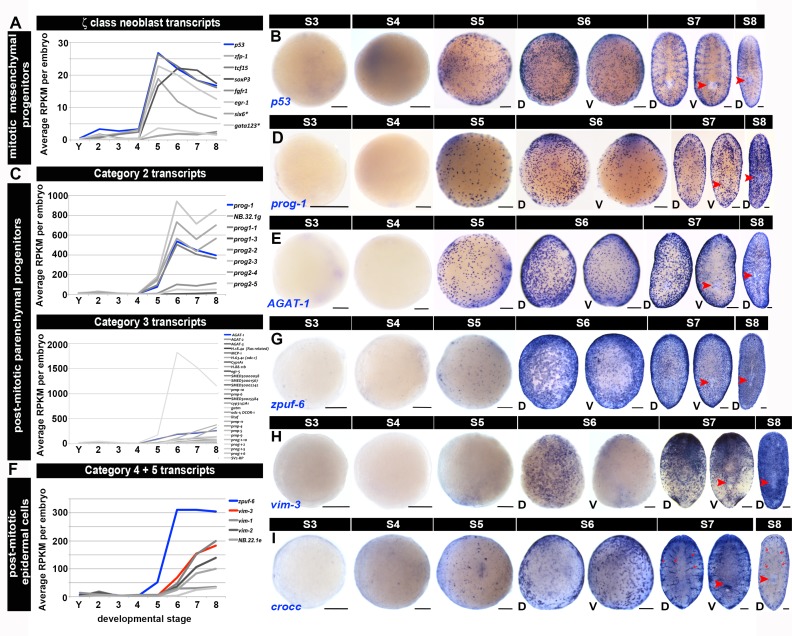
Molecular markers for the definitive epidermis. (**A**, **C**, **F**) Average RPKM values per embryo for: (**A**) zeta (ζ) class neoblast transcripts (**C**) Category 2 and Category 3transcripts, and (**F**) Category 4 and 5 transcripts (Eisenhoffer et al., 2008; Pearson and Sánchez Alvarado, 2010; Tu et al., 2015; van Wolfswinkel et al., 2014; Wagner et al., 2012; Zhu et al., 2015). S2–S8, Stage 2–8; Y, yolk. Transcripts shown had enriched expression during S5, S6, S7 and/or S8 and are flagged in Figure 1—source data 5–8. (**B**, **D**–**E**, **G**–**I**) WISH with riboprobes complementary to: (**B**) *p53*, (**D**) *prog-1*, (**E**) *AGAT-1*, (**G**) *zpuf-6*, (**H**) *vim-3* and (**I**) *crocc* (blue), S3–S8. Anterior: top (S6–S8). D, dorsal; V, ventral. Red arrowheads: definitive pharynx. Red arrows: ciliated protonephridial tubules. Scale bars: 100 µm. **DOI:** http://dx.doi.org/10.7554/eLife.21052.027

**Figure 1—figure supplement 16.**
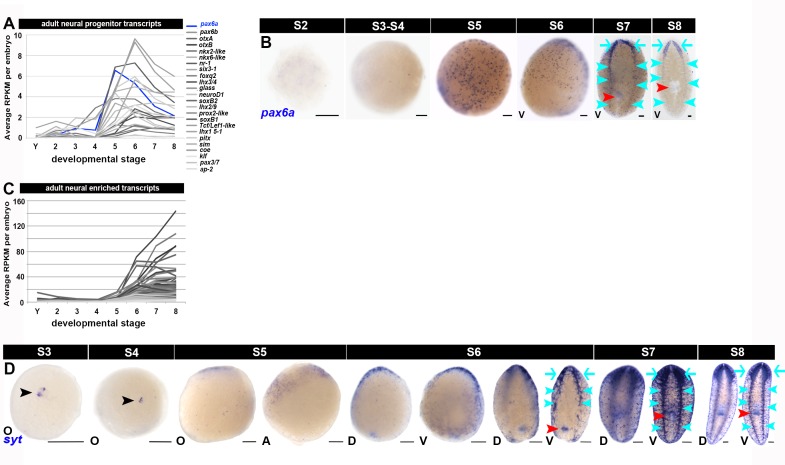
Molecular markers for the developing nervous system. (**A**, **C**) Average RPKM values per embryo for validated and putative adult neural progenitor transcripts (Cowles et al., 2013; Currie and Pearson, 2013; Lapan and Reddien, 2012; März et al., 2013; Monjo and Romero, 2015; Scimone et al., 2014; Wenemoser et al., 2012) (**A**) and adult neural classifier transcripts identified in single cell sequencing experiments (Wurtzel et al., 2015) (**C**), Neural transcripts that showed enriched expression during S5, S6, S7 and/or S8 are flagged in Figure 1—source data 5–8. 90% (n = 533) of the neural-enriched transcripts reported by Wurtzel et al. (2015) were identified in the smed20140614 transcriptome; 60% (n = 323) of the cross-referenced transcripts were enriched during S5, S6, S7 and/or S8. (**B**, **D**) Expression of the neural progenitor marker *pax6a* (**B**) and the neural marker *synaptotagmin* (*syt,* **D**) (blue), S2–S8. Anterior: top (S6–S8). A, aboral hemisphere; D, dorsal; O, oral hemisphere; V, ventral. Black arrowheads: temporary embryonic pharynx. Red arrowheads: definitive pharynx. Cyan arrows: cephalic ganglia. Cyan arrowheads: ventral nerve cords. Scale bars: 100 µm. **DOI:** http://dx.doi.org/10.7554/eLife.21052.028

**Figure 1—figure supplement 17.**
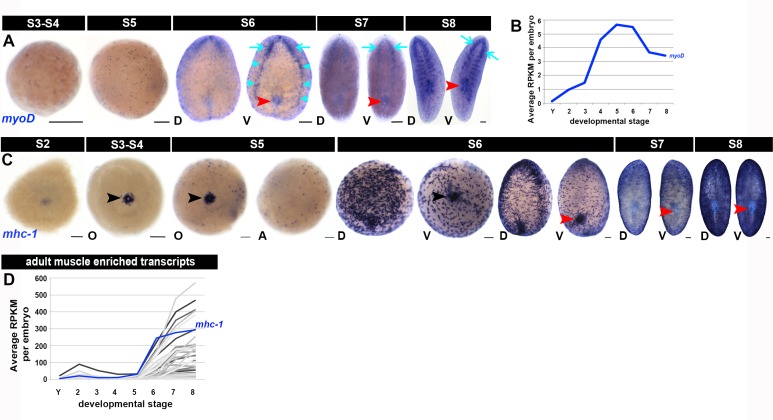
Molecular markers for the developing musculature. (**A**, **C**) Expression of the muscle progenitor marker *myoD* and the mature muscle marker *mhc-1*, S2–S8. Anterior: top (S6–S8). A, aboral hemisphere; D, dorsal; O, oral hemisphere; V, ventral. Black arrowheads: temporary embryonic pharynx. Red arrowheads: definitive pharynx. Cyan arrows: cephalic ganglia. Cyan arrowheads: ventral nerve cords. Scale bars: 100 µm. (**B**, **D**) Average RPKM values per embryo for the putative muscle progenitor marker *myoD* (**B**) and transcripts enriched in adult muscle (**D**). S2–S8, Stages 2–8; Y, yolk. Transcripts in (**D**) showed enriched expression during S5, S6, S7 and/or S8 (n = 166 transcripts, or 42% of the muscle cell-enriched transcripts reported in Wurtzel et al. (2015)). Muscle-enriched transcripts are flagged in Figure 1—source data 5–8. **DOI:** http://dx.doi.org/10.7554/eLife.21052.029

**Figure 1—figure supplement 18.**
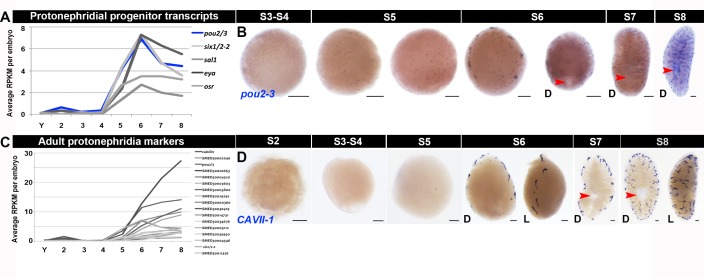
Molecular markers for the developing excretory system. (**A**, **C**) Average RPKM per embryo for transcripts expressed in protonephridia progenitors (*pou2/3, six1/2–2, sal1, eya, osr*) (Scimone et al., 2011) (**A**) or differentiated protonephridia (Rink et al., 2011; Scimone et al., 2011; Wurtzel et al., 2015) (**C**). Transcripts shown were enriched during S5, S6, S7 and/or S8 and are flagged in Figure 1—source data 5–8. (**B**, **D**) WISH developmental time course with riboprobes complementary to the protonephridial progenitor and tubule cell marker *pou2/3* (**B**) or the non-ciliated tubule marker *CAVII-1* (**D**) (blue), S2–S8. Anterior: top (S6–S8). D, dorsal; L, lateral. Red arrowheads definitive pharynx. Scale bars: 100 µm. **DOI:** http://dx.doi.org/10.7554/eLife.21052.030

**Figure 1—figure supplement 19.**
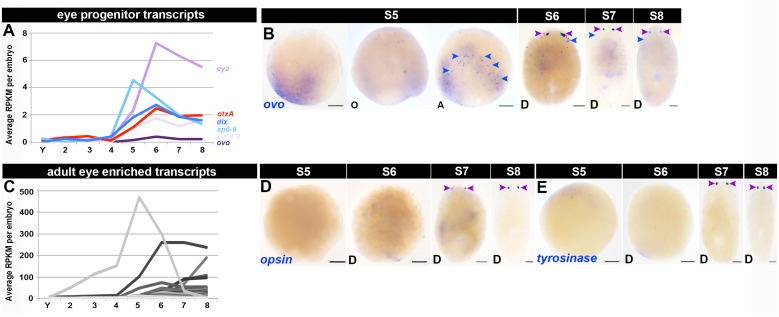
Molecular markers for the developing eyes. (**A**, **C**) Average RPKM per embryo for transcripts required for eye progenitor specification (*ovo, six-1/2* and *eya* [purple]), photoreceptor neuron differentiation (*otxA* [(red]), or pigment cup differentiation (*sp6-9 *and *dlx* [(blue]) (**A**), or with enriched expression in adult eye tissue (Lapan and Reddien, 2012) (**C**). S2–S8, Stages 2–8; Y, yolk. Transcripts shown were enriched during S5, S6, S7 and/or S8, and are flagged in Figure 1—source data 5–8. (**B**, **D**–**E**) WISH developmental time course with riboprobes complementary to *ovo* (**B**), *opsin* (**D**), and *tyrosinase* (**E**), S5–S8. Anterior: top (S6–S8). D: dorsal. Purple arrowheads: developing eye tissue. Blue arrowheads: trail cells (eye progenitors). Scale bars: 100 µm. **DOI:** http://dx.doi.org/10.7554/eLife.21052.031

In contrast to the synchronous, oriented blastomere cleavage patterns of Spiralian embryos (Lambert, 2010), blastomeres in freshwater planarian embryos undergo dispersed cleavage among yolk cells: they divide asynchronously and are not in direct contact with one another (Bardeen, 1902; Cardona et al., 2005; Hallez, 1887; Ijima, 1884; Le Moigne, 1963; Metschnikoff, 1883; Vara et al., 2008). During sphere formation, some blastomeres differentiate into temporary embryonic cell types that provide form and function to the embryo, including the primitive ectoderm, temporary embryonic pharynx and primitive gut (Cardona et al., 2005; Hallez, 1887; Le Moigne, 1963; Sánchez Alvarado, 2003). Temporary embryonic tissues are not thought to contribute to the juvenile body plan; they are thought to degenerate as the definitive organs form and morphogenesis proceeds (Cardona et al., 2005; Le Moigne, 1963; Vara et al., 2008). In contrast, undifferentiated blastomeres remaining after sphere formation are thought to give rise to all definitive tissues found in juvenile worms (Hallez, 1887; Hyman, 1951; Le Moigne, 1963; Sánchez Alvarado, 2003; Stevens, 1904).

Several attributes of ectolecithal development challenge efforts to accurately stage live embryos including internal fertilization, dispersed cleavage, lack of morphological landmarks, and inherent variability in embryo size and developmental timing. Extant staging series for *Polycelis nigra* (Le Moigne, 1963), *Schmidtea polychroa* (Cardona et al., 2005; Martín-Durán et al., 2010) and *Girardia tigrina* (Vara et al., 2008) rely upon gross morphological criteria gleaned from live animals and fixed, histologically or antibody-stained specimens. As this is the first systematic characterization of *Smed* embryogenesis, we established an accurate and objective staging method based on unique gene expression signatures, cohorts of enriched transcripts identified through single embryo RNA-Seq , associated with chronological age and embryo morphology (Figure 1B–I, Figure 1—source data 1). When appropriate, efforts were made to integrate and adapt extant staging schema from other planarian species.

*Smed* embryos gestate for approximately two weeks at 20°C prior to hatching. We generated total RNA replicates from single *Smed* embryos for seven chronologically and/or morphologically distinct stages (S), S2-–S8 (Figure 1B–I); S1 samples (zygotes, Figure 1—figure supplement 1) were not queried by RNA-SSeq. 

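RNA-Seq was performed on 40 samples, with 4 replicates for each of 10 groups: yolk (Y), single embryos of the 7 stages S2 to S8, intact adults of the clonal asexual line C4 and intact adult sexual animals (SX). The paper places S2 at 2 to 3 days after egg capsule deposition, S3 at 3 days, S4 at 4, S5 at 6 to 7, S6 at 9, S7 at 10 and S8 at 14. The sample labels give 6 days for S5 and 2 days for S2. For the yolk their description gives 8 days, as the paper does, whereas their day tag gives 0. Libraries were made from 500 ng of RNA, apart from those of S2 and S3, which were made from 100 ng. The authors mapped the reads to a transcriptome assembly with Bowtie, counted them per transcript, removed the 16S rRNA transcript, and deposited RPKM values (reads scaled by transcript length and library size) that include TMM scaling, a factor per library that evens out differences in composition. In each library the values of a transcript are whole multiples of the RPKM that 1 read is worth, and reads rebuilt on this basis were whole, within 0.001 reads, for 100% of the values. The rebuilt reads on transcripts numbered 9543632 to 12523548 (median 11458166) in Y, 5981034 to 9446867 (median 7927675) in S2, 5732623 to 11576492 (median 8250289) in S3 and 7643283 to 10130495 (median 8929332) in S4. They numbered 8742936 to 12213900 (median 11078200) in S5, 8445329 to 17479319 (median 14528073) in S6, 10329252 to 16718120 (median 12560085) in S7 and 11514899 to 14264741 (median 12812646) in S8. For the adults they numbered 12167500 to 16985280 (median 14665566) in C4 and 12529418 to 16238031 (median 14447456) in SX. The mean over the 40 samples was 11.6 M reads counted on transcripts, which is the depth behind the values below. The paper's reported value is 19 M reads sequenced per sample. Because RPKM values are not counts, they were tested on the log2(RPKM + 0.1) scale with limma, in one fit over the 32 yolk and embryo samples with a coefficient per group, a spread shared by all groups, and Benjamini-Hochberg adjustment. The fit covered 31489 transcripts with RPKM values summing to at least 1 over these samples, without the 28S, 18S and 16S rRNA transcripts. On this scale a fold change understates the change of a lowly expressed transcript. The adults were left out of the fit and are given as values only. No replicate resembled another closely enough to be the same library, since the highest correlation between replicates of a group was 0.980.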

Yolk (Y) replicates were prepared from egg capsules lacking developing embryos at 8 days post capsule deposition. In addition, single animal replicates were prepared from C4 and virgin sexually mature adults (SX). RNA-Seq libraries were analyzed for four biological replicates (i.e., four individuals) per stage (Materials and methods). 

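The composition of the libraries changed with developmental time. The 100 transcripts with the most reads took 80.8 ± 2.42% of the reads in Y (SD, n = 4), 59.8 ± 7.94% in S2, 66.2 ± 7.62% in S4, 36.2 ± 5.37% in S6 and 22.8 ± 0.514% in S8. Conversely, 13316 ± 873 transcripts had at least 1 read in Y, 19054 ± 2911 in S2, 25295 ± 2075 in S5 and 30359 ± 327 in S8 (SD, n = 4 each). The library size by which the authors divided the reads, set against the reads themselves, gives the scaling factor contained in the RPKM values. This factor was 0.245 ± 0.0391 in Y, 0.641 ± 0.227 in S2, 0.607 ± 0.167 in S3, 0.592 ± 0.199 in S4, 1.03 ± 0.240 in S5, 1.75 ± 0.207 in S6 and 2.07 ± 0.0508 in S8 (SD, n = 4 each). A single read on a transcript of 1 kilobase was therefore worth a median of 0.360 RPKM in Y, 0.220 RPKM in S2 and 0.0376 RPKM in S8, and low values in yolk and early embryos rest on few reads. The median log2 fold change over all tested transcripts was 0.38 for S2 against Y, 0.39 for S5 against S4 and 0.25 for S6 against S5. Quantile normalization moved these medians to -0.21, -0.05 and -0.15, whereas RPKM by total reads without TMM, a setting added after the values were seen, moved them to 0.72, 0.79 and 0.83. Fold changes below are on the authors' TMM scale, and these medians were not subtracted.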

Identification of appropriate reference(s) and normalization methods was challenging due to vast differences in sample composition and complexity among different stages. However, clustering of replicates and discrete separation of stages was seen in a multidimensional scaling plot (Figure 1J). 

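Distances between samples were taken as the root mean square difference in log2(RPKM + 0.1) over the tested transcripts. In multidimensional scaling of all 40 samples, the first axis held 53.9% and the second axis 10.5% of the squared distances. The mean distance between S2 and Y samples exceeded the mean distance within the groups by 0.69 (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 samples allow). With the same p, the excess was 0.44 for S5 against S4, 0.57 for S6 against S5, 0.19 for S7 against S6 and 0.09 for S8 against S7 in the exact permutation test. For S4 against S3 it was 0.06 (exact permutation p = 0.14), which is within what other splits of the same 8 samples give, but without S3 replicate 4 it was 0.20 (p = 0.0286). For S8 against S7 the p was 0.0571 with any 1 of the 4 S8 replicates left out. In simulated groups that shared their levels but kept the spread of each group, the smallest p also arose for S2 against Y and S6 against S5, at an excess of 0.0123 and 0.0169. The alternative that moved these values most was the restriction to the 500 most variable transcripts, under which the excess for S2 against Y was 4.83. All 4 samples of Y, S5, S6, S8, C4 and SX had a replicate of their own group as nearest neighbor, as did 3 of 4 S4 samples and 2 of 4 S7 samples.

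**Figure D1:**
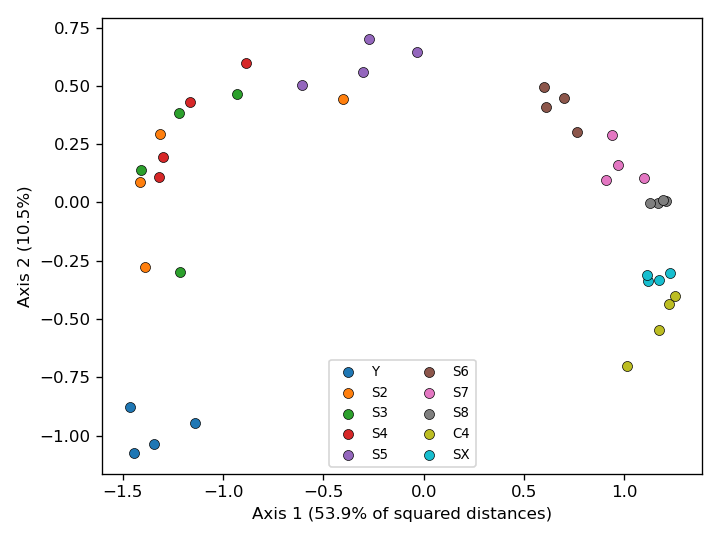
Multidimensional scaling of the 40 samples by the root mean square difference in log2(RPKM + 0.1). Each point is 1 sample, axis 1 holds 53.9% and axis 2 10.5% of the squared distances, colors mark the groups, and samples of S2, S3 and S4 lie among each other.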

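Across the tested transcripts, the Pearson correlation of log2(RPKM + 0.1) between replicates averaged 0.940 in Y, 0.902 in S2, 0.900 in S3, 0.927 in S4 and 0.935 in S5 over the 6 pairs of each group. It averaged 0.964 in S6, 0.959 in S7, 0.968 in S8, 0.970 in C4 and 0.965 in SX. These are correlations across transcripts, which are not independent replicates. The lowest value for a pair of replicates was 0.870, in S2, and the highest 0.980, in C4.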

Replicates for a given stage generally showed strong correlation among themselves despite not having controlled for differences in genetic background or embryo size (Figure 1K). 

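The mean distance between replicates was 1.51 in S2 and 1.49 in S3, compared with 1.18 in Y, 1.26 in S4, 1.08 in S5 and 0.672 in S8, in log2(RPKM + 0.1). S2 and S3 samples were on average no further from each other than from their own replicates, with a difference of -0.03 (exact two-sided permutation test, p = 0.46). Over the 500 most variable transcripts this difference changed sign, to 0.04. The nearest sample belonged to another group for 4 of 4 S3 samples and 2 of 4 S2 samples. At an adjusted p under 1e-05, a log2 fold change of at least 2.322 and an average of at least 1 RPKM in the higher stage, limma called 0 transcripts higher and 1 transcript lower in S3 than in S2. At an unadjusted p under 0.05, which a share of 0.05 of unchanged transcripts reaches by chance, 1246 transcripts were higher and 1855 lower. The voom tool on the rebuilt reads called 0 higher and 0 lower. The transcript called, SMED30012530, stood at 1.03 ± 0.583 RPKM in S2 (SD, n = 4), on 1 to 3 reads per library, and had no read in any S3 library. Its S2 average was 3.11-fold over a floor of 3 reads in the 4 S3 libraries (adjusted p = 4.2e-07 by limma, with all 4 S2 samples above all 4 S3 samples). This fold is no lower limit, since it leaves out the counting error of the few S2 reads. For SMED30012530 in S3 against S2, the adjusted p was above 0.05 in a fit on the 2 groups alone (0.52). It ranged from 3.1e-07 to 0.52 over the alternative settings and from 5.6e-09 to 5.5e-06 with each library left out. The number called lower was 0 without S2 replicate 4 and 2 without S3 replicate 2, and the number called higher moved without S2 replicate 2 (1).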

Notably the S2 and S3 replicates, generated from embryos undergoing sphere formation and nascent spheres, respectively, were intermingled in expression space, showed the greatest variability and few significant differences in gene expression (Figure 1J–K, Figure 1—source data 1, Figure 1—figure supplement 2). Discrete stages were retained due to apparent differences in embryo morphology (Figure 1C–D). Similarities among S2 and S3 samples may be due to maternal RNA contribution or to difficulty detecting labile S2 embryos, such that only well-developed S2 embryos were prospected by RNA-Seq.

Two approaches were used to identify differentially expressed transcripts: pairwise comparisons of adjacent stages (Figure 1—source data 1, Figure 1—figure supplement 2)and comparisons of each stage relative to a mixed stage reference generated by averaging the read counts for the remaining replicates (Y, S2–S8) (Materials and methods, Figure 1—source data 1, Figure 1—figure supplement 3). 

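In pairwise comparisons at the paper's thresholds (adjusted p under 1e-05, at least 5-fold change and an average of at least 1.0 RPKM in the higher stage), limma called 1358 transcripts higher and 2 lower in S2 than in Y. For S4 against S3 it called 0 higher and 0 lower, where an unadjusted p under 0.05 gave 3207 and 2131 and voom on rebuilt reads 0 and 0. S5 against S4 gave 116 higher and 39 lower, and S6 against S5 gave 218 higher and 13 lower. S7 against S6 gave 9 higher and 0 lower (515 lower at an unadjusted p under 0.05, 0 by voom). S8 against S7 gave 0 higher and 1 lower (875 higher at an unadjusted p under 0.05, 1 by voom). A share of 0.05 of unchanged transcripts reaches that p, over both directions. The 515 lies below and the 875 little above what chance alone gives. The alternatives that moved the counts of calls most were a fit on the 2 groups alone, with 1 transcript higher in S2 and 0 in S6 at 1e-05, and an adjusted p under 0.05, with 2466 and 1779. Weights for samples by their spread gave 1358 higher in S6. They gave 84 lower in S8, where quantile normalization gave 81, and voom and a pseudocount of 1 RPKM gave 0. The number higher in S5 than in S4 changed by more than 1.5 times without S2 replicate 2 (248), S4 replicates 1, 2 and 3 (52, 56 and 61) and S5 replicates 2, 3 and 4 (52, 42 and 58). The number higher in S6 than in S5 did so without S2 replicate 2 (603), S5 replicates 1, 2 and 4 (57, 60 and 68) and S6 replicates 1, 2, 3 and 4 (79, 103, 48 and 54). The transcripts lower at S5 changed likewise without S2 replicate 4 (64), S3 replicates 2 and 4 (118 and 127), S4 replicates 1, 2 and 3 (21, 23 and 20) and S5 replicates 2, 3 and 4 (21, 15 and 23). For those lower at S6 this held without S5 replicates 1, 2 and 4 (2, 4 and 4) and S6 replicates 1, 2, 3 and 4 (6, 4, 5 and 3). For those higher at S7 it held without S2 replicate 2 (25), S6 replicates 2, 3 and 4 (2, 23 and 3) and S7 replicates 1, 3 and 4 (3, 3 and 2). For S4 against S3 the calls appeared without S3 replicate 4, with 12 higher and 14 lower, and 1 higher without Y replicate 1. The transcripts with the largest changes and no overlap between the groups were taken in each comparison, and a share of 0.0286 of unchanged transcripts shows no overlap by chance. SMED30012738 fell from 96.4 ± 39.2 RPKM in S4 to 0.637 ± 0.745 RPKM in S5 (SD, n = 4 each), a log2 fold change of -7.64 (standard error 0.88, adjusted p = 6.5e-07 by limma). SMED30016557 fell from 97.2 ± 70.1 to 0.590 ± 0.608 RPKM over the same stages, a log2 fold change of -7.24 (standard error 0.90, adjusted p = 2.0e-06 by limma). Between S5 and S6, SMED30022790 rose from 0.605 ± 0.972 to 50.0 ± 8.11 RPKM (SD, n = 4 each), a log2 fold change of 7.12 (standard error 0.86, adjusted p = 1.3e-06 by limma). SMED30004333 rose from 0.688 ± 1.17 to 37.7 ± 7.72 RPKM, a log2 fold change of 6.68 (standard error 0.83, adjusted p = 1.7e-06 by limma). SMED30009451 was at 18.1 ± 6.44 RPKM in S5 and 0.353 ± 0.438 RPKM in S6, a log2 fold change of -5.67 (standard error 0.60, adjusted p = 1.9e-07 by limma). From S6 to S7, SMED30009662 rose from 2.31 ± 3.23 to 155 ± 107 RPKM (SD, n = 4 each), a log2 fold change of 6.53 (standard error 0.65, adjusted p = 5.8e-07 by limma). SMED30025507 had 0 to 1 reads per S6 library and 4.59 ± 3.64 RPKM in S7, a ratio of the pooled reads by library size of 78.3 (exact 95% interval 21.3 to 653 from 152 against 2 reads) that covers counting error only (adjusted p = 1.2e-08 by limma). SMED30015743 declined from 6.49 ± 2.87 RPKM in S7 to 0.748 ± 0.245 RPKM in S8, with a log2 fold change of -2.89 (standard error 0.25, adjusted p = 3.6e-08 by limma). In each of these comparisons all 4 samples of the higher stage lay above all 4 of the lower.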

The goal of the pairwise comparisons was to identify transcripts with the starkest changes in expression in either direction, without constraints on transcript behavior at other points during embryogenesis. In contrast, the mixed stage reference comparisons maximized the likelihood of identifying transcripts exhibiting stage-specific expression, and only upregulated transcripts were analyzed. Stringent criteria were applied in both scenarios for flagging differentially expressed transcripts, including thresholds based on the Benjamini-Hochberg adjusted p-value, fold-change, normalized RPKM expression level for time points, and identification of at least one open reading frame in the transcript (Figure 1—source data 1). More upregulated transcripts were identified in the mixed stage reference than in pairwise comparisons, perhaps due to increased sequencing depth of the averaged reference samples, which may enable more reliable detection of lowly expressed transcripts. Furthermore, identification of S2-enriched transcripts suggested that the whole embryo sequencing approach was sensitive enough to detect transcripts expressed in rare cell populations (i.e., blastomeres and differentiated cells making up the embryo proper). 

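Against the mean of the remaining 7 groups, limma called 598 transcripts higher in S2, 440 in S3, 213 in S4 and 38 in S5 at an adjusted p under 1e-05. At that p it called 676 in S6, 2058 in S7 and 2841 in S8. At the adjusted p under 1e-20 that the paper set for S6 to S8, limma called 0 transcripts in each of these stages, while 13536, 15022 and 15277 transcripts were higher at an unadjusted p under 0.05 and voom called 0, 0 and 0 at 1e-20. The smallest adjusted p in these fits was 2.3e-19, in S8. On simulated data with 200 changed transcripts among 31489, the fit recovered 89.5% for S8 at 1e-05 and 7% at 1e-20. All simulated changes exceeded the fold threshold and lay on transcripts at 1 RPKM or more. The paper set its limit for edgeR tests on read counts, so the same adjusted p is not equally strict here. At an adjusted p under 1e-05 the reference comparison called more transcripts than the pairwise comparison in S3, S4, S6, S7 and S8, and fewer in S2 and S5. At 1e-20 it called fewer in S6 and S7, where the pairwise comparison called 218 and 9. Both approaches called 528 transcripts in S2, 22 in S5, 129 in S6 and 7 in S7, and 0 in S3, S4 and S8, where the pairwise comparison called none higher. The standard error of a log2 fold change had a median of 0.38 in the reference comparisons and 0.50 in the pairwise ones. In one fit with a shared spread, that difference is set by the number of samples averaged. It is therefore no evidence on detection from the data. The setting that moved these counts most was an adjusted p under 0.05, at which 344 transcripts were called in S5. Leaving out a library changed the count by more than 1.5 times for S3 without S3 replicates 1 and 2 (214 and 208). For S4 this held without S4 replicates 1, 2, 3 and 4 (79, 89, 71 and 110), and for S5 without S2 replicate 2 (75), S3 replicate 4 (110) and S5 replicates 1, 2, 3 and 4 (17, 3, 8 and 8). At 1e-05 the same held for S6 without S2 replicate 2 (1331) and S6 replicates 1, 2, 3 and 4 (181, 170, 200 and 142), for S7 without S7 replicates 1, 2, 3 and 4 (1030, 1143, 1046 and 858) and for S8 without S8 replicates 3 and 4 (1794 and 1813).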

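SMED30000077 and SMED30013088 had the largest increases from yolk to S2 among the 1349 transcripts called higher whose S2 and Y samples did not overlap. SMED30000077 stood at 0.441 ± 0.714 RPKM in Y and 607 ± 240.5 RPKM in S2 (SD, n = 4 each), a log2 fold change of 11.00 (standard error 0.86, adjusted p = 3.1e-11 by limma), with all 4 S2 samples above all 4 Y samples. SMED30013088 rose from 0.212 ± 0.265 to 462 ± 136 RPKM, a ratio of the pooled reads by library size of 2073 (exact 95% interval 709 to 10056 from 10618 against 3 reads) that covers counting error only (adjusted p = 7.6e-13 by limma). The 2 transcripts called lower in S2 than in yolk were SMED30025482, at 63.8 ± 14.7 RPKM in Y and 9.24 ± 3.96 RPKM in S2 with a log2 fold change of -2.83 (standard error 0.31, adjusted p = 3.1e-08 by limma), and SMED30025250. The latter stood at 7.60 ± 2.54 and 1.42 ± 0.990 RPKM, with a log2 fold change of -2.52 (standard error 0.33, adjusted p = 6.9e-07 by limma), and both were without overlap between the groups. The number called lower varied without Y replicate 3 (5), S2 replicates 2 and 4 (4 and 17) and S3 replicate 2 (4). The S2 libraries held 5981034 to 9446867 reads, so that a transcript of 1 kilobase at an average of 1 RPKM in S2 rests on a few reads per library. From the detection of S2-enriched transcripts, the paper proposes that whole embryo sequencing registers transcripts of rare cell populations.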

Non-redundant lists of upregulated transcripts, resulting from the union of the pairwise and mixed reference comparisons, served as molecular fingerprints for each time point for downstream analyses, including hierarchical clustering and GO analysis (Figure 1—source data 1). The molecular staging resource (Figure 1—source data 1) incorporates representative images (Figure 1C–I, Figure 1—figure supplement 1), gene expression signatures (Figure 1—figure supplements 4–10, Figure 1—source data 2–8) and written summaries of key developmental events (Figure 1—source data 1), defining S1–S8. An expression atlas describing temporary embryonic tissue types and development of the definitive organ systems is also provided (Figure 1—source data 9, Figure 1—figure supplements 11–19). The molecular staging resource and expression atlas are also available and searchable online (https://planosphere.stowers.org).

### Anarchic, cycling *piwi-1+* blastomeres fuel *Smed* embryonic development

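EF1a-like-1 (SMED30004295) stood at 3.47 ± 5.54 RPKM in Y, 1000.1 ± 436 RPKM in S2, 991 ± 572 RPKM in S3 and 951 ± 189.7 RPKM in S4 (SD, n = 4 each). The log2 fold change from Y to S2 was 9.30 (standard error 0.69, adjusted p = 1.5e-11 by limma), with all 4 S2 samples above all 4 Y samples. Expression was 74.3 ± 54.7 RPKM in S5, a log2 fold change from S4 of -3.96 (standard error 0.69, adjusted p = 1.3e-04 by limma), and 2.55 ± 1.76 RPKM in S8. The difference between S2 and S3 was smaller than the spread between replicates of either stage.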

The molecular staging series identified S2- and S3-enriched transcripts (Figure 1C–D, Figure 1—source data 2–3), including *elongation factor 1a-like-1* (*EF1a-like-1*), expressed in all known embryonic cell populations in nascent spherical embryos (Figure 2A–B). During S2, primitive ectoderm cells are the first to differentiate (Hallez, 1887; Ijima, 1884; Le Moigne, 1963; Metschnikoff, 1883). *EF1a-like-1* was expressed in primitive ectoderm cells (Figure 2A–B, Video 1), which flatten, elaborate numerous cytoplasmic processes, and form a single-cell layer bounding the sphere (Figure 1—source data 9, Figure 1—figure supplement 11). *EF1a-like-1* expression was also detected in the temporary embryonic pharynx (Figure 2A–B, Video 1) an innervated pump containing neurons, radial muscle and associated epithelial cells (Figure 1—source data 9, Figure 1—figure supplement 12), and in the primitive endoderm (Figure 2A), which consists of an inner gut cavity and phagocytic cells associated with the temporary embryonic pharynx (Figure 1—source data 9, Figure 1—figure supplement 13). A population of undifferentiated blastomeres and yolk cells remain in the embryonic wall, the parenchymal space between the primitive ectoderm and endoderm, in nascent S3 spheres (Figure 1D) (Hyman, 1951; Sánchez Alvarado, 2003). *EF1a-like-1* was expressed in undifferentiated blastomeres, but not yolk cells, in S3 embryos (Figure 2A–B, Video 1).

**Figure 2.**
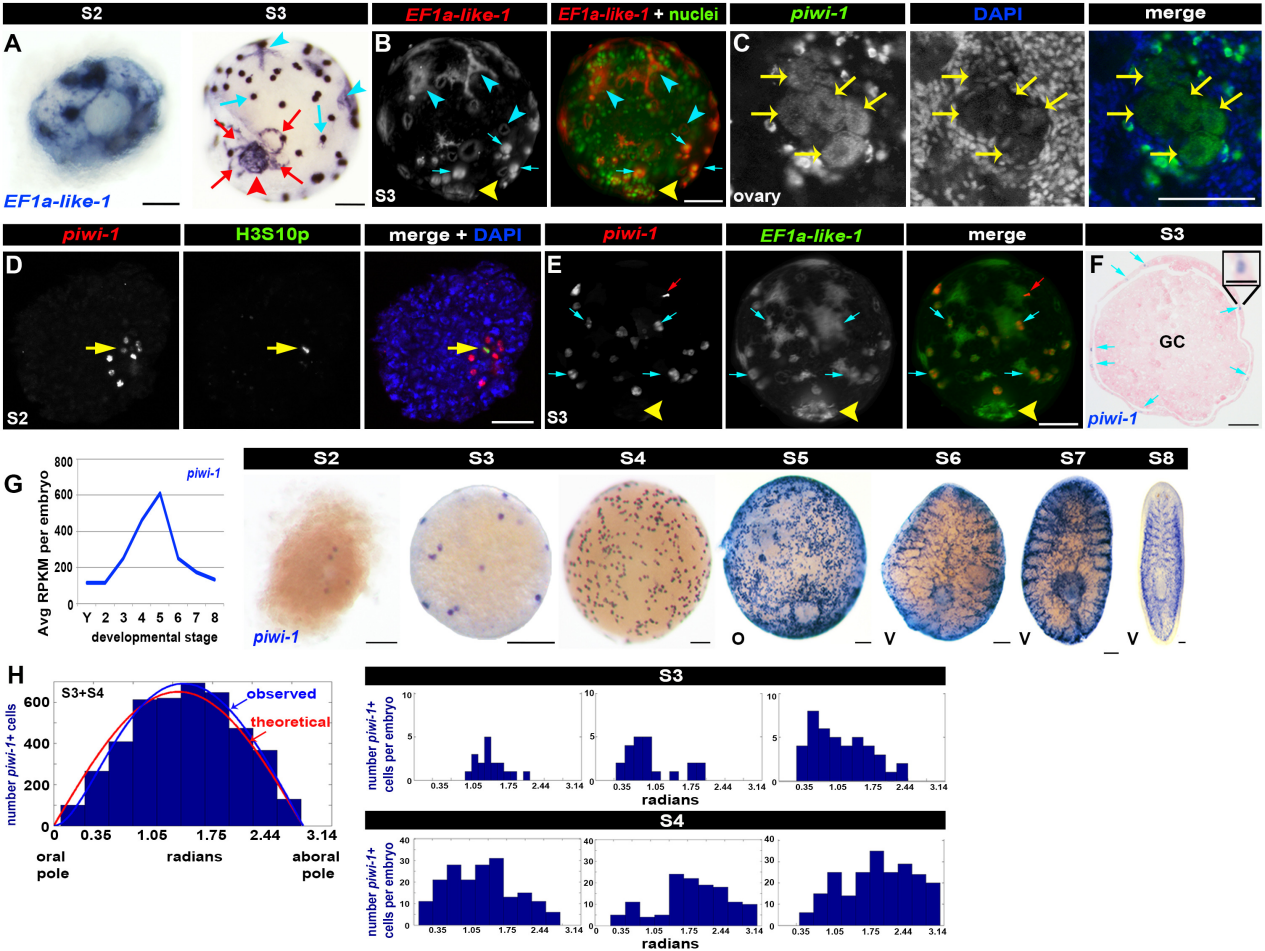
Blastomere anarchy drives *Smed* embryogenesis. (**A**–**B**) Architectural features of S2 and S3 embryos. (**A**) Expression of the pan embryonic cell marker *EF1a-like-1* (blue) in S2 (left) and S3 (right) embryos. Cyan arrowheads: primitive ectoderm cells. Cyan arrows: undifferentiated blastomeres. Red arrowhead: temporary embryonic pharynx. Red arrows: primitive gut cells. (**B**) S3 embryo stained with *EF1a-like-1* riboprobes (red) and sytox green nuclear counterstain (green). Cyan arrowheads: primitive ectoderm cells. Cyan arrows: undifferentiated blastomeres. Yellow arrowhead: temporary embryonic pharynx. (**C**) Confocal Z-slice of an ovary from a sexually mature *Smed* hermaphrodite stained with *piwi-1* riboprobes (green) and DAPI (blue). Yellow arrows: oocytes. (**D**) Dispersed cleavage. S2 embryo stained with *piwi-1* riboprobes (red, blastomeres) and antibodies raised against the mitotic epitope H3S10p (green). Nuclei stained with DAPI (blue). Yellow arrow: dividing blastomere. (**E**) *piwi-1* is expressed in undifferentiated blastomeres of S3 embryos. S3 embryo costained with riboprobes complementary to *piwi-1* (red) and *EF1a-like-1* (green). 100% *piwi-1+* blastomeres coexpressed *EF1a-like-1*. n = 159 cells scored, n = 5 S3 embryos. Cyan arrows: undifferentiated blastomeres. Yellow arrowhead: temporary embryonic pharynx. Red arrows: fiduciary beads used for SPIM reconstruction. (**F**) *piwi-1*+ cells are located in the embryonic wall. Paraffin-embedded cross-section of a S3 sphere stained with *piwi-1* riboprobes (blue) and eosin (pink). Cyan arrows: *piwi-1+* cells. GC: yolk-filled gut cavity. Inset: magnified view of a *piwi-1+* cell. Scale: 25 µm. (**G**) Left: Average RPKM per embryo for *piwi-1 *(S2–S8). Right: WISH developmental time course with *piwi-1* riboprobes (blue) (S2–S8). O, oral hemisphere; V, ventral. (**A**–**G**) Scale: 100 µm. Left: Observed distribution of *piwi-1+* cells in S3–S4 embryos (blue bars) relative to the oral-aboral axis (0–3.14 radians). Maximum likelihood analysis best described distribution by the function ((1-exp(-θ/θ’))*sin(θ), blue line). The optimal calculated θ’ was 0.45 ± 0.045 radians, based on simulations with comparably sized data sets, and was several orders of magnitude more likely to explain the observed distribution than the theoretical normal distribution, sin(θ), (θ’ = 0), red line. S3: n = 32 embryos, n = 1,746 *piwi-1+* cells scored. S4: n = 8 embryos, 2,665 *piwi-1+* cells scored. Right: observed *piwi-1+* cell distributions for individual S3 (top) and S4 (bottom) embryos. (**C**–**G**) *piwi-1+* cells are detected throughout embryogenesis. (**H**) *piwi-1*+ cell positions are not stereotyped in S3–S4 embryos. **DOI:** http://dx.doi.org/10.7554/eLife.21052.032

**Video 1.** S3 embryo architecture. SPIM reconstructed S3 embryo costained with *EF1a-like-1* (red) and sytox green nuclear counterstain. *EF1a-like-1* is a pan-embryonic cell marker that stains primitive ectoderm cells, the temporary embryonic pharynx and undifferentiated blastomeres in the embryonic wall. *EF1a-like-1* staining is absent from yolk cells in the embryonic wall and gut cavity. **DOI:** http://dx.doi.org/10.7554/eLife.21052.033

*piwi-1+* cells were present throughout embryogenesis. *piwi-1* expression was detected in oocytes (Figure 2C), suggesting that zygotes contain *piwi-1* mRNA. Zygote-derived blastomeres undergoing dispersed cleavage among yolk cells during S2 also expressed *piwi-1* (Figure 2D). Costaining with *piwi-1* riboprobes and antibodies raised against the G2-M phase mitotic marker H3S10p showed that *piwi-1+* blastomeres divide asynchronously during S2 (Figure 2D).

As spheres form during S2, some blastomeres downregulate *piwi-1* expression and differentiate into temporary embryonic cell types. *piwi-1* expression was restricted to, and expressed throughout, the undifferentiated blastomere population in S3 embryos, as demonstrated by double fluorescent WISH with *EF1a-like-1* and *piwi-1* riboprobes (Figure 2E, Video 2). *piwi-1+* blastomeres were always located in the embryonic wall (Figure 2F). *piwi-1* expression was never detected in the primitive ectoderm, temporary embryonic pharynx or primitive gut (Figure 2E,G). During S3–S5, *piwi-1+* cell number clearly increased, effectively blanketing the sphere (Figure 2G). As definitive gut development proceeded during S6–S8, *piwi-1+* cells occupied the parenchyma between the developing gut branches (Figure 2G). Notably, *piwi-1+* cells were not detected in the definitive pharynx, and the compartment receded from the anterior margin as head structures developed (Figure 2G). By S8, the spatial distribution of *piwi-1+* cells was indistinguishable from that of the adult neoblast compartment (Figure 2G).

**Video 2.** *piwi-1* is expressed in all undifferentiated blastomeres of S3 embryos. SPIM reconstructed S3 embryo costained with *piwi-1* (red) and *EF1a-like-1* (green). *piwi-1* is expressed in all undifferentiated blastomeres in the embryonic wall (*piwi-1+, EF1a-like-1+* cells). *piwi-1* is not expressed in differentiated tissues marked by *EF1a-like-1* alone, including the primitive ectoderm and temporary embryonic pharynx (green). Several fluorescent beads used for three-dimensional reconstruction are visible (red). **DOI:** http://dx.doi.org/10.7554/eLife.21052.034

Analysis of *piwi-1+* cell positions in S3–S4 embryos revealed that undifferentiated blastomeres were spatially disordered, or ‘anarchic,’ as described for other freshwater flatworms (Bardeen, 1902; Cardona et al., 2005; Hallez, 1887; Ijima, 1884; Le Moigne, 1963; Metschnikoff, 1883; Vara et al., 2008). The observed distribution of *piwi-1+* cells in S3–S4 embryos with respect to the temporary embryonic pharynx (Figure 2H, blue line) was nearly identical to that of a random distribution (Figure 2H, red line). Fewer *piwi-1+* cells were located adjacent to the oral pole than was predicted for a theoretical normal distribution, perhaps due to spatial constraints imposed by the temporary embryonic pharynx and associated primitive gut cells (Figure 2H). We used a simple dampening term and maximum likelihood estimation to account for the deviation between the observed and theoretical normal distributions (Figure 2H). However, the distribution of *piwi-1*+ cells in the embryonic wall was not stereotyped; it varied greatly across individuals (Figure 2H).

Strikingly, cell cycle activity was restricted to *piwi-1+* cells at all developmental stages assayed, and all *piwi-1+* cells in early embryos were cycling. Expression of the cell cycle regulators *PCNA* and *RRM2-2* closely mimicked that of *piwi-1* during embryogenesis, both with respect to the spatial distribution of positive cells and trends observed in the RNA-Seq data (Figures 2G and 3A–B). 

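piwi-1 (SMED30007406) expression averaged 115 ± 69.8 RPKM in Y, 116 ± 59.4 in S2, 249.5 ± 269 in S3, 464 ± 171 in S4 and 612 ± 167 in S5 (SD, n = 4 each). It then averaged 252 ± 5.24 RPKM in S6, 176 ± 6.21 in S7 and 134 ± 15.6 in S8. PCNA (SMED30004304) averaged 2.92 ± 3.27 RPKM in Y, 55.9 ± 40.0 in S2, 179.5 ± 93.5 in S4, 179.5 ± 56.4 in S5 and 44.1 ± 6.04 in S8. RRM2-2 (SMED30010115) averaged 119.5 ± 27.6 RPKM in Y, 89.6 ± 11.0 in S2, 81.9 ± 24.3 in S4, 149 ± 15.3 in S5 and 50.0 ± 1.96 in S8. From S2 to S5 the log2 fold change was 2.50 (standard error 0.50, adjusted p = 2.6e-04 by limma) for piwi-1, 1.97 (standard error 0.70, adjusted p = 0.027 by limma) for PCNA and 0.74 (standard error 0.24, adjusted p = 0.014 by limma) for RRM2-2. For each of these transcripts, all 4 S5 samples lay above all 4 S2 samples. For PCNA in S5 against S2, the adjusted p was above 0.05 in a fit on the 2 groups alone (0.051) and without S2 replicates 3 and 4 (0.097 and 0.10) and S5 replicates 1 and 2 (0.056 and 0.072). It ranged from 0.0022 to 0.051 over the alternative settings and from 0.011 to 0.10 with each library left out. In yolk PCNA was low. How piwi-1 and RRM2-2 in yolk stand to S2 depends on the scaling. Without TMM, a setting added after the values were seen, piwi-1 averaged 26.4 ± 13.2 RPKM in Y and 83.8 ± 64.4 in S2, and RRM2-2 30.0 ± 11.1 and 55.8 ± 14.1 (SD, n = 4 each).

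**Figure D2:**
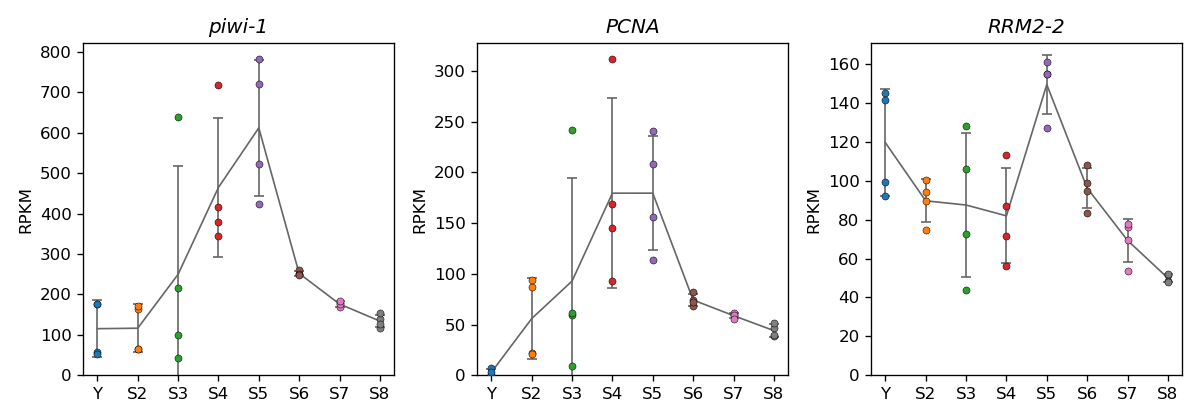
RPKM of piwi-1, PCNA and RRM2-2 per sample in Y and S2 to S8, on a linear axis from 0. Points are single samples, lines join the means of 4 samples and bars give the SD; the highest means of piwi-1 and RRM2-2 are at S5, 612 and 149 RPKM.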

Double fluorescent WISH on S3–S5 embryos revealed that *PCNA* and *RRM2-2* were expressed exclusively in *piwi-1+* blastomeres, all of which were cycling (Figure 3C–D, Videos 3–4). S3–S5 embryos costained with *piwi-1* and H3S10p antibodies confirmed that mitotic activity was restricted to *piwi-1+* blastomeres (Figure 3E, Video 5). Consistent with observations made in S2 embryos (Figure 2D), cell divisions were asynchronous during S3–S5. The mitotic index for S3–S5 *piwi-1+* blastomeres was stable, with no statistically significant difference in the calculated division rate (Figure 3F). Analysis of mitotic (*piwi-1+,* H3S10p+) cell positions along the oral-aboral axis in S3–S4 embryos did not reveal regional biases in mitotic activity across samples (Figure 3G).

**Figure 3.**
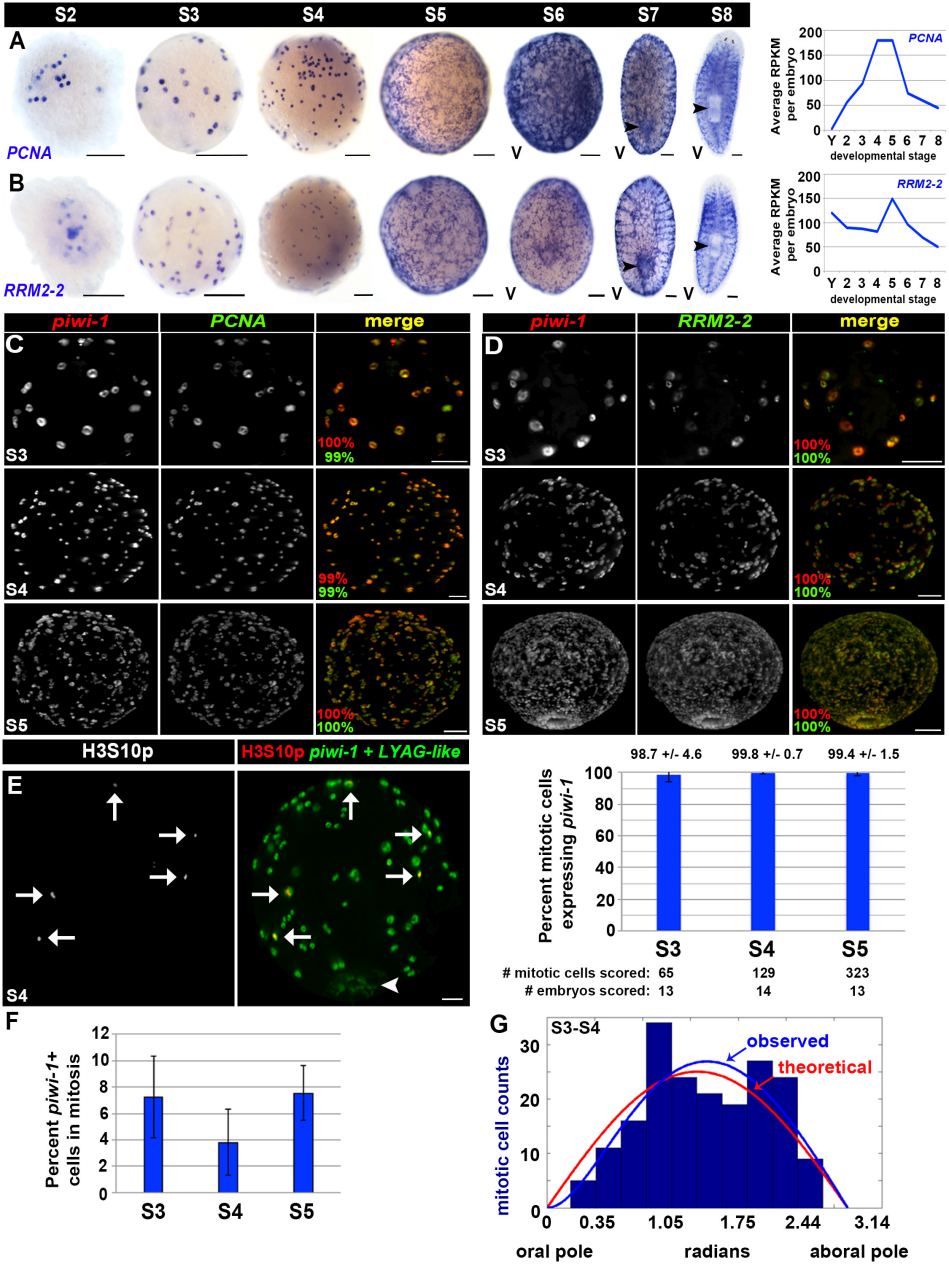
Cell cycle activity is restricted to the *piwi-1+* compartment. (**A**–**B**) Left: Colorimetric WISH depicting expression of *PCNA* (**A**) or *RRM2-2* (**B**) during stages S2–S8. Right: Average RPKM values per embryo for *PCNA* (**A**) or *RRM2-2* (**B**) in Y (yolk) and S2–S8. V, ventral. Scale: 100 µm. (**C**–**D**) S3 (top), S4 (middle) and S5 (bottom) embryos costained with *piwi-1* (red) and *PCNA* (green [**C**]) or *RRM2-2* (green [**D**]) riboprobes. The percentage of *piwi-1+* cells coexpressing the indicated cell cycle marker (red) and the percentage of *PCNA+* or *RRM2-2+* cells coexpressing *piwi-1* (green) appear in the lower left corner of merged images. Scale bars: 100 µm. (**C**) S3: n = 273 cells, n = 6 embryos. S4: n = 1,267 cells, n = 4 embryos. S5: n = 734 cells, n = 3 embryos. (**D**) S3: n = 130 cells, n = 4 embryos. S4: n = 1,295 cells, n = 5 embryos. S5: n = 350 cells, n = 3 embryos. (**E**) Mitotic activity is restricted to the *piwi-1+* cell compartment in S3–S5 embryos. Left: S4 embryo costained with *piwi-1* and the embryonic pharynx marker *LYAG-like* (both in green) and antibodies against the mitotic epitope H3S10p (red). White arrows: dividing blastomeres. White arrowhead: temporary embryonic pharynx. Scale bar: 100 µm. Right: Bar graph depicting the percentage of mitotic cells scored that expressed *piwi-1* in S3–S5 embryos. (**F**) The mitotic index for the *piwi-1+* cell compartment did not vary significantly during S3–S5. Average percentage of *piwi-1+* cells in mitosis during S3–S5. Error bars represent the standard deviation of the mean. Observed distribution of mitotic (*piwi-1+*, H3S10p+) cells in S3-–S4 embryos (blue bars) along the oral-aboral axis (0–3.14 radians). Using the function derived with maximum likelihood estimation for the *piwi-1+* cell distribution, (1-exp(-θ/θ’))*sin(θ) (blue line), and simulations using equivalent sample sizes, the optimal θ’ was calculated to be 0.58 ± 0.33, and was 50-fold more likely to explain the observed trend than a simple normal distribution, sin(θ), where θ’=0 (red line). S3: n = 82 mitotic cells, n = 18 embryos. S4: n = 110 mitotic cells, n = 8 embryos. (**G**) Mitotic cell positions are not stereotyped in early embryos. **DOI:** http://dx.doi.org/10.7554/eLife.21052.035

**Video 3.** Cell cycle activity is restricted to *piwi-1* blastomeres, and all blastomeres are cycling. SPIM reconstructed S4 embryo costained with *piwi-1* (red) and *PCNA* (green). *PCNA* expression is restricted to *piwi-1+* blastomeres, and all *piwi-1+* cells co-express *PCNA.* **DOI:** http://dx.doi.org/10.7554/eLife.21052.036

**Video 4.** Cell cycle activity is restricted to *piwi-1* blastomeres, and all blastomeres are cycling. SPIM reconstructed S4 embryo costained with *piwi-1* (red) and *RRM2-2* (green). *RRM2-2* expression is restricted to *piwi-1+* blastomeres, and all *piwi-1+* cells co-express *RRM2-2.* Several fluorescent beads used for three-dimensional reconstruction are visible (red). **DOI:** http://dx.doi.org/10.7554/eLife.21052.037

**Video 5.** Mitotic activity is restricted to *piwi-1+* blastomeres, which cycle asynchronously. SPIM reconstructed S4 embryo costained with *piwi-1* and *LYAG-like* (both in green) and H3S10p antibodies (red). *LYAG-like* marks the temporary embryonic pharynx and is not expressed in *piwi-1+* blastomeres. Several examples of *piwi-1+*, H3S10p+ cells are evident. **DOI:** http://dx.doi.org/10.7554/eLife.21052.038

Several striking parallels may be drawn regarding cell cycle behavior of the *piwi-1+* population during embryogenesis and adulthood. First, cell cycle activity is largely restricted to this compartment in both contexts, with exception of the male and female germline in sexually mature adults (Baguñà, 1976; Newmark and Sánchez Alvarado, 2000; Reddien et al., 2005; Wagner et al., 2011; Wang et al., 2007). Second, cycling cells and mitotic figures do not display obvious positional biases within the parenchyma in either S3–S5 embryos or adults during homeostasis (Newmark and Sánchez Alvarado, 2000). Little substantiating evidence exists in support of a quiescent *piwi-1+* cell population during embryogenesis or adulthood (Newmark and Sánchez Alvarado, 2000), and differences in cell cycle length were not observed between neoblast subclasses in adult asexual animals (van Wolfswinkel et al., 2014). Finally, the staggering net increase in *piwi-1+* blastomeres during S3–S5 suggests a capacity for self-renewal, a property possessed by neoblasts.

### Many adult asexual stem cell genes are expressed throughout embryonic development

Numerous neoblast-enriched transcripts, identified through whole asexual animal irradiation studies and cell sorting (Eisenhoffer et al., 2008; Labbé et al., 2012; Rossi et al., 2007; Solana et al., 2012; Wagner et al., 2012; Wurtzel et al., 2015), have been vetted for co-expression with *piwi-1+* and ascribed function(s) in neoblast proliferation, maintenance or cell fate commitment. Some neoblast-enriched transcripts, including those encoding nuage components and cell cycle regulators, are expressed in all neoblasts, whereas others are predominantly expressed in subpopulation(s) of cells that may be primed to adopt differentiated fates (van Wolfswinkel et al., 2014). To address similarities in the gene expression profiles of the *piwi-1+* population during embryogenesis and adulthood, the expression trends of 242 adult asexual neoblast-enriched transcripts were examined using the molecular staging series data. Neoblast-enriched transcript membership was determined by sequences downregulated in whole animals following lethal irradiation across three independent experiments (Duncan et al., 2015; Wagner et al., 2012) (Chen and Sánchez Alvarado, personal communication). 

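Of the 242 adult asexual neoblast-enriched transcripts, 188 had an average of at least 1.0 RPKM in every stage from S2 to S8. The number at or above 1.0 RPKM was 220 in S3, 224 in S4, 229 in S5, 225 in S6, 212 in S7 and 207 in S8. In yolk it was 100, and 20 of the transcripts had no read in any yolk library.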

Strikingly, most adult asexual neoblast-enriched transcripts were expressed throughout embryogenesis (Figure 4A, Figure 4—source data 1). 74% (n = 180) of the neoblast-enriched transcripts had average RPKM values per embryo ≥1.0 in S2 embryos and 52% (n = 128) transcripts had five-fold or greater expression levels in S2 embryos versus yolk, raising the possibility that other adult stem cell genes were expressed in blastomeres. 

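In S2 embryos 210 of the neoblast-enriched transcripts had an average of at least 1.0 RPKM, and 112 had a log2 fold change of at least 2.322 in S2 against Y by limma. The S2 averages in the paper's Figure 4 source data give 210 transcripts at 1.0 RPKM or more as well. When 1.0 RPKM was required in every S2 replicate, 141 transcripts remained above it. By the ratio of the average RPKM values with no pseudocount, 128 were at least 5-fold higher, after quantile normalization of the samples 56, and with a pseudocount of 1 RPKM, which moved this count most, 29. A fold change against transcripts without a yolk read depends on the pseudocount. The paper takes expression in S2 embryos above that in yolk to raise the possibility of expression in blastomeres.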

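Limma called 57 of the neoblast-enriched transcripts in the pairwise or mixed stage reference comparisons for S2 to S5. They were called in S2 for 52 transcripts, in S3 for 1, in S4 for 1 and in S5 for 5. Of the transcripts that the paper's own table marks as enriched at S2 to S5, 52 were among those called. Without Y replicate 1 the number called was 35, and without S2 replicate 1 it was 32.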

Consistent with this idea, 41% of the adult asexual neoblast-enriched transcripts (n = 99) were present in the molecular expression signature(s) for S2–S5 embryos (Figure 1—source data 2–5, Figure 4—source data 1). Expression of neoblast-enriched transcripts usually peaked during S4 or S5, prior to construction of the definitive organ systems, and diminished thereafter (Figure 4A, Figure 4—source data 1). 

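The highest average was in S4 for 80 and in S5 for 129 of the transcripts, compared with 11 in S2, 8 in S3, 7 in S6, 2 in S7 and 5 in S8. S8 was below the stage with the highest average at an adjusted p under 0.05 by limma for 192 transcripts, with that stage chosen on these samples. Against S5, S8 was lower for 226 of the 242 transcripts by log2 fold change. The median log2 fold change over the list was 1.78 from S2 to S5, with 174 transcripts higher at an adjusted p under 0.05, and -1.58 from S5 to S8, with 175 lower. Without TMM scaling, a setting added after the values were seen, 154 transcripts had their highest average in S4 or S5.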

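For piwi-1, the log2 fold change from S5 to S6 was -1.24 (standard error 0.50, adjusted p = 0.075 by limma) and from S5 to S8 -2.15 (standard error 0.50, adjusted p = 9.0e-04 by limma). For PCNA it was -1.22 (standard error 0.70, adjusted p = 0.23 by limma) and -1.98 (standard error 0.70, adjusted p = 0.025 by limma) over the same stages. For RRM2-2 it was -0.63 (standard error 0.24, adjusted p = 0.052 by limma) and -1.57 (standard error 0.24, adjusted p = 3.4e-06 by limma). In all of these comparisons the 4 S5 samples lay above the 4 later samples. For piwi-1 in S6 against S5, the adjusted p was under 0.05 with sample weights (0.0010) and in a fit on the 2 groups alone (0.0030) and without S3 replicates 3 and 4 (0.032 and 0.025). It ranged from 0.0010 to 0.58 over the alternative settings and from 0.025 to 0.19 with each library left out. For PCNA in S6 against S5, the adjusted p was under 0.05 with sample weights (0.019) and in a fit on the 2 groups alone (0.0050). It ranged from 0.0050 to 0.68 over the alternative settings and from 0.15 to 0.38 with each library left out. For PCNA in S8 against S5, the adjusted p was above 0.05 without TMM scaling (0.31) and without S5 replicates 1 and 2 (0.060 and 0.066) and S8 replicates 3 and 4 (0.053 and 0.052). It ranged from 1.1e-04 to 0.31 over the alternative settings and from 0.0094 to 0.066 with each library left out. For RRM2-2 in S6 against S5, the adjusted p was under 0.05 with a pseudocount of 1 RPKM (0.048), under the stricter filter on low values (0.040), with sample weights (0.0011) and in a fit on the 2 groups alone (0.0046) and without Y replicate 4, S2 replicate 2, S3 replicates 1, 3 and 4 and S4 replicates 1 and 4. It ranged from 0.0011 to 0.77 over the alternative settings and from 0.019 to 0.13 with each library left out. Without TMM scaling, a setting added after the values were seen, the change of RRM2-2 from S5 to S6 had the opposite sign, 0.14, and its change from S5 to S8 was -0.54 (adjusted p = 0.18), that of PCNA -0.94 (adjusted p = 0.31) and that of piwi-1 -1.12 (adjusted p = 0.12), none of them under 0.05 by limma. The reads taken by the 100 most abundant transcripts fell over these stages, from 56.3 ± 8.08% in S5 to 32.7 ± 6.12% in S7 (SD, n = 4 each).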

The apparent decrease in expression after S5 was likely attributable to drastic changes in the complexity of the single embryo RNA samples during organogenesis, and was similarly observed for *piwi-1* and the cell cycle regulators *PCNA* and *RRM2-2* (Figures 2G and 3A–B, Figure 4—source data 1).

**Figure 4.**
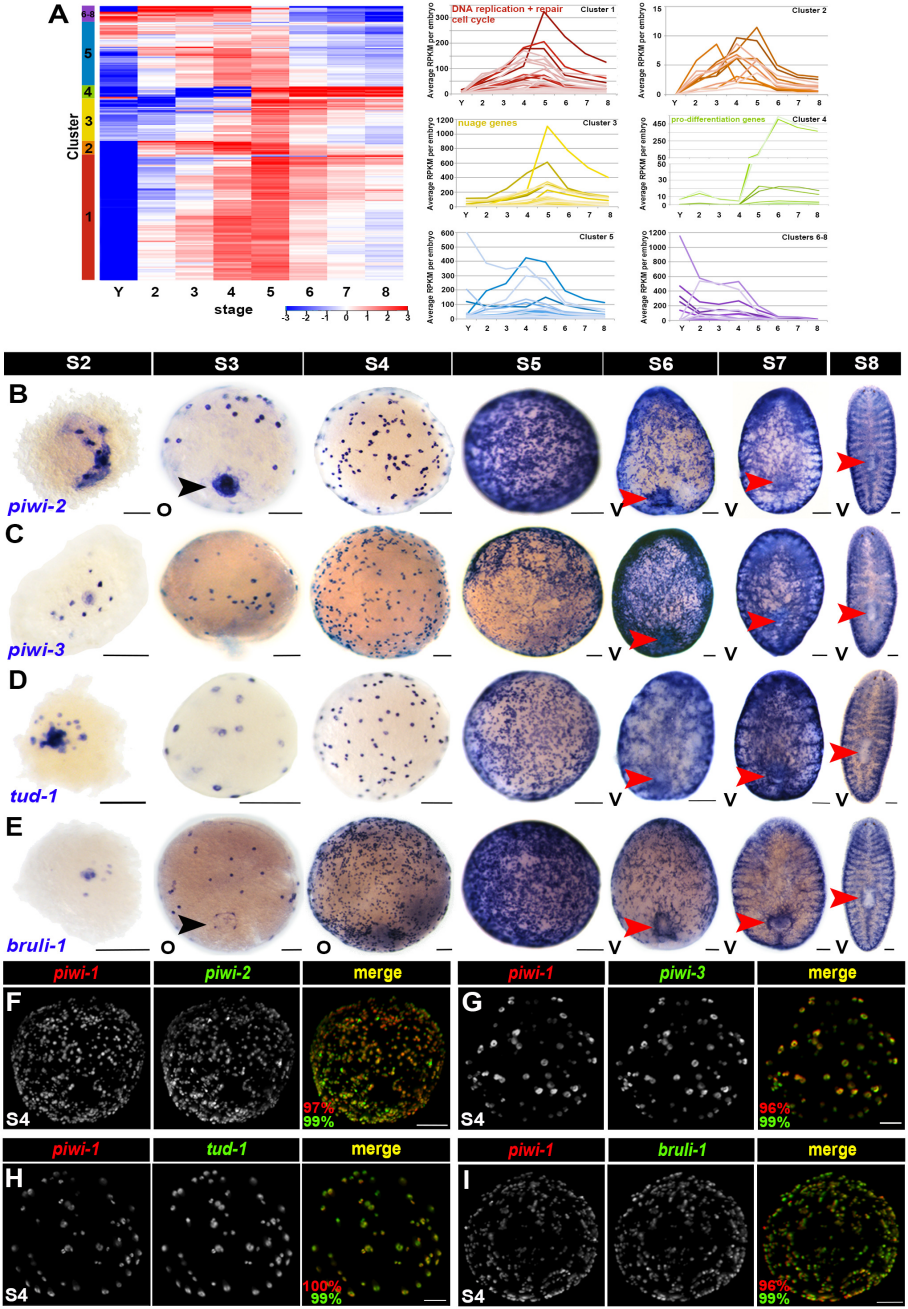
Many adult neoblast markers are similarly expressed throughout the *piwi-1+* compartment during embryogenesis. (**A**) Many transcripts with adult asexual neoblast-enriched expression are expressed throughout embryogenesis. Hierarchical clustering of 242 adult asexual neoblast-enriched transcripts during embryonic development using normalized mixed stage reference comparison data. Left: Heat map. Colored bars (left) denote clusters. Right: Normalized average RPKM values per embryo, plotted as a function of developmental time, for Clusters 1–8. Y, yolk; S2–S8, Stages 2–8. (**B**–**E**) Colorimetric WISH depicting expression of *piwi-2* (**B**)*, piwi-3* (**C**)*, tud-1* (**D**) and *bruli-1* (**E**) during embryogenesis (blue) (S2–S8). V, ventral. Black arrowheads: temporary embryonic pharynx. Red arrowheads: definitive pharynx. Scale bars: 100 µm. (**F**–**I**) Many markers of the adult asexual neoblast compartment are also expressed in *piwi-1+* blastomeres. Fluorescent WISH on S4 embryos with riboprobes against *piwi-1* (red) and *piwi-2* (**F**), *piwi-3* (**G**), *tud-1* (**H**) or *bruli-1* (**I**) (green). Percentage of *piwi-1+* cells coexpressing the indicated marker (red) and the percentage of the indicated adult asexual neoblast marker coexpressing *piwi-1* (green) appears in the lower left corner of merged images. Scale bars: 100 µm. (**F**) n = 435 cells, n = 9 S3–S4 embryos. (**G**) n = 535 cells, n = 5 S3–S4 embryos. (**H**) n = 1,867 cells, n = 8 S3–S5 embryos. (**I**) n = 1,353 cells, n = 3 S4 embryos. **DOI:** http://dx.doi.org/10.7554/eLife.21052.039 10.7554/eLife.21052.040Figure 4—source data 1.Hierarchical clustering analysis for 242 adult asexual neoblast-enriched transcripts.Clustering was performed using normalized expression data from the mixed stage reference comparison. Normalized expression profiles, cluster membership, average RPKM values across embryogenesis (Y–S8) and for C4 and SX adults, as well as best BLASTx hits (E < 0.001) versus the NR, Swiss-Prot, *C. elegans, D. melanogaster, D. rerio, X. tropicalis, M. musculus* and *H. sapiens* RefSeq databases are provided.**DOI:** http://dx.doi.org/10.7554/eLife.21052.040

**Figure 4—figure supplement 1.**
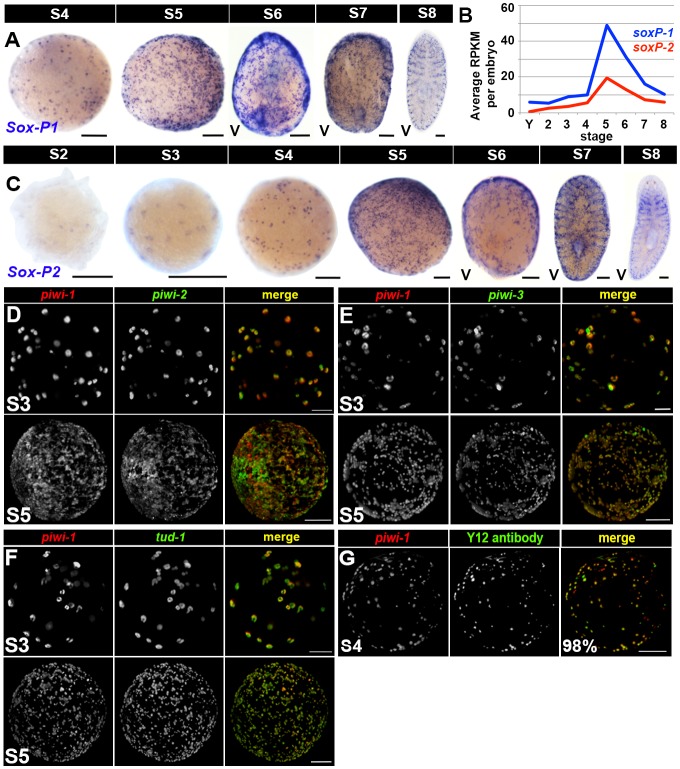
Adult asexual neoblast-enriched markers are coexpressed in *piwi-1+* cells during embryogenesis. (**A**,**C**) Colorimetric WISH depicting expression of *SoxP-1* (**A**) and *SoxP-2* (**C**) during embryogenesis (S2–S8). V, ventral. Scale bars: 100 µm. (**B**) Average RPKM per embryo for *SoxP-1* (blue) and *SoxP-2* (red). Y, yolk; S2–S8, Stages S2–S8. (**D**–**G**) Fluorescent WISH costaining on S3–S5 embryos using riboprobes against *piwi-1* (red) and *piwi-2* (**D**), *piwi-3* (**E**), *tud-1* (**F**), or Y12 antibodies (S4–S5 only)(**G**) (green). Scale bars: 100 µm. (**D**–**E**) S3 and S5 costained samples. S4 samples and quantification are depicted in the Figure 4F–I legend. (**G**) 98% *piwi-1+* cells costained with Y12 antibodies. 96% Y12-positive cells costained with *piwi-1,* n = 913 cells, n = 7 S4–S5 embryos. **DOI:** http://dx.doi.org/10.7554/eLife.21052.041

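MCM2, MCM5, fancd2-like, msh6, cyclin D-like, cyclin B-1 and cyclin B-2 were all higher in S5 than in S2 at an adjusted p under 0.05 by limma, with log2 fold changes from 1.39 to 3.35. The highest average was in S5 for 5 of these 7 transcripts and in S4 for 2. From S4 to S5 their log2 fold changes ran from -0.44 to 1.24, none at an adjusted p under 0.05 by limma. From S5 to S8 all declined, with log2 fold changes from -2.10 to -1.36, 5 of them at an adjusted p under 0.05. These declines were not taken without TMM scaling. With an average scaling factor of 1.03 in S5, 1.75 in S6 and 2.07 in S8, part or most of these declines may rest on the scaling. The stages of the highest average may rest on it as well. MCM2 (SMED30006979) averaged 14.2 ± 10.7 RPKM in S2, 54.3 ± 24.1 in S4 and 38.9 ± 12.0 in S5 (SD, n = 4 each), a log2 fold change from S2 to S5 of 1.81 (standard error 0.53, adjusted p = 0.0075 by limma). cyclin B-1 (SMED30014394) averaged 6.51 ± 4.37 RPKM in S2, 21.7 ± 10.3 in S4 and 35.7 ± 6.52 in S5, a log2 fold change from S2 to S5 of 2.75 (standard error 0.56, adjusted p = 3.3e-04 by limma). For both, all 4 S5 samples lay above all 4 S2 samples. For MCM2 in S5 against S2, the adjusted p was above 0.05 in a fit on the 2 groups alone (0.083) and without S2 replicate 4 (0.057). It ranged from 5.6e-04 to 0.083 over the alternative settings and from 0.0015 to 0.057 with each library left out.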

Hierarchical clustering of the 242 adult asexual neoblast-enriched transcripts revealed correlated expression of genes associated with DNA replication (e.g., the replication licensing factors *MCM2* and *MCM5*), DNA repair (e.g., *fancd2-like, msh2* and *msh6*) and cell cycle progression (e.g., *cyclin D-like,* c*yclin-B1* and *cyclin-B2*) during embryogenesis, and the expression trends for these genes mimicked those of *PCNA* and *piwi-1* (Figure 4A [Cluster 1], Figure 4—source data 1). Notably, transcripts encoding the nuage-associated factors *piwi-2* and *piwi-3*, the RNA-binding protein *bruli-1*, and the transcription factors *SoxP-1* and *junL1-1*, all genes previously implicated in neoblast maintenance or function (Guo et al., 2006; Palakodeti et al., 2008; Reddien et al., 2005; Wagner et al., 2012), were also coregulated with *piwi-1* during embryogenesis (Figure 4A [Cluster 3], Figure 4—source data 1). 

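piwi-2 (SMED30014446) averaged 72.3 ± 27.9 RPKM in S2, 172 ± 77.7 in S4, 309 ± 26.6 in S5 and 139.9 ± 5.90 in S8 (SD, n = 4 each), with a log2 fold change from S4 to S5 of 0.94 (standard error 0.32, adjusted p = 0.030 by limma). piwi-3 (SMED30001362) averaged 63.3 ± 20.2, 156 ± 70.0, 307 ± 24.6 and 126 ± 4.38 RPKM in the same stages, with a log2 fold change from S4 to S5 of 1.07 (standard error 0.32, adjusted p = 0.014 by limma). For bruli-1 (SMED30023062) the change from S4 to S5 was 1.24 (standard error 0.34, adjusted p = 0.0088 by limma) on the log2 scale, for SoxP-1 (SMED30019097) 2.38 (standard error 0.30, adjusted p = 2.2e-06 by limma) and for junL1-1 (SMED30025757) 1.71 (standard error 0.32, adjusted p = 2.6e-04 by limma). Each of these 5 transcripts had its highest average in S5, with all 4 S5 samples above all 4 S4 samples. From S5 to S8 they declined, with log2 fold changes from -2.19 to -1.14 (largest adjusted p = 0.0048 by limma). This decline was not taken without TMM scaling. The scaling factor averaged 1.03 in S5, 1.75 in S6 and 2.07 in S8, so part or most of the decline may rest on the scaling. The highest average in S5 may rest on it as well. For piwi-2 in S5 against S4, the adjusted p was above 0.05 in a fit on the 2 groups alone (0.073) and without S4 replicates 1 and 2 (0.11 and 0.11) and S5 replicates 2, 3 and 4 (0.074, 0.051 and 0.050). It ranged from 0.0031 to 0.073 over the alternative settings and from 0.0063 to 0.11 with each library left out. For piwi-3 in S5 against S4, the adjusted p was above 0.05 without S4 replicates 1 and 2 (0.054 and 0.063). It ranged from 8.4e-04 to 0.048 over the alternative settings and from 6.7e-04 to 0.063 with each library left out. The paper's Figure 6 source table also lists the identifier given here for bruli-1 under the name prog-2, and the name of the Figure 4 source table is used.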

Consistent with the expression trends detected by RNA-Seq and the previously reported expression pattern for *Schmidtea polychroa* (*Spol*) *tud-1* (Solana et al., 2009), *piwi-2, piwi-3, tud-1, bruli-1, Sox-P1* and *Sox-P2* were expressed in cells with similar morphology and distribution to the *piwi-1+* population during embryogenesis (Figure 4B–E, Figure 4—figure supplement 1A–C). Double fluorescent WISH revealed coincident expression of *piwi-1* and the adult stem cell markers *piwi-2, piwi-3, tud-1* and *bruli-1* in S3–S5 embryos (Figure 4F–I, Figure 4—figure supplement 1D–F, Videos 6–9). Y12 antibodies, which label chromatoid bodies in adult neoblasts (Rouhana et al., 2012), stained *piwi-1+* blastomeres during S4-–S5 (Figure 4—figure supplement 1G, Video 10). Taken together, these findings suggest that many adult asexual neoblast markers, including genes implicated in DNA replication and repair, cell cycle control, chromatin remodeling and/or modification, genome surveillance and pluripotency, are also likely to be expressed throughout the *piwi-1+* population during embryogenesis. Moreover, shared elements of the blastomere and neoblast expression signatures, including DNA replication and repair pathway, cell cycle, nuage and RNA processing genes, are prominent features of an evolutionarily conserved gene expression signature for metazoan primordial stem cells (Alié et al., 2015).

**Video 6.** *piwi-1+* blastomeres co-express the adult asexual neoblast-enriched gene *piwi-2.* SPIM reconstructed S4 embryo costained with *piwi-1* (red) and *piwi-2* (green). *piwi-1+* blastomeres co-express the nuage factor *piwi-2,* and virtually all *piwi-2+* cells co-express *piwi-1.* Several fluorescent beads used for three-dimensional reconstruction are visible (green). **DOI:** http://dx.doi.org/10.7554/eLife.21052.042

**Video 7.** *piwi-1+* blastomeres co-express the adult asexual neoblast-enriched gene *piwi-3.* SPIM reconstructed S4 embryo costained with *piwi-1* (red) and *piwi-3* (green). *piwi-1+* blastomeres co-express the nuage factor *piwi-3*, and virtually all *piwi-3+* cells co-express *piwi-1.* **DOI:** http://dx.doi.org/10.7554/eLife.21052.043

**Video 8.** *piwi-1+* blastomeres co-express the adult asexual neoblast-enriched gene *tud-1.* SPIM reconstructed S4 embryo costained with *piwi-1* (red) and *tud-1* (green). *piwi-1+* blastomeres co-express the nuage factor *tud-1*, and virtually all *tud-1+* cells co-express *piwi-1.* **DOI:** http://dx.doi.org/10.7554/eLife.21052.044

**Video 9.** *piwi-1+* blastomeres co-express the adult asexual neoblast-enriched gene *bruli-1.* SPIM reconstructed S4 embryo costained with *piwi-1* (red) and *bruli-1* (green). *piwi-1+* blastomeres co-express the stem cell maintenance gene *bruli-1*, and virtually all *bruli-1+* cells co-express *piwi-1.* Several fluorescent beads used for three-dimensional reconstruction are visible (red). **DOI:** http://dx.doi.org/10.7554/eLife.21052.045

**Video 10.** *piwi-1+* blastomeres possess chromatoid bodies. SPIM reconstructed S4 embryo costained with *piwi-1* (red) and Y12 antibodies (green). Y12 antibody staining was restricted to, and present throughout, the *piwi-1+* blastomere population. **DOI:** http://dx.doi.org/10.7554/eLife.21052.046

### Early-embryo-enriched transcripts expressed throughout *piwi-1+* blastomeres are downregulated as organogenesis begins

Hierarchical clustering of S2-–S4-enriched transcripts using scaled RPKM values identified 1,048 sequences in Clusters 5, 6 and 8 that were downregulated by S5 and remained lowly expressed through S8; these sequences are referred to as early-embryo-enriched (EEE) transcripts (Figure 5A, Figure 5—source data 1). 

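Of the 1048 transcripts in Clusters 5, 6 and 8, which the paper chose on these samples, 589 were lower in S5 than in S4 at an adjusted p under 0.05 by limma, with a median log2 fold change of -2.28 over the list. The median log2 fold change from S2 to S8 was -4.61, and 702 transcripts averaged under 1.0 RPKM in S8, where the median of the averages was 0.197 RPKM. tct-like (SMED30025427) averaged 2.11 ± 2.88 RPKM in Y, 374 ± 217 in S2, 387 ± 98.1 in S4 and 20.7 ± 10.1 in S5 (SD, n = 4 each), with log2 fold changes of 8.41 (standard error 0.76, adjusted p = 5.7e-10 by limma) from Y to S2 and -4.32 (standard error 0.76, adjusted p = 1.4e-04 by limma) from S4 to S5. BTF3-like (SMED30027646) averaged 0.712 ± 0.596, 412 ± 107, 253 ± 25.3 and 29.9 ± 14.3 RPKM in these groups, with log2 fold changes of 9.50 (standard error 0.49, adjusted p = 5.4e-14 by limma) and -3.22 (standard error 0.49, adjusted p = 2.6e-05 by limma). DDX5-like (SMED30018602) averaged 0.735 ± 0.869, 30.3 ± 17.4, 38.3 ± 2.09 and 1.80 ± 1.10 RPKM, with log2 fold changes of 6.03 (standard error 0.67, adjusted p = 3.4e-08 by limma) and -4.56 (standard error 0.67, adjusted p = 1.8e-05 by limma). For these 3 transcripts all 4 S2 samples lay above all 4 Y samples and all 4 S5 samples below all 4 S4 samples.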

EEE transcripts were likely expressed in blastomeres and/or temporary embryonic tissues, as 98% of the sequences had average expression values at least five-fold greater in S2 embryos than in Y (Figure 5—source data 1). 

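By limma, 1014 of the EEE transcripts, or 96.8%, had a log2 fold change of at least 2.322 in S2 against Y, and 790 passed all 3 thresholds of the pairwise comparison. 330 EEE transcripts had no read in any yolk library, so that their fold change depends on the pseudocount. A pseudocount of 1 RPKM, the setting that moved the count most, gave 776 transcripts, and the ratio of averages with no pseudocount gave 1030. The transcripts were clustered by the paper on these same samples, so that the share is not independent of their selection. From expression in S2 embryos above yolk, the paper proposes that the EEE transcripts were expressed in blastomeres or temporary embryonic tissues.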

Most EEE transcripts were expressed at low levels in intact adults regardless of biotype: average RPKM values less than 1.0 were recorded for 65% and 59% of the EEE transcripts in C4 or SX, respectively (Figure 5—source data 1).

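An average under 1.0 RPKM was found for 723 EEE transcripts (69.0%) in C4 and for 660 (63.0%) in SX. Both adult groups were under 1.0 RPKM for 635 transcripts. With a limit of 0.5 RPKM the numbers were 667 in C4 and 603 in SX.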

**Figure 5.**
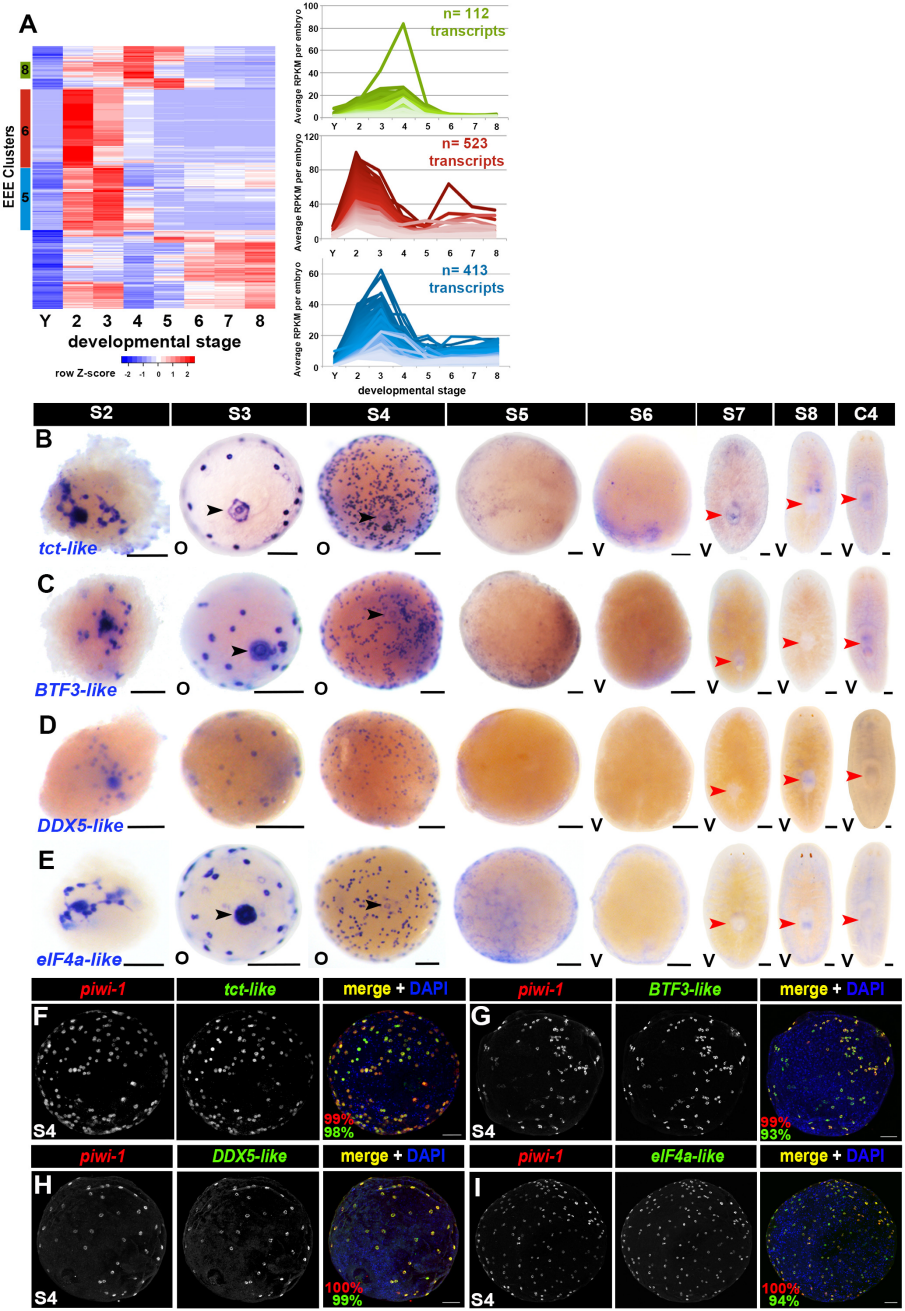
Early-embryo-enriched transcripts are downregulated as organogenesis begins. (**A**) Hierarchical clustering of S2–S4-enriched transcripts (n = 1,756) using scaled RPKM data. Left: Heat map. Y, yolk. Colored bars (left) denote Clusters 5, 6 and 8 containing early-embryo-enriched (EEE) transcripts. Cluster f5 sequences (blue, n = 413) were expressed at roughly equivalent levels during S2 and S3, with 66% (n = 275) transcripts showing five-fold or greater declines in average expression values between S3 and S5. Cluster 6 sequences (red, n = 523) exhibited maximal expression during S2, and average expression levels declined more than five-fold between S2 and S4 for 81% (n = 426) of these transcripts. Cluster 8 sequences (green, n = 112) showed peak expression during S4, with 52% (n = 60) of the transcripts showing five-fold or greater declines in average expression values by S5. Right: Normalized expression trends for EEE transcripts in Clusters 5 (blue), 6 (red) and 8 (green) plotted as a function of developmental time. Median 50% of transcripts based on expression maxima are plotted. (**B**–**E**) Colorimetric WISH depicting expression of the EEE transcripts *tct-like* (**B**), *BTF3-like* (**C**), *DDX5-like* (**D**) and *eIF4a-like* (**E**) (blue) in S2–S8 embryos and C4 asexual adults. Black arrowheads: temporary embryonic pharynx. Red arrowheads: definitive pharynx. O, oral; V, ventral. Scale bars: 100 µm. (**F**–**I**) EEE transcripts were expressed throughout the *piwi-1+* compartment in S3–S4 embryos. Fluorescent double WISH with riboprobes against *piwi-1* (red) and the EEE transcripts *tct-like* (**F**), *BTF3-like* (**G**), *DDX5-like* (**H**) and *eIF4a-like* (**I**) (green) in S4 embryos. Percentage *piwi-1+* cells coexpressing the indicated EEE marker (red) and percentage EEE+ cells coexpressing *piwi-1* (green) appear in the lower left corner of merged images. (**F**) n = 895 *piwi-1+* cells, n = 905 *tct-like+* cells, n = 7 S3–S4 embryos. (**G**) n = 692 *piwi-1+* cells, n = 728 *BTF3+* cells, n = 6 S3–S4 embryos. (**H**) n = 676 *piwi-1+* cells, n = 681 *DDX5-like+* cells, n = 5 S3–S4 embryos. (**I**) n = 312 *piwi1+* cells, n = 332 *eIF4a+* cells, n = 4 S3–S4 embryos. **DOI:** http://dx.doi.org/10.7554/eLife.21052.047 10.7554/eLife.21052.048Figure 5—source data 1.Hierarchical clustering of S2–S4-enriched transcripts across embryogenesis.S2–S4 transcripts (n = 1,756) were clustered using scaled RPKM values across embryogenesis (Y, S2–S8). Cluster membership and average RPKM values (Y–S8, C4 and SX) are provided. Early-embryo-enriched (EEE) transcripts (n = 1,048), which were downregulated by S5 and were lowly expressed through S8, comprise Clusters 5, 6 and 8. Separate tabs for EEE transcript Clusters 5, 6 and 8 include annotation based on best BLASTx hits (E < 0.001) versus the NR, Swiss-Prot, *C. elegans, D. melanogaster, D. rerio, X. tropicalis, M. musculus* and *H. sapiens* RefSeq databases.**DOI:** http://dx.doi.org/10.7554/eLife.21052.048 10.7554/eLife.21052.049Figure 5—source data 2.Validation of transcript expression trends using the Nanostring nCounter platform.**Normalized Nanostring data tab:** Normalized expression counts for positive ERCC spike-in controls (POS A–F), negative controls (NEG A–H), housekeeping genes, the blastomere and mitotic cell markers *H2B* and *piwi-1*, the differentiating progenitor marker *prog-1,* and 107 early-embryo-enriched (EEE) transcripts. **Clusters tab**: hierarchical clustering results for 107 EEE transcripts using normalized count data. **Raw data tab**: raw expression count data for positive ERCC spike-in controls (POS A–F), negative controls (NEG A–H), housekeeping genes, the blastomere and mitotic cell markers *H2B* and *piwi-1*, the differentiating progenitor marker *prog-1,* and 107 EEE transcripts. **Nanostring probe sequences tab**: target sequence region for capture and reporter probes.**DOI:** http://dx.doi.org/10.7554/eLife.21052.049 10.7554/eLife.21052.050Figure 5—source data 3.EEE transcript expression patterns detected by colorimetric WISH.Colorimetric whole mount in situ hybridization screen results detail expression patterns across embryos and C4 intact adults for select EEE transcripts. Numbers in parentheses indicate the number of embryos scored with expression in a given tissue (numerator) versus the total number of embryos scored (denominator). pT4P-EEE transcript plasmid insert and cloning primer sequences are also provided.**DOI:** http://dx.doi.org/10.7554/eLife.21052.050

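Of the 413 transcripts in Cluster 5, 224 were lower in S5 than in S3 by a log2 fold change of at least 2.322, with a median over the cluster of -2.43. Of the 523 in Cluster 6, 411 declined at least 5-fold from S2 to S4, with a median log2 fold change of -2.96, and 520 had their highest average in S2. Of the 112 in Cluster 8, 53 declined at least 5-fold from S4 to S5, with a median of -2.11, and 94 had their highest average in S4. At an adjusted p under 0.05 by limma, 308 transcripts of Cluster 5, 441 of Cluster 6 and 72 of Cluster 8 were lower over the same intervals. By the ratio of the average RPKM values, 274, 427 and 52 transcripts declined at least 5-fold.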

**Figure 5—figure supplement 1.**
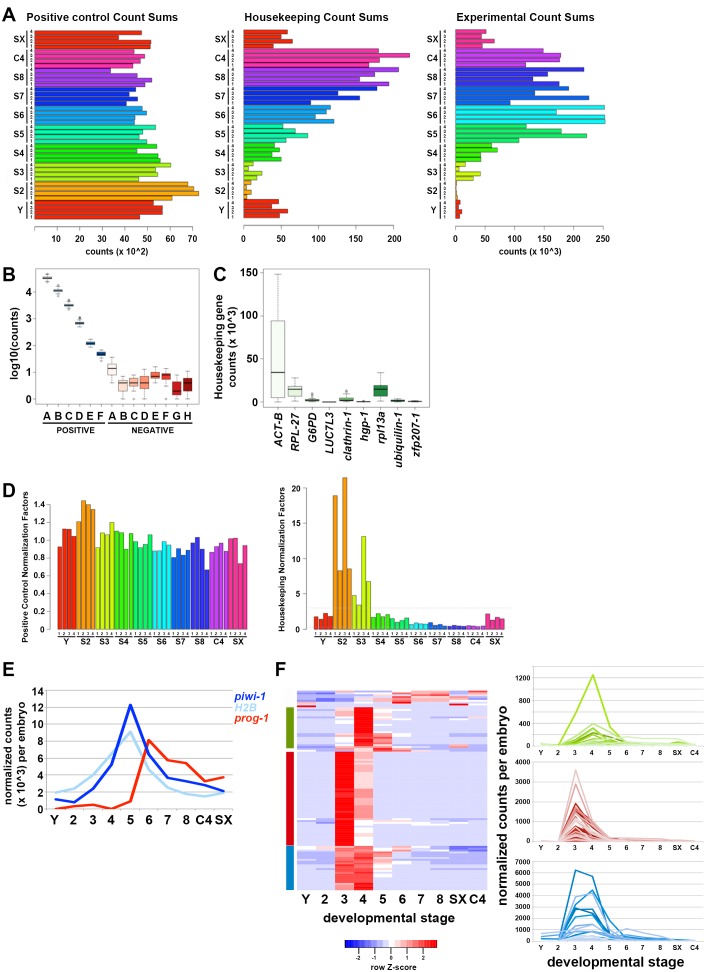
Validation of early-embryo-enriched transcript expression trends using the Nanostring nCounter platform. (**A**) Count sums for positive controls(left), housekeeping genes (middle) and experimental probes (right) for four biological replicates per sample: yolk (Y), S2–S8 embryos, C4 asexual adults (C4) and virgin sexually mature adults (SX). Note the low read counts for the experimental S2 samples. (**B**) Log-scale plot of count sums for positive controls (POSITIVE A–F) and negative controls (NEGATIVE A–H) across all 40 samples assayed. Positive control probes detect exogenous ERCC control sequences added to the reactions at known concentrations. Negative control probes are not homologous to any known *Smed* sequence and measure background signal. (**C**) Raw counts for the housekeeping genes *ACT-B, RPL-27, G6PD, LUC7L3, clathrin-1, hgp-1, rpl13a, ubiquilin-1* and *zfp207-1* across all 40 experimental samples. *ACT-B* showed significant variation in expression across samples. (**D**) Normalization factors calculated by taking the geometric mean of the positive control sequences POSITIVE A–F (left) or the suite of housekeeping genes (right) across sample replicates. (**E**) Normalized expression trends for *piwi-1*, *H2B,* and *prog-1* during embryogenesis and adulthood (Y, S2–S8, SX, C4) mirror those observed in the single embryo RNA-Seq time course. (**F**) Heat map (left) generated by hierarchical clustering using normalized count data for 108 EEE transcripts across developmental time (Y, S2–S8, SX, C4). Line graphs display expression trends for Clusters 1 (blue), 2 (red), and 4 (green), which corroborate early-embryo-enriched expression observed in the RNA-Seq time course. Transcripts in Clusters 5–8 (n = 9) exhibited low expression throughout the time course and/or exhibited expression trends different from those observed using RNA-Seq. **DOI:** http://dx.doi.org/10.7554/eLife.21052.051

EEE transcript expression trends during embryonic development and adulthood were validated using the Nanostring nCounter platform (Geiss et al., 2008). Total RNA replicates from single S2–S8 embryos, Y, C4 and SX adults were queried for expression of 108 EEE transcripts using a custom probe set (Materials and methods, Figure 5—source data 2). Curiously, S2 replicates had the lowest summed read counts across the experiment (Figure 5—figure supplement 1A), and expression of *piwi-1*, the cell cycle marker *H2B*, and EEE transcripts was not detected during S2 (Figure 5 – Figure 1—figure supplement 1E–F, Figure 5—source data 2), perhaps due to lack of template amplification in the nCounter assays. Apart from the S2 samples, expression trends for *piwi-1*, *H2B*, the pro-differentiation factor *prog-1* and more than 90% of the EEE transcripts mirrored those observed in the RNA-Seq time course (Figure 5—figure supplement 1E–F). 

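The paper's Nanostring averages per stage were set beside the RPKM averages for 106 of the 107 EEE transcripts on the panel that matched by identifier. Over 538 changes between consecutive stages from S2 to S8 with a difference in both assays, the log2 change had the same sign in 386, or 71.7%. The Spearman correlation over these changes, with transcripts and steps pooled, was 0.68. Falls shared by most transcripts can raise that correlation. From S4 to S5, 106 transcripts were lower by RPKM and 97 by Nanostring. From S3 on, a comparison added after the values were seen, 360 of 444 changes, or 81.1%, had the same sign, with a Spearman correlation of 0.70. From S2 to S3 the sign was the same for 26 of 94 transcripts, and from S4 to S5 for 97 of 104. No Nanostring average fell from S2 to S3, and the paper reports no detection by Nanostring in S2, so this step and the share that includes it do not compare trends. The highest average among S3 to S8 was in S3 or S4 for 106 transcripts by RPKM and 98 by Nanostring. For piwi-1 and prog-1, 5 of 5 and 5 of 5 changes from S3 to S8 had the same sign. These are comparisons across transcripts, which are not independent replicates, and H2B was not matched by identifier here.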

Most EEE transcripts queried on the nCounter platform showed peak expression during S3 and/or S4, downregulation during S5, and low to undetectable expression in late stage embryos, C4 or SX adults (Figure 5—figure supplement 1F). Hierarchical clustering using normalized Nanostring count data identified three cohorts of EEE transcripts that hadcomposition and decay kinetics similar to those observed in the RNA-Seq time course; 65% of the EEE transcripts assayed co-clustered in both the RNA-Seqand nCounter analyses (Figure 5—figure supplement 1F).

To determine which cell types express EEE transcripts, and to examine spatiotemporal changes in EEE transcript expression, colorimetric WISH was performed on S2–S8 embryos and intact C4 adults (Figure 5—source data 3). Some EEE transcripts were expressed exclusively in differentiated temporary embryonic tissues. *VAL-like*, *MPEG1-like-1*, *MPEG1-like-2* and *netrin-like* were solely expressed in the temporary embryonic pharynx until S6, whereas *gelsolin-like* and *4XLIM-like* were expressed in both the primitive ectoderm and temporary embryonic pharynx during S3–S4 (Figure 5—source data 3, Figure 1—figure supplements 12C–G and 11D–E). Expression of these EEE transcripts is likely under zygotic control, occurring during or after the cell fate decisions to downregulate *piwi-1,* exit the cell cycle and differentiate.

Most EEE transcripts queried by WISH (n = 15, 75% assayed) were expressed in both undifferentiated blastomeres and temporary embryonic tissue(s) during S3–S4 (Figure 5B–E, Figure 5—source data 3). Some of these transcripts may be maternally deposited, albeit we cannot ascertain the relative contribution(s) of maternal and zygotic expression from our RNA-Seq data. Expression of these EEE transcripts diminished greatly by S5, with EEE transcripts that had been expressed at moderate or low levels becoming undetectable; specific expression of robustly expressed transcripts sometimes persisted until S6 (Figure 5B–E, Figure 5—source data 3). Consistent with the RNA-Seq and Nanostring nCounter results, EEE transcript expression was not detected by colorimetric WISH in S7 or S8 embryos or in C4 adults (Figure 5B–E, Figure 5—source data 3). Fluorescent double WISH performed with riboprobes complementary to *piwi-1* and the EEE transcripts *tct-like, BTF3-like, DDX5-like* and *eIF4a-like* revealed coincident expression throughout the S4 blastomere compartment (Figure 5F–I). Intriguingly, EEE transcript expression often decayed quicker in differentiated cells than in undifferentiated blastomeres, raising the possibility that regulation of EEE transcription and/or transcript stability may vary by cell type. Robust expression of many EEE transcripts was detected in blastomeres during S3–S4, EEE transcript expression in temporary embryonic tissues was present during S3 and drastically diminished by S4 (Figure 5B–E, Figure 5—source data 3).

EEE transcripts expressed throughout the undifferentiated *piwi-1+* blastomere population in S3–S4 embryos are downregulated as definitive organogenesis begins during S5. These transcripts likely represent a key temporal shift in the expression profile of *piwi-1+* cells during embryogenesis. Moreover, EEE transcript expression provides a molecular metric to distinguish *piwi-1+* blastomeres from adult neoblasts.

### Adult lineage progenitors arise within *piwi-1+* blastomeres as organogenesis begins

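For 14 of the developmental regulators with an identifier in the paper's tables (p53, zfp-1, coe, sim, pitx, pou2-3, sal1, osr, otxA, soxB-1, sp6-9, nanos, prox-1 and otxB-like), the average was under 1 RPKM in each of S2, S3 and S4 for 12, and at most 3.40 RPKM for the others. All 14 were higher in S5 than in S4 at an adjusted p under 0.05 by limma (largest adjusted p = 0.0019), with a lowest log2 fold change of 2.49. Of these, 4 had no read in S4, and their fitted change depends on the pseudocount. The highest average was in S5 for 3, in S6 for 10 and in S7 for 1. Among all transcripts called higher in S5 than in S4, SMED30000513 rose from 18.3 ± 29.8 RPKM in S4 to 723 ± 236 RPKM in S5 (SD, n = 4 each), a log2 fold change of 6.75 (standard error 0.84, adjusted p = 2.1e-06 by limma). SMED30006466 had no read in any S4 library and 12.1 ± 5.68 RPKM in S5. By this average it was at least 71.6-fold higher against a floor of 3 reads over the 4 S4 libraries. For both, all 4 S5 samples lay above all 4 S4 samples.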

Many developmental regulators implicated in lineage commitment and differentiation were expressed at low levels in S2–S4 embryos, and were upregulated dramatically as definitive organogenesis began during S5. 

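The epidermal regulators p53 (SMED30026364) and zfp-1 (SMED30023708) averaged 3.40 ± 2.52 and 3.15 ± 1.63 RPKM in S4 and 26.8 ± 4.61 and 18.9 ± 5.91 RPKM in S5 (SD, n = 4 each), with log2 fold changes of 3.20 (standard error 0.50, adjusted p = 3.9e-05 by limma) and 2.62 (standard error 0.59, adjusted p = 0.0016 by limma). coe (SMED30005164) averaged 0.106 ± 0.110 RPKM in S4, on 0 to 2 reads per library, 4.76 ± 3.15 in S5 and 9.29 ± 0.551 in S6, a log2 fold change from S4 to S5 of 4.44 (standard error 0.59, adjusted p = 5.3e-06 by limma). In each of these 3 comparisons all S5 samples lay above all S4 samples. Of the 14 regulators compared here, 5 passed all thresholds of the pairwise comparison for S5 by limma, 1 the mixed stage reference comparison for S5 and 5 that for S6. At an adjusted p under 0.05, all 14 were higher in S6 than in S4. Against a floor of 3 reads over the 4 S4 libraries, none of which had a read, sal1 (SMED30017326) was at least 17.8-fold higher by its S5 average.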

Key regulators of cell fate specification for many tissues, including the epidermis (*p53* and zfp-1) (Pearson and Sánchez Alvarado, 2010; van Wolfswinkel et al., 2014; Wagner et al., 2012), nervous system (*coe, sim, pax3/7 like, lhx1/5–1 *and *pitx*) (Cowles et al., 2013; Currie and Pearson, 2013; März et al., 2013; Scimone et al., 2014), excretory system (*pou2/3, six1/2–2, eya, sal1 *and* osr*) (Scimone et al., 2011), photoreceptor neurons (*eya, six-1/2*, *otxA *and *soxB)*, pigment cup cells (*eya, six-1/2*, *sp6-9 *and *dlx)* (Lapan and Reddien, 2011, 2012) and primordial germ cells (*nos*) (Wang et al., 2007) were among the S5- and/or S6-enriched transcripts (Figure 1—source data 5–6). Additional validated or putative drivers of cell fate determination in muscle (*myoD*) (Cowles et al., 2013; Scimone et al., 2014), the gastrovascular system (*prox-1 *and *foxA1*) (Adler et al., 2014; Scimone et al., 2014; van Wolfswinkel et al., 2014), nervous system (*lhx2/9, six3-1, nkx6-like, otxB-like, otxA, pax6a* and *pax6b*) (Pineda et al., 2002; Scimone et al., 2014) and eyes (*ovo*) (Lapan and Reddien, 2012) showed statistically significant upregulation during S5 and/or S6, albeit with adjusted p-values and fold-changes above the stringent thresholds set for inclusion in the S5–S6-enriched transcript lists. 

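prox-1 (SMED30016901) averaged 0.0699 ± 0.140 RPKM in S4 and 3.30 ± 1.90 RPKM in S5 (SD, n = 4 each), a ratio of the pooled reads by library size of 62.5 (exact 95% interval 17.1 to 519 from 265 against 2 reads), and 4.59 ± 0.316 RPKM in S6 (adjusted p = 1.3e-05 by limma for S5 against S4). otxB-like (SMED30008131) had no read in any S4 library and 1.20 ± 0.599 RPKM in S5. By this average it was at least 14.8-fold higher against a floor of 3 reads over the 4 S4 libraries (adjusted p = 2.8e-06 by limma). For both, all 4 S5 samples lay above all 4 S4 samples. The interval of prox-1 covers counting error only, and the fold of otxB-like leaves out counting error in S5.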

GO analysis on S5-enriched transcripts showed statistically significant enrichment of terms associated with patterning and cell fate specification, transcriptional regulation, and development of organ systems including the epidermis, central and peripheral nervous system, muscle, digestive and excretory systems (Figure 1—source data 5). Taken together, these observations suggest that formation of many definitive organ systems begins during S5, a supposition bolstered by WISH developmental time course data depicting expression patterns for numerous progenitor and cell type-specific markers during embryogenesis (**Figure 1—source data 9, Figure 1—figure supplements 13–19**).

Adult asexual knockdown phenotypes for many developmental TFs upregulated during S5 and S6 suggest that these genes are required for lineage specification, tissue maintenance, and production of new tissue during regeneration, with correspondence between affected tissues and site(s) of expression. Heterogeneous expression of TFs in neoblasts and post-mitotic progenitors informed the hypothesis that the neoblast population contains pluripotent stem cells as well as cycling, lineage-primed progenitors (Reddien, 2013). Single cell sequencing (SCS) studies suggest that the zeta (ζ) and gamma (γ) neoblast subclasses are epidermal and gut progenitors, respectively (van Wolfswinkel et al., 2014; Wurtzel et al., 2015), while the sigma (σ) neoblast subclass likely contains both pluripotent stem cells and progenitors for other lineages, including neural subtypes, protonephridia and primordial germ cells (van Wolfswinkel et al., 2014). In practice, coexpression of pan-neoblast markers (e.g., *piwi-1*) and developmental TFs is used for neoblast subclass identification.

*Smed* embryos are wholly reliant on cycling *piwi-1+* cells for creation of new tissues, and heterogeneous expression of key developmental TFs within *piwi-1+* blastomeres is predicted to generate the diverse array of progenitors required for organogenesis. While only a small fraction of the *piwi-1+* compartment is predicted to be double positive for any given lineage marker, the entire population of lineage-positive cells is predicted to be positive for *piwi-1* at its inception. As development proceeds, the fraction of lineage-positive cells coexpressing *piwi-1* will decrease as cells downregulate expression of *piwi-1* and differentiate further.

If parallels with neoblasts hold true, then *piwi-1+* blastomeres should self-renew and give rise to differentiating progeny during S5. To assay for cells exiting the *piwi-1+* compartment during S5, embryos were costained with *piwi-1* riboprobes and PIWI-1 antibodies. In adults, *piwi-1* mRNA is restricted to the neoblast population, whereas PIWI-1 protein perdures in early post-mitotic progeny (Guo et al., 2006; Scimone et al., 2011; Wagner et al., 2011). Indeed, recent work suggests that mechanisms exist to sequester *piwi-1* mRNA and chromatoid bodies within one daughter cell during neoblast division, producing one cell that maintains neoblast identity and one cell that differentiates (Lei et al., 2016). Virtually all S5 *piwi-1+* blastomeres also contained PIWI-1 protein (Figure 6—figure supplement 1). Rare cells positive for PIWI-1 protein but in which *piwi-1* mRNA was undetectable were observed in S5 embryos, suggesting that some of the division progeny exited the *piwi-1+* blastomere population (Figure 6—figure supplement 1).

To address whether lineages required for organogenesis arise within *piwi-1+* blastomeres during S5, expression of four evolutionarily conserved TFs implicated in tissue differentiation across three germ layers was examined singly and in combination with *piwi-1. p53* and *pax6a,* regulators of epidermal and neural fates, respectively, were proxies for ectodermal derivatives. Populations expressing *myoD*, a master regulator of muscle fate, were considered mesodermal derivatives, and populations expressing *gata456a*, a regulator of gut development, represented endodermal derivatives. While expression of these TFs was occasionally detected in a small number of cells during S4, robust expression of *p53* (Figure 1—figure supplement 15B), *gata456a* (Figure 1—figure supplement 13F), *myoD* (Figure 1—figure supplement 17A) and *pax6a* (Figure 1—figure supplement 16B) manifest in scattered parenchymal cells during S5. Indeed, fluorescent double WISH with *piwi-1* and *p53, gata456a, myoD* or *pax6a* identified prospective epidermal, gut, muscle and neural progenitor populations that coexpressed *piwi-1* and the developmental TFs in S5 embryos, as well as single positive populations for all of the markers assayed (Figure 6A–D, Videos 11–14).

**Figure 6.**
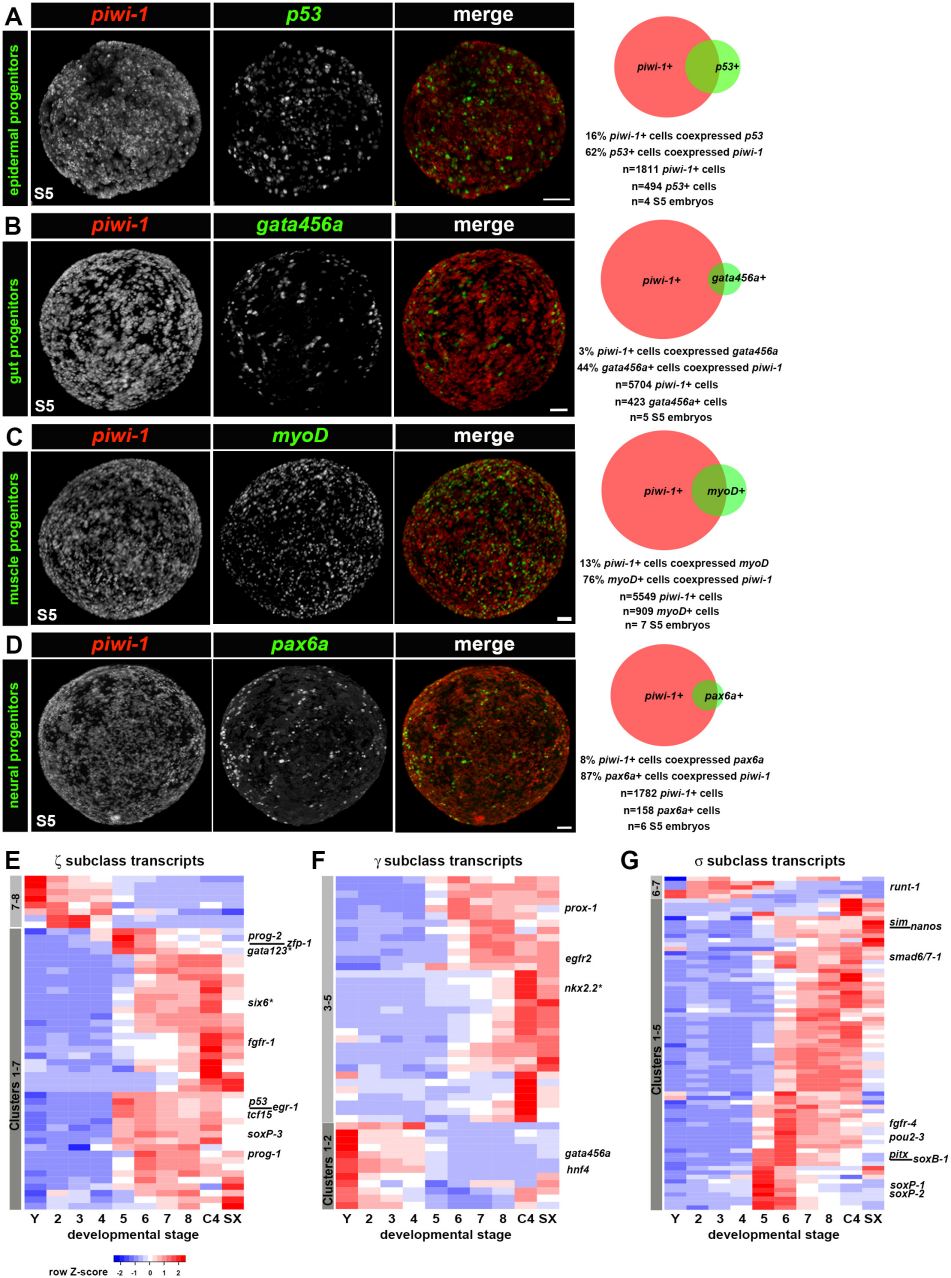
Adult lineages arise within the *piwi-1+* blastomere population as organogenesis begins. (**A**–**D**) Developmental transcription factors implicated in tissue specific differentiation programs are expressed in subpopulations of *piwi-1+* cells during S5. Fluorescent WISH with *piwi-1* (red) and *p53* (**A**), *gata456a* (**B**), *myoD* (**C**) and *pax6a* (**D**) (green) riboprobes on S5 embryos. Embryos in (B-D) were costained with *VAL-*like, a temporary embryonic pharynx specific marker (also in red). Right: Venn diagrams depict percentages of cells that were single or double positive for *piwi-1* and the indicated TFs. Scale bars: 100 µm. (**E**–**G**) Hierarchical clustering of zeta (ζ, **E**), gamma (γ, **F**) and sigma (σ, **G**) neoblast subclass-enriched transcripts during embryogenesis (Y and S2–S8), and in asexual (C4) and virgin sexual (SX) adults. **DOI:** http://dx.doi.org/10.7554/eLife.21052.052 10.7554/eLife.21052.053Figure 6—source data 1.Behavior of ζ, γ and σ adult asexual neoblast subclass-enriched transcripts during embryogenesis.Hierarchical clustering of Zeta (ζ) , Gamma (γ) and Sigma (σ) subclass transcripts was performed using normalized RPKM data from the single embryo RNA-Seq developmental time course. Average RPKM values for Y, S2–S8 embryos and for C4 and SX adults are included. Transcripts with enriched at one or more embryonic stages are flagged.**DOI:** http://dx.doi.org/10.7554/eLife.21052.053

**Figure 6—figure supplement 1.**
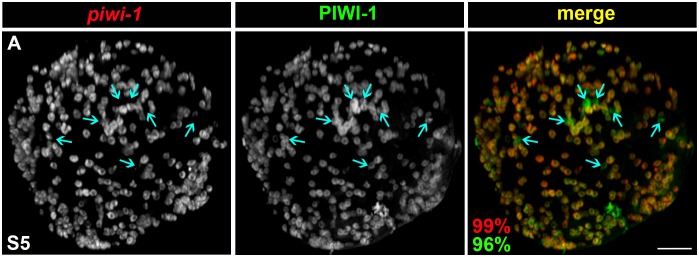
PIWI-1 protein may perdure in cells committed to differentiation. (**A**) Fluorescent WISH costaining on S5 embryos using riboprobes against *piwi-1* (red) and antibodies against PIWI-1 protein (green). Cyan arrows: single positive cells for which PIWI-1 protein, but not *piwi-1* mRNA, was detected. Scale bar: 100 µm. 99 ± 0.4% *piwi-1+* cells were double positive for PIWI-1 protein, n = 4,152 *piwi-1+* cells scored. 96 ± 3.1% PIWI-1 positive cells were double positive for *piwi-1* mRNA, n = 4,296 PIWI-1+ cells scored. n = 4 S5 embryos. **DOI:** http://dx.doi.org/10.7554/eLife.21052.054

**Video 11.** Definitive epidermal progenitors arise in the *piwi-1+* blastomere population during S5. SPIM -reconstructed S5 embryo costained with *piwi-1* (red) and *p53* (green). Definitive epidermal progenitors, coexpressing *piwi-1* and *p53*, are dispersed in the embryonic wall. As definitive epidermal progenitors differentiate, they are predicted to downregulate *piwi-1* and to retain expression of *p53.* **DOI:** http://dx.doi.org/10.7554/eLife.21052.055

**Video 12.** Definitive gut progenitors arise in the *piwi-1+* blastomere population during S5. SPIM reconstructed S5 embryo costained with *piwi-1* and *VAL-like* (both in red) and *gata456a* (green). Definitive gut progenitors, coexpressing *piwi-1* and *gata456a,* are dispersed in the embryonic wall. As definitive gut progenitors differentiate, they are predicted to downregulate *piwi-*1 and to retain expression of *gata456a. VAL-like* is expressed the temporary embryonic pharynx and is not detected in *piwi-1+* blastomeres. **DOI:** http://dx.doi.org/10.7554/eLife.21052.056

**Video 13.** Muscle progenitors arise in the *piwi-1+* blastomere population during S5. SPIM reconstructed S5 embryo costained with *piwi-1* and *VAL-like* (both in red) and *myoD* (green). Muscle progenitors, coexpressing *piwi-1* and *myoD,* are dispersed in the embryonic wall. As muscle progenitors differentiate, they are predicted to downregulate *piwi-*1 and to retain expression of *myoD. VAL-like* is expressed the temporary embryonic pharynx and is not detected in *piwi-1+* blastomeres. **DOI:** http://dx.doi.org/10.7554/eLife.21052.057

**Video 14.** Neural progenitors arise in the *piwi-1+* blastomere population during S5. SPIM reconstructed S5 embryo costained with *piwi-1* and *VAL-like* (both in red) and *pax6a* (green). Neural progenitors, coexpressing *piwi-1* and *pax6a,* are dispersed in the embryonic wall. As neural progenitors differentiate, they are predicted to downregulate *piwi-*1 and to retain expression of *pax6a. VAL-like* is expressed the temporary embryonic pharynx and is not detected in *piwi-1+* blastomeres. **DOI:** http://dx.doi.org/10.7554/eLife.21052.058

The advent of developmental TF expression within *piwi-1+* blastomeres during S5, coupled with downregulation of EEE transcripts, may signal the emergence of molecularly distinct subpopulations akin to the neoblast subclasses. 

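Between S4 and S5, the median log2 fold change was 1.88 over 51 ζ transcripts, 0.77 over 45 γ transcripts and 1.61 over 76 σ transcripts of the paper's Figure 6 lists. Of the EEE transcripts, 512 averaged under 1.0 RPKM in S5. From S5 to S6 the medians were 0.56 for ζ, 0.82 for γ and 1.04 for σ transcripts. The median average RPKM of the σ transcripts was 0.628 in S4, 2.25 in S5 and 7.25 in S6. The lists include transcripts with no read in S4, whose fitted change depends on the pseudocount. Over the alternative settings the median from S4 to S5 ranged from 0.89 to 2.40 for ζ, from 0.11 to 1.19 for γ and from 0.76 to 2.19 for σ transcripts. The lowest came with a pseudocount of 1 RPKM for ζ and σ and after quantile normalization for γ, and the highest without TMM scaling, a setting added after the values were seen. The medians from S5 to S6 ranged from 0.26 to 1.30, 0.61 to 1.58 and 0.62 to 1.81 in the same order.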

Whole embryo expression trends for EEE, σ, γ and ζ class transcripts suggest that large scale, cell-intrinsic shifts in gene expression occur within blastomeres between S4 and S5. Moreover, the developmental output of *piwi-1+* blastomeres, as described by molecular fate mapping, diversifies greatly during S5 and S6.

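With p53 and zfp-1, the 8 named ζ transcripts were higher in S5 than in S4 in every case at an adjusted p under 0.05 by limma, with log2 fold changes from 2.62 to 5.37. tcf15 (SMED30006464) averaged 2.48 ± 1.23 RPKM in S4 and 26.4 ± 7.24 in S5 (SD, n = 4 each), a log2 fold change of 3.52 (standard error 0.80, adjusted p = 0.0018 by limma). soxP-3 (SMED30008505) averaged 0.304 ± 0.0850 RPKM in S4 and 16.6 ± 3.93 in S5, a log2 fold change of 5.37 (standard error 0.55, adjusted p = 1.1e-07 by limma), and egr-1 (SMED30012332) 0.547 ± 0.239 and 22.7 ± 5.73 RPKM, a log2 fold change of 5.17 (standard error 0.58, adjusted p = 5.0e-07 by limma). fgfr1 (SMED30034490) rose from 0.116 ± 0.0919 to 1.28 ± 0.532 RPKM, a log2 fold change of 2.71 (standard error 0.45, adjusted p = 7.4e-05 by limma), and gata123* (SMED30011950) from 0.254 ± 0.105 to 3.66 ± 0.463 RPKM, a log2 fold change of 3.45 (standard error 0.49, adjusted p = 1.2e-05 by limma). six6* (SMED30000938) had 0 to 1 reads per S4 library and 1.31 ± 0.563 RPKM in S5, a ratio of the pooled reads by library size of 49.6 (exact 95% interval 8.70 to 1976 from 105 against 1 read) that covers counting error only (adjusted p = 6.7e-05 by limma). In each of these comparisons all 4 S5 samples lay above all 4 S4 samples. For tcf15 in S5 against S4, the adjusted p was above 0.05 with a pseudocount of 0.01 RPKM (0.059). It ranged from 1.1e-06 to 0.059 over the alternative settings and from 2.9e-04 to 0.012 with each library left out. Of the 51 ζ transcripts in the paper's list, 29 were higher and 5 lower in S5 than in S4 at an adjusted p under 0.05, or 30 and 5 adjusted over the list alone. In S6 against S5, 11 were higher and 3 lower, or 11 and 3 adjusted over the list alone, and 40 were higher than S4 in S5 or a later stage. Without TMM scaling, a setting added after the values were seen, which moved the S6 count most, 26 were higher in S6, and the count moved by more than 1.5 times without S5 replicates 1 and 2 (6 and 6) and S6 replicates 1, 2, 3 and 4 (7, 7, 7 and 7). The number lower at S5 moved without S4 replicates 2 and 3 (3 and 3) and S5 replicate 2 (3).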

The expression signatures of the ζ and γ neoblast subclasses emerge during S5. ζ neoblasts require *p53* and *zfp-1* activities for production of post-mitotic mesenchymal progenitors, which simultaneously differentiate, migrate and ultimately integrate into the epidermis during homeostasis (van Wolfswinkel et al., 2014). *p53*, *zfp-1*, *tcf15*, *sox-P3*, *fgfr1*, *egr-1*, six6*, gata123* (van Wolfswinkel et al., 2014) and 15 additional transcripts used as classifiers of ζ subgroup identity in SCS experiments (Wurtzel et al., 2015) displayed statistically significant upregulation in whole embryos during S5 or later developmental stages (Figure 6E, Figure 6—source data 1, Figure 1—figure supplement 15A, Figure 1—source data 5–8). Furthermore, the ζ neoblast transcripts *soxP3, egr-1*, *fgfr1* and *prog-1* clustered together in the analysis of adult asexual neoblast-enriched transcripts, indicating that they displayed similar expression profiles during embryogenesis (Figure 4A, Figure 4—source data 1). 

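Among soxP-3, egr-1, fgfr1 and prog-1, the log2 fold change from S4 to S6 lay between 3.28 and 7.05 (largest adjusted p = 7.0e-07 by limma). Their averages were highest in S5 for 1, in S6 for 2 and in S8 for 1 of the 4 transcripts. In S8 soxP-3 averaged 17.4 ± 1.95 RPKM and egr-1 12.6 ± 0.691 RPKM, against 2.57 ± 0.733 RPKM for fgfr1 and 394 ± 93.3 RPKM for prog-1 (SD, n = 4 each). From S5 to S8 their log2 fold changes ran from -0.81 to 2.61. From the grouping of these transcripts among the neoblast-enriched ones, the paper concludes that their expression profiles during embryogenesis were similar.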

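prog-1 (SMED30035904) averaged 16.8 ± 22.6 RPKM in S2, 3.96 ± 0.909 in S4, 76.6 ± 41.4 in S5 and 536 ± 114 in S6 (SD, n = 4 each), with log2 fold changes of 3.99 (standard error 0.65, adjusted p = 5.7e-05 by limma) from S4 to S5 and 3.06 (standard error 0.65, adjusted p = 8.5e-04 by limma) from S5 to S6. The S2 average and SD are set by S2 replicate 2, at 50.5 RPKM, while the other S2 replicates lay between 3.08 and 7.29 RPKM. AGAT-1 (SMED30018353) averaged 2.05 ± 0.596 RPKM in S4, 94.5 ± 57.9 in S5 and 188 ± 23.6 in S6, with a log2 fold change from S4 to S5 of 5.03 (standard error 0.80, adjusted p = 4.2e-05 by limma). For both, all 4 S5 samples lay above all 4 S4 samples. nkx2.2* (SMED30011793) averaged 0.357 ± 0.479, 0.600 ± 0.699, 0.764 ± 0.848 and 2.99 ± 0.823 RPKM from S2 to S5, with a log2 fold change from S4 to S5 of 2.51 (standard error 0.78, adjusted p = 0.019 by limma), and its highest embryonic average was 12.5 ± 2.09 RPKM in S8. For nkx2.2* in S5 against S4, the adjusted p was above 0.05 with a pseudocount of 0.01 RPKM (0.087), after quantile normalization (0.058) and in a fit on the 2 groups alone (0.094) and without S4 replicate 2 (0.12) and S5 replicate 3 (0.058). It ranged from 0.0014 to 0.094 over the alternative settings and from 0.0043 to 0.12 with each library left out. Of 45 γ transcripts tested, 16 were higher and 8 lower in S5 than in S4 at an adjusted p under 0.05 by limma, or 19 and 11 adjusted over the list alone. In S6 against S5, 13 were higher and 6 lower, or 18 and 7 adjusted over the list alone, and 32 were higher than S4 in S5 or a later stage. Without TMM scaling, a setting added after the values were seen, 22 were higher and 1 lower in S5, and 26 and 2 in S6. A fit on the 2 groups alone gave 10 and 4 in S5, and 22 and 9 in S6. The numbers lower moved by more than 1.5 times at S5 without S4 replicates 1 and 2 (5 and 5) and S5 replicates 2 and 3 (5 and 5) and at S6 without S5 replicates 1 and 4 (3 and 3) and S6 replicates 2 and 4 (3 and 3).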

Transcripts specifically expressed in post-mitotic epidermal progenitors downstream of ζ neoblasts, including *prog-1*, *AGAT-1* and *zpuf-6*, were enriched and first detected by WISH during S5 (Figure 1—figure supplement 15C,E–G, Figure 1—source data 5). γ neoblasts are identified by enriched expression of *gata456a*, *hnf4*, *prox-1* and nkx2.2* (van Wolfswinkel et al., 2014; Wagner et al., 2011). *prox-1* and *nkx2.2* were expressed at low levels in S2–S4 embryos and showed statistically significant upregulation during S5, and 15 additional γ neoblast-enriched transcripts identified in SCS experiments were enriched during S5 or later in development (Figure 6F, Figure 6—source data 1, Figure 1—figure supplement 13E, Figure 1—source data 5–8). 

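gata456a (SMED30007290) averaged 182 ± 45.3 RPKM in Y, 101 ± 45.6 in S2, 90.4 ± 34.7 in S3, 81.5 ± 37.8 in S4 and 43.9 ± 8.37 in S5 (SD, n = 4 each). hnf4 (SMED30005748) averaged 187 ± 24.5, 140.4 ± 45.8, 119.6 ± 32.7, 118 ± 30.1 and 45.3 ± 9.54 RPKM in these groups. From Y to S2 the log2 fold change was -0.93 (standard error 0.30, adjusted p = 0.023 by limma) for gata456a and -0.47 (standard error 0.23, adjusted p = 0.16 by limma) for hnf4, but without TMM scaling, a setting added after the values were seen, both had the opposite sign, 0.40 (adjusted p = 0.19) and 0.86 (adjusted p = 3.2e-04 by limma). On that scale hnf4 was thus higher in S2 than in Y. From S4 to S5 it was -0.79 (standard error 0.30, adjusted p = 0.053 by limma) for gata456a, which also changed sign without TMM scaling (0.03), and -1.36 (standard error 0.23, adjusted p = 1.1e-04 by limma) for hnf4, which kept its sign. From Y to S2 there were 3 of 4 Y samples above all 4 S2 samples for gata456a and 2 of 4 Y samples above all 4 S2 samples for hnf4. For gata456a in S2 against Y, the adjusted p was above 0.05 after quantile normalization (0.071), with sample weights (0.055) and in a fit on the 2 groups alone (0.21) and without Y replicates 3 and 4 (0.072 and 0.068) and S2 replicates 1 and 2 (0.073 and 0.15). It ranged from 0.015 to 0.21 over the alternative settings and from 0.0056 to 0.15 with each library left out. For gata456a in S5 against S4, the adjusted p was under 0.05 under the stricter filter on low values (0.040) and with sample weights (0.029) and without Y replicate 2, S2 replicates 2, 3 and 4, S3 replicate 3 and S4 replicate 4. It ranged from 0.029 to 0.97 over the alternative settings and from 0.0088 to 0.25 with each library left out.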

The molecular staging series detected expression of *gata456a* and *hnf4* in yolk and early embryos (S2–S4) (Figure 6F). However, *gata456a* and *hnf4* expression were solely detected in the embryo proper by WISH, first in the developing temporary embryonic pharynx during S2 and later in parenchymal cells during S5 (Figure 1—figure supplement 13F–G).

Charting the emergence of the σ neoblast subclass is hampered by limitations of the subclass designation: σ neoblasts are presumed to be an amalgamation of several progenitor populations and pluripotent stem cells. 

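SoxP-2 (SMED30035063) averaged 2.51 ± 1.66 RPKM in S2, 3.61 ± 2.22 in S3, 5.70 ± 1.42 in S4, 19.4 ± 3.03 in S5 and 5.98 ± 0.0765 in S8 (SD, n = 4 each), with a log2 fold change from S4 to S5 of 1.77 (standard error 0.33, adjusted p = 2.8e-04 by limma) and all 4 S5 samples above all 4 S4 samples. SoxP-1 averaged 5.40 ± 0.961 RPKM in S2, 49.0 ± 10.2 in S5 and 10.5 ± 1.02 in S8. Of the 76 σ transcripts in the paper's list, 24 averaged at least 1.0 RPKM in every stage from S2 to S8, and 32 averaged under 1.0 RPKM in Y and in each of S2 to S4. At an adjusted p under 0.05 by limma, 44 were higher and 1 lower in S5 than in S4, or 49 and 1 adjusted over the list alone. In S6 against S5, 26 were higher and 1 lower, or 28 and 1 adjusted over the list alone, and 68 were higher than S4 in S5 or a later stage.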

Several σ -class genes, notably *SoxP-1* and *SoxP-2*, were expressed in parenchymal cells throughout embryogenesis, similar to *piwi-1* (Figure 4A, Figure 4—source data 1, Figure 4—figure supplement 1A–C, Figure 6—source data 1). *SoxP-1* is required for neoblast maintenance (Wagner et al., 2012), suggesting that σ-class transcripts with expression profiles to *SoxP-1* and *SoxP-2* during embryogenesis may also be expressed in pluripotent neoblasts. In contrast, lineage-primed progenitor factions within the σ subclass probably arise during S5. 

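soxB-1 (SMED30025778) and sim (SMED30021317) had no read in any S4 library and averaged 6.89 ± 1.51 and 0.850 ± 0.399 RPKM in S5 (SD, n = 4 each). By these averages they were at least 85.4-fold and 13.0-fold higher against a floor of 3 reads over the 4 S4 libraries. pou2-3 (SMED30030379) averaged 0.644 ± 1.05 RPKM in S2, 0.360 ± 0.486 in S4 and 4.20 ± 1.56 in S5, a log2 fold change from S4 to S5 of 3.72 (standard error 0.78, adjusted p = 8.4e-04 by limma), with all 4 S5 samples above all 4 S4 samples. pitx (SMED30009752) averaged 0.116 ± 0.179 RPKM in S4 and 4.82 ± 0.915 in S5, a ratio of the pooled reads by library size of 47.5 (exact 95% interval 16.1 to 232 from 302 against 3 reads) that covers counting error only (adjusted p = 5.3e-06 by limma). smad6/7-1 (SMED30007744) averaged 1.04 ± 0.337 RPKM in S2, 0.751 ± 0.543 in S4 and 3.61 ± 2.00 in S5, a log2 fold change from S4 to S5 of 2.11 (standard error 0.49, adjusted p = 0.0020 by limma), with 3 of 4 S5 samples above all 4 S4 samples. For smad6/7-1 in S5 against S4, the adjusted p was above 0.05 in a fit on the 2 groups alone (0.067). It ranged from 1.6e-04 to 0.067 over the alternative settings and from 2.5e-04 to 0.015 with each library left out. nanos (SMED30034750) averaged 0.0359 ± 0.0717 RPKM in S4, 0.998 ± 0.400 in S5 and 3.01 ± 0.556 in S6. All 6 transcripts, nanos included, were higher in S5 than in S4 at an adjusted p under 0.05 by limma, and each had its highest embryonic average in S6.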

Genes with functions in tissue-specific differentiation programs, including *soxB1* (Lapan and Reddien, 2012; Monjo and Romero, 2015), *pou2-3* (Scimone et al., 2011), *nos* (Wang et al., 2007), *pitx* (Currie and Pearson, 2013; März et al., 2013), *sim* (Cowles et al., 2013), and *smad6/7–1* (González-Sastre et al., 2012) were expressed at low levels in S2–S4 embryos and were upregulated during S5 (Figure 6G, Figure 6—source data 1, Figure 1—source data 5).

The gene expression signature of the adult neoblast compartment is an emergent property of the *piwi-1+* population during embryogenesis. First, EEE transcripts are uniquely associated with the expression signature(s) of undifferentiated *piwi-1+* blastomeres in early embryos. Second, adult neoblast subclasses arise as lineages are born within *piwi-1+* blastomeres during S5. Molecular heterogeneity within the neoblast compartment is largely attributed to the diverse array of lineage-dedicated progenitors within the population, a hypothesis supported by our finding that subclass marker expression was dramatically upregulated as organogenesis began. Progenitor subpopulations required for organ formation during embryogenesis persist into adulthood, where steady-state output from different lineages maintains tissue homeostasis. At present, we cannot distinguish whether lineages perpetually re-emerge due to asymmetric division of pluripotent stem cells, or whether progenitor populations established during embryogenesis are maintained by self-renewal. These observations beg the question: do *piwi-1+* cells behave similarly to neoblasts throughout embryogenesis? Or alternatively, is neoblast activity an acquired feature that emerges in tandem with the adult molecular expression signature?

### Embryos undergoing organogenesis contain cells with cNeoblast activity

Neoblasts are completely and irreversibly eliminated following treatment with 6,000 Rads (Reddien et al., 2005; Wagner et al., 2011), causing irradiation sickness and ultimately death. Transplantation of wildtype adult tissue grafts or cell suspensions into lethally irradiated adult hosts that are devoid of stem cells results in engraftment and expansion of donor-derived *piwi-1+* cells, production of differentiated progeny, reconstitution of the neoblast compartment and rescue from lethality (Baguñà J and Auladell, 1989; Guedelhoefer and Sánchez Alvarado, 2012; van Wolfswinkel et al., 2014; Wagner et al., 2011). *piwi-1+* cells that form pluripotent, expanding colonies following sublethal irradiation or transplantation into a lethally irradiated host are called clonogenic neoblasts (cNeoblasts) (Wagner et al., 2011). cNeoblasts are predicted to have a widespread distribution in the parenchyma, and this population contains within it the most primitive stem cells. At present, the operational definition for cNeoblast exists apart from the gene expression signatures for the neoblast subclasses; cNeoblasts are likely contained within, but may not be exclusive to, the σ class.

To assess whether *Smed* embryos harbor *piwi-1+* cells with cNeoblast activity, heterochronic, heterotopic transplantations were performed. S4, S5, S6, S7 and S8 embryonic cell suspensions were injected into the tail parenchyma of lethally irradiated sexual adult hosts at 3 days post-irradiation (dpi) (Figure 7A, Materials and Methods). To determine whether comparable numbers of *piwi-1+* cells were introduced per host for the developmental stages assayed, transplanted hosts were fixed at 1 hr post-transplant (hpt) and stained with *piwi-1* riboprobes. More than 85% of S4–S8 transplants fixed at 1 hpt contained *piwi-1+* cell(s) in the tail parenchyma, suggesting that the cell injection technique was robust and reliable (Figure 7B). S5, S6, S7 and S8 transplants contained comparable numbers of *piwi-1+* cells per host at 1 hpt, while significantly fewer *piwi-1+* cells were introduced per S4 embryonic cell transplant (Figure 7C,F).

**Figure 7.**
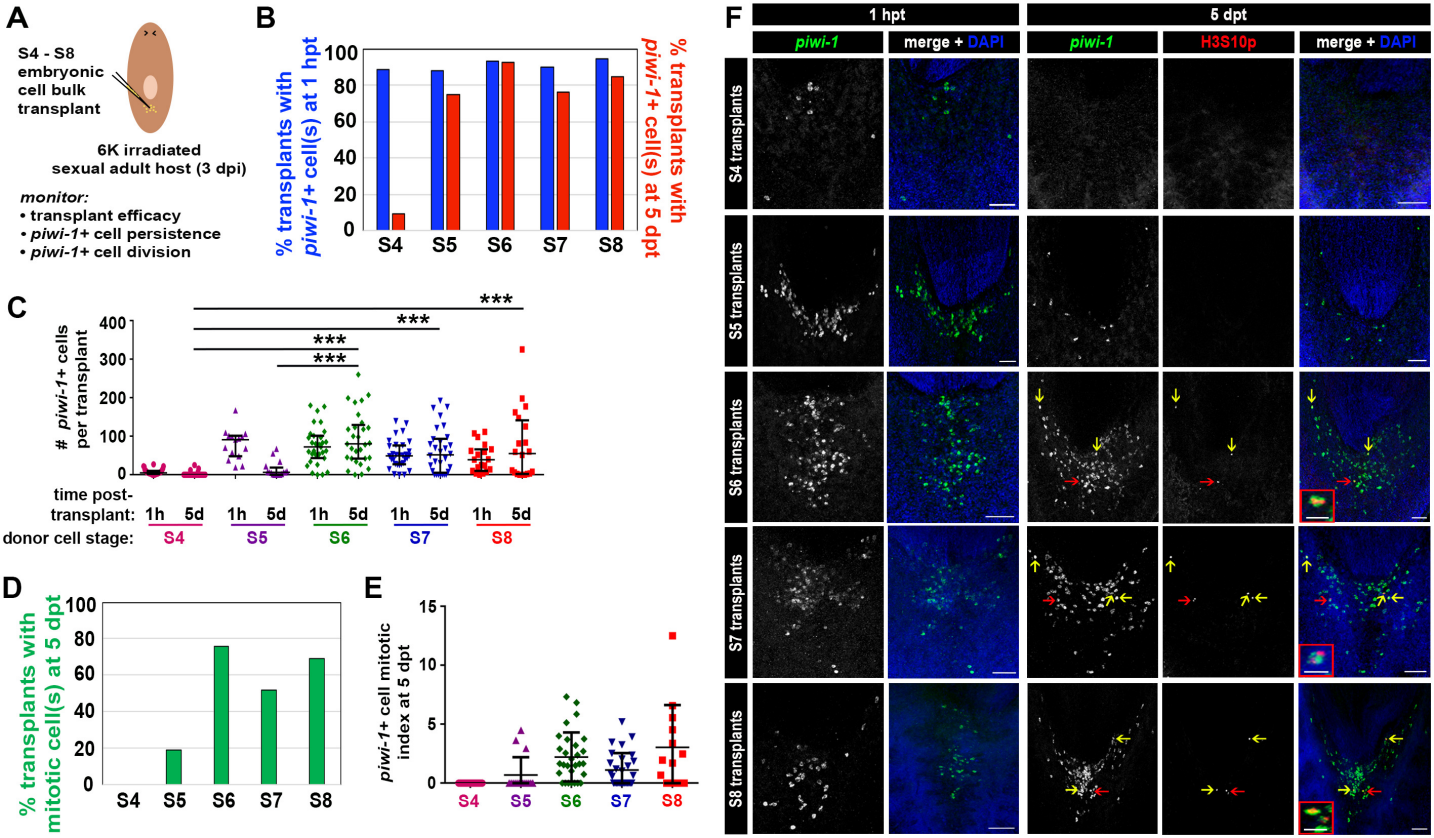
Embryonic cells acquire the ability to engraft, persist and proliferate in an adult microenvironment as organogenesis proceeds. (**A**) Schematic depicting the workflow for heterochronic transplantation experiments. S4, S5, S6, S7 or S8 embryonic cell suspensions were injected into the tails of lethally irradiated sexual adult hosts at 3 days post-irradiation (dpi). Cohorts of transplanted animals were fixed at 1 hr and 5 days post-transplantation (1 hpt and 5 dpt, respectively) for staining with *piwi-1* riboprobes and H3S10p antibodies. Lethally irradiated, uninjected host controls were fixed and stained at 5 dpt. (**B**) Percentage of transplanted animals fixed at 1 hpt (blue bars) or 5 dpt (red bars) containing one or more donor-derived *piwi-1+* cell(s). X-axis: stage (S) of donor cells. (**C**) Number of donor-derived *piwi-1+* cell(s) per transplant at 1 hpt and 5 dpt. Each point represents one transplanted animal. Mean ± standard deviation (black bars) are shown. Statistical tests were performed using a generalized linear model, assuming that the counts followed a Poisson distribution. S4 transplants contained significantly fewer *piwi-1+* cells at 1 hpt than S5, S6, S7 or S8 transplants (Tukey post-hoc comparisons, S4 vs S5, S4 vs S6 and S4 vs S7, S4 vs S8: p<0.001). Group differences in the number of *piwi-1+* cells at 1 hpt for S5 and S6 transplants were not statistically significant (p=0.21). Significantly fewer S4 and S5 donor-derived *piwi-1+* cells persisted at 5 dpt than were observed for later stages (Tukey post-hoc comparisons: S4 vs S5, S4 vs S6, S4 vs S7 and S4 vs S8: p<0.001. S5 vs S6, S5 vs S7, S5 vs S8: p<0.001). (**D**) Percentage of transplants with mitotic *piwi-1+* cell(s) at 5 dpt (green bars). X-axis: Donor cell stage. (**E**) Mitotic index for donor-derived *piwi-1+* cells at 5 dpt. Stage-specific differences were not observed for S4–S8 embryonic cell populations using a generalized linear model, assuming counts followed a Poisson distribution and the number of *piwi-1+* cells as a covariate. (**B**–**E**) Numbers of transplants scored: S4: n = 36 (1 hpt), n = 43 (5 dpt), four independent experiments. S5: n = 15 (1 hpt), n = 16 (5 dpt), two independent experiments. S6: n = 31 (1 hpt), n = 29 (5 dpt), four independent experiments. S7: n = 31 (1 hpt), n = 30 (5 dpt), four independent experiments. S8: n = 19 (1 hpt), n = 20 (5 dpt), three independent experiments. (**F**) Confocal maximal projections of S4, S5, S6, S7 and S8 embryonic cell transplants fixed at 1 hpt and 5 dpt. Animals were stained with *piwi-1* riboprobes (green), antibodies against the mitotic marker H3S10p (red, 5 dpt only) and DAPI nuclear counterstain (blue). S6, S7 and S8 insets: mitotic *piwi-1+* cells. Red arrows indicate mitotic cells magnified in insets. Yellow arrows: mitotic *piwi-1+* cells. Scale bar (inset): 20 µm. Scale bar (panel): 100 µm. (**B**–**C**) S4–S8 embryonic *piwi-1+* cells were reliably introduced into hosts. S6–S8 embryonic *piwi-1+* cells persisted in an adult microenvironment. (**D**-**E**) S6–S8 embryonic *piwi-1+* cells proliferated in an adult microenvironment. **DOI:** http://dx.doi.org/10.7554/eLife.21052.059

To assay whether embryonic *piwi-1+* cells persisted and proliferated in an adult microenvironment, cohorts of transplanted animals and lethally irradiated uninjected hosts were fixed at 5 days post-transplantation (dpt) and stained with *piwi-1* riboprobes and H3S10p antibodies (Figure 7B–F). Persistent *piwi-1+* cells from S6, S7 and S8 embryos were observed in the vast majority of transplants scored at 5 dpt (Figure 7B), and no statistically significant difference among stages was detected in the mean number of *piwi-1+* cells present per host (Figure 7C). Moreover, most S6, S7 and S8 embryonic donor cell transplants contained dividing *piwi-1+* cell(s) at 5 dpt (Figure 7D–F), and no statistically significant difference among stages was detected in the mitotic index of donor-derived *piwi-1+* cells per host at 5 dpt (Figure 7E). In contrast, S4 and S5 embryonic *piwi-1+* cells were significantly less likely to persist in adult hosts at 5 dpt than were S6, S7 or S8 embryonic *piwi-1+* cells (Figure 7B–C). Persistent S4 derived *piwi-1+* cells were rarely observed at 5 dpt, and cell division was not observed (Figure 7D–E). As expected, *piwi-1+* cells were never observed in uninjected lethally irradiated hosts (n = 82 hosts scored at 3 dpi).

Fewer S5 embryonic cell transplants contained persistent *piwi-1+* cells at 5 dpt (Figure 7B), and the number of S5 derived *piwi-1+* cells per host at 5 dpt was significantly lower than for later stages (Figure 7C). Similarly, the fraction of S5 embryonic cell transplants containing mitotic *piwi-1+* cell(s) was reduced relative to S6 and later stages (Figure 7D). The reduced persistence of S4 and S5 derived *piwi-1+* cells in an adult microenvironment was probably not attributable to technical variability or to the absolute number of embryonic *piwi-1+* cells introduced per host, since comparable numbers of S5, S6, S7 and S8 *piwi-1+* cells were introduced per transplant (Figure 7C). Stage-specific, cell autonomous factors likely underlie the starkly different responses of S5 and S6 embryonic cells following transplantation into the adult parenchyma. These results suggest that S4 and S5 *piwi-1+* blastomeres are functionally distinct from *piwi-1+* cells present at S6 and later stages. *piwi-1+* blastomeres acquire competency to engraft and respond appropriately to adult environmental cues as development proceeds during S5.

To assess whether embryos undergoing organogenesis harbor cells capable of rescuing and reconstituting lethally irradiated adult hosts, S5, S6, S7 and S8 embryonic cell suspensions were injected into lethally irradiated sexual adult hosts at 1 dpi (Figure 8A, Materials and methods). Consistent with previous results, persistent *piwi-1+* cells from S6, S7 and S8 embryos were observed in the vast majority of samples scored at 5 dpt (Figure 8B), and no statistically significant difference was detected in either the mean number or the mitotic index of *piwi-1+* donor-derived cells per host at 5 dpt (Figure 8C–D). Likewise, donor-derived *piwi-1+* cells from S5 embryos were far less likely to persist and divide in adult hosts (Figure 8B–D). As expected, *piwi-1+* cells were never observed in uninjected lethally irradiated hosts (n = 81 hosts scored at 6 dpi).

**Figure 8.**
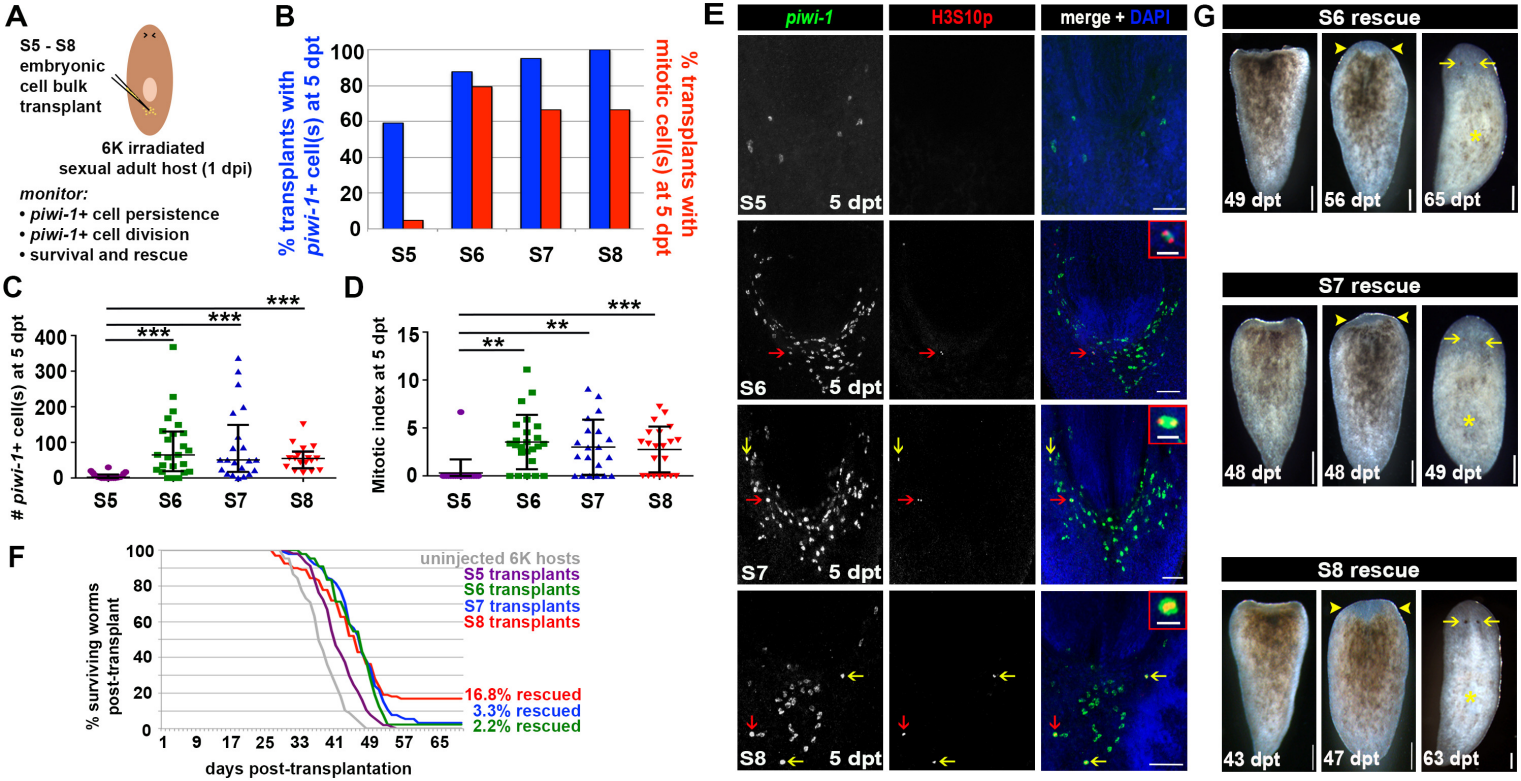
Embryos undergoing organogenesis contain cNeoblasts. (**A**) Schematic for heterochronic transplantation experiments. S5, S6, S7 or S8 embryonic cell suspensions were injected into the tail parenchyma of lethally irradiated sexual adult hosts at 1 day post irradiation (dpi). Cohorts of transplanted animals and uninjected host controls were fixed at 5 days post-transplantation (dpt) for staining with *piwi-1* riboprobes and H3S10p antibodies. The remaining animals were monitored for 70 dpt for survival and rescue. (**B**) Percentage of transplants with persistent, donor-derived *piwi-1+* cell(s) (blue) or donor-derived mitotic (*piwi-1+*, H3S10p+) cell(s) (red) at 5 dpt. X-axis: Embryonic donor cell stage. (**C**) Number of *piwi-1+* cells per transplanted host at 5 dpt for S5–S8 embryonic cell transplants. Each point represents one transplanted animal. Means ± standard deviation (SD) are shown (black bars). Statistically significant differences in the number of persistent *piwi-1+* cells per transplant at 5 dpt were observed using a generalized linear model, assuming that count data followed a Poisson distribution. S5 transplants contained fewer persistent *piwi-1+* cells than S6 or S7 transplants (Tukey post-hoc comparisons, S5 vs S6: p<0.0001, S5 vs S7: p<0.0001, S5 vs S8: p<0.0001). (**D**) Mitotic index for donor-derived *piwi-1+* cells at 5 dpt for S5–S8 embryonic cell transplants. Each point represents one transplanted animal. Means ± standard deviation (SD) are shown (black bars). Statistically significant differences in the *piwi-1+* cell mitotic index were observed using a generalized linear model with *piwi-1+* cell counts as a covariate, assuming that count data followed a Poisson distribution. S5 transplants contained significantly fewer cycling cells than S6, S7 or S8 transplants (Tukey post-hoc comparisons, S5 vs S6: p<0.01, S5 vs S7: p<0.01, S5 vs S8: p<0.001). (**E**) Confocal maximal projections for S5, S6, S7 and S8 embryonic cell transplants fixed at 5 dpt and stained with *piwi-1* riboprobes (green), H3S10p antibodies (red) and DAPI (blue). S6, S7 and S8 insets show mitotic *piwi-1+* cells. Red arrows indicate mitotic cells magnified in the insets. Yellow arrows: mitotic *piwi-1+* cells. Scale bar (inset): 20 µm. Scale bar (panel): 100 µm. (**B**–**E**) Numbers of transplants scored in four independent experiments: S5 n = 22; S6 n = 24; S7 n = 21; S8 n = 27 in (**C**), n = 21 in (**D**). (**F**) Survival curves for S5, S6, S7 and S8 embryonic cell transplants and uninjected 6,000-Rad-irradiated host controls as a function of time (days) post-transplant. (**G**) Live images of regenerating S6, S7 and S8 rescue animals. Left: Tail fragment after self-amputation of head and trunk tissue. Middle: Tail fragment with unpigmented anterior blastema (yellow arrowheads). Right: Animal with new head tissue and developing eyes (yellow arrows) and a regenerated pharynx (yellow asterisk). Animals from different experiments are shown in the S7 panels; the same animals are shown in the S6 and S8 panels. Dorsal view. Anterior: top. Scale: 100 µm. (**F**–**G**) Numbers of transplants scored in four independent experiments: host controls n = 89; S5 n = 105; S6 n = 90; S7 n = 92; S8 n = 85. Rescue animals were obtained in two experiments for S6 and S7 transplants, and four experiments for S8 transplants. (**B**–**E**) S6, S7 and S8 embryonic donor cells persist and divide in the adult parenchyma. (**F**–**G**) S6, S7 and S8 embryonic cells can rescue lethally irradiated adult hosts. **DOI:** http://dx.doi.org/10.7554/eLife.21052.060

**Figure 8—figure supplement 1.**
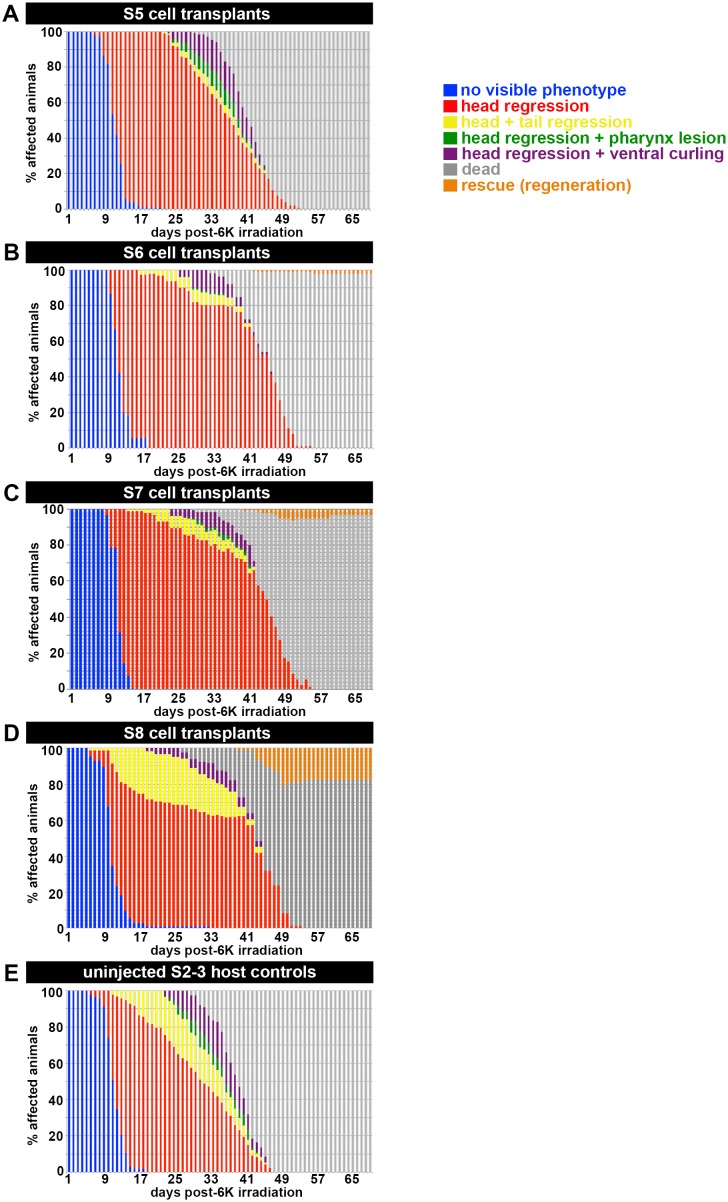
Progression of irradiation-induced phenotypes, rescue or death for heterochronic transplantation assays. (**A**–**E**) Stacked bar graphs depicting the percentage of S5 (**A**), S6 (**B**), S7 (**C**) and S8 (**D**) transplanted animals or uninjected, 6,000-Rad-irradiated hosts (**E**) that displayed no visible phenotype (blue), head regression (red), head and tail regression (yellow), head regression and pharynx lesions (green), head regression and ventral curling (purple), death (gray) or rescue (the development of an anterior blastema and ensuing regeneration of the host animal) (orange). Bulk cell transplantation was performed as described in Figure 8A and the Materials and methods. Transplanted animals and uninjected controls were monitored for 70 days post-irradiation (dpi). S5 transplants: n = 105 animals. S6 transplants: n = 90 animals. S7 transplants: n = 92 animals. S8 transplants: n = 85 animals. Uninjected sexual adult hosts: n = 89 animals. Results were tallied from four independent experiments for each embryonic stage assayed. **DOI:** http://dx.doi.org/10.7554/eLife.21052.061

Survival of S5–S8 transplants and host controls was monitored for 70 dpt (*i.e.,* 71 dpi). Worms were scored for irradiation-induced phenotypes, including head and tail regression, lesion formation, ventral curling and death. Rescue, anterior blastema formation and subsequent regeneration of an entire individual from injected tail fragment, was also scored (Guedelhoefer and Sánchez Alvarado, 2012; Wagner et al., 2011) (Figure 8F–G, Figure 8—figure supplement 1). Irradiation-induced phenotypes manifest in control and transplanted individuals alike between 7–14 dpt (*i.e.,* 8–15 dpi) (Figure 8—figure supplement 1A–E), and none of the controls survived long-term (Figure 8F, Figure 8—figure supplement 1E). Remarkably S6, S7 and S8 embryonic donor cells were capable of rescuing lethally irradiated adult hosts (Figure 8F–G). Rescued animals underwent complete head regression, self-amputation posterior to the pharynx, and tail fragments that formed anterior blastemas which promoted regeneration of individuals containing two visible eyes, a central pharynx and triclad gut (Figure 8F–G, Figure 8—figure supplement 1B–D). None of the S5 embryonic cell recipients mounted a rescue response (Figure 8F, Figure 8—figure supplement 1A). The rescue assay results suggest that S6, S7 and S8 embryos harbor cNeoblasts, cells that are capable of self-renewing and producing the diverse array of cell types required for whole animal regeneration.

Taken together, stage-dependent molecular and functional distinctions exist among *piwi-1+* blastomeres before and after organogenesis begins. S4 *piwi-1+* cells, which express EEE and adult asexual neoblast enriched transcripts, are largely incapable of persisting and dividing in an adult microenvironment (Figure 7B–C). During S5, as dramatic shifts in gene expression occur, *piwi-1+* cells become competent to persist and proliferate in the adult parenchyma (Figures 7B–C and 8B–D). We propose that cNeoblasts arise during S5. Heterochronic transplantation experiments revealed that S6, S7 and S8 embryos possess cells that behaved similarly to adult cNeoblasts: they consistently engrafted into adult hosts, proliferated and were ultimately capable of mounting a rescue response (Figure 8B–G). Acquisition of cNeoblast activity during embryogenesis correlates temporally with large-scale changes in gene expression observed at the outset of organogenesis, suggesting that pluripotent stem cells and lineage-primed progenitors first emerge during S5 (Figure 9). The ontogeny of the adult neoblast compartment can therefore be traced back to the *piwi-1+* zygote, which gives rise to anarchic, cycling *piwi-1+* blastomeres, some of which persist in the S3–S4 embryonic wall and establish pluripotent neoblasts and progenitor subpopulations during S5. The remarkable developmental plasticity of adult planarians is likely due to the singular ability of neoblasts to perpetuate and redeploy embryonic developmental programs.

**Figure 9.**
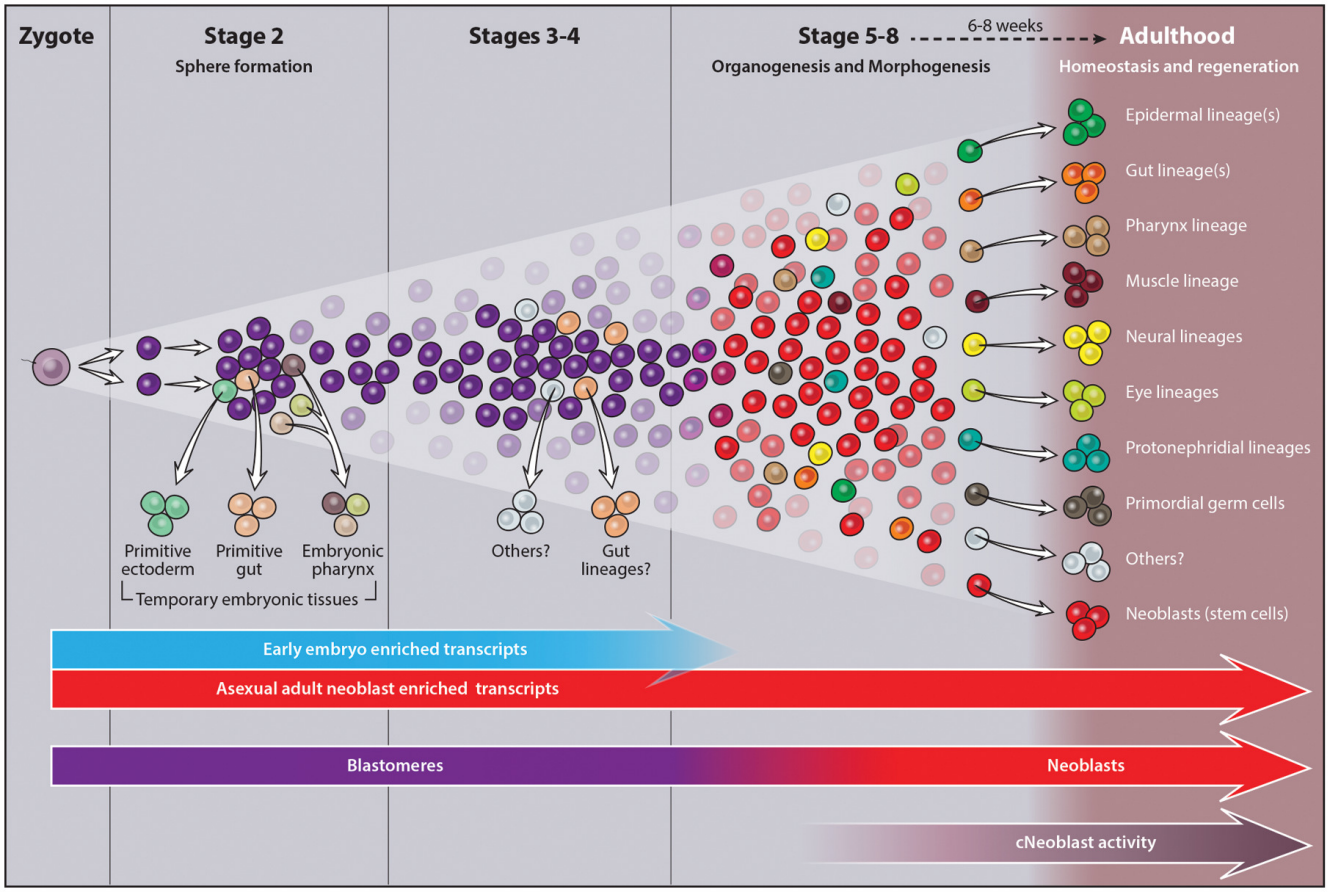
Ontogeny of the adult neoblast compartment. Asynchronously cycling *piwi-1+* cells fuel embryogenesis, giving rise to all temporary and definitive tissues. During S2, some *piwi-1+* blastomeres (purple cells) exit the cell cycle and differentiate into temporary embryonic tissues (primitive ectoderm, temporary embryonic pharynx and primitive endoderm). The remaining *piwi-1+* blastomeres, located in the embryonic wall (purple cells, S3-S4), continue to divide and express both EEE transcripts (turquoise arrow) and adult asexual neoblast enriched transcripts (red arrow). As organogenesis begins during S5, EEE transcripts are downregulated throughout the compartment (purple cells transition into red). Concomitantly, progenitor subpopulations required for definitive organ formation are specified via the heterogeneous expression of developmental transcription factors within the *piwi-1+* population (colored cells denote different progenitor subpopulations). Adult pluripotent neoblasts, themselves a lineage, are established during S5 (red cells). Embryonic donor cells harvested during or after S6 function similarly to adult neoblasts (cNeoblast activity, gray arrow). Pluripotent and lineage-primed neoblasts established during embryogenesis are maintained throughout the lifetime of the animal. Neoblasts are required for tissue maintenance during homeostasis and the formation of new tissue during regeneration. **DOI:** http://dx.doi.org/10.7554/eLife.21052.062

## Discussion

Regeneration remains one of the most poorly understood processes in developmental biology. The origin and regulation of cells that make regeneration possible are largely obscure. How similar or distinct developmental processes are during embryogenesis and regeneration remains to be determined. In fact, few experimental systems are available to study these issues systematically. Here, we lay the foundation for the formal comparison of molecular processes and gene functions during embryogenesis and regeneration in *Smed,* an organism uniquely suited to address the relationship between developmental plasticity and regeneration competency.

### *S. mediterranea*: a developmental system for comparative studies of embryogenesis and regeneration

To identify similarities and key differences between embryogenesis and regeneration, careful consideration must be given to distinctions in context, chronology, scope and type of regeneration (homeostatic or facultative), and to the ontogeny of effector cell type(s). Which aspects of embryonic development are recapitulated during regeneration, and which are context-specific? What factors influence the competency and extent of regenerative responses, and do these factors have embryonic origins? The workhorses of modern developmental biology, *C. elegans*, *D. melanogaster*, *D. rerio*, and *M. musculus* have limited, if any, regenerative potential during adulthood, precluding or severely limiting comparative inquiries. In contrast, *Smed* adults exhibit robust homeostatic and facultative regenerative potential, both neoblast-dependent phenomena that have largely been studied using a clonal, asexually reproducing strain. Neither descriptive nor functional studies of *Smed* embryogenesis have been reported.

We generated two foundational resources: a molecular staging series for *Smed* embryogenesis and an expression atlas describing temporary and definitive organ development. To investigate the embryonic origins of regeneration, we provide an ontogeny for the adult neoblast compartment. The molecular staging series facilitated the identification of embryonic predecessors of adult neoblast lineages and the developmental transition when neoblast specification occurs. Adult neoblast lineages, including pluripotent stem cells and lineage-primed progenitors, are established as definitive organogenesis begins. Neoblast lineages, required for organ formation during embryogenesis, persist into adulthood, where they are redeployed for homeostatic maintenance of all differentiated tissues, including the germline, and formation of missing tissues during regeneration. Moving forward, investigation of neoblast dynamics, particularly the regulation of self-renewal and commitment to differentiation, will be a central, unifying feature of comparative studies on organ formation, maintenance, repair and replacement.

### Deciphering the origin and identity of neoblasts, agents of development, tissue homeostasis and regeneration

Unraveling the molecular mechanism of neoblast specification during embryogenesis will provide insight into the identity of adult pluripotent stem cells indispensible for homeostatic and facultative regeneration in planarians. Intensive efforts to define the term neoblast, and to characterize the presumed plurality of cell types within the asexual adult neoblast population, have generated numerous, unreconciled molecular and functional criteria. At present, gene expression signatures for neoblast subpopulations cannot be correlated with functional distinctions (should they exist) in self-renewal, pluripotency or cell fate restriction. It is not known whether hierarchical relationships exist between pluripotent cells and progenitors, whether cycling progenitors can dedifferentiate and/or interconvert, how stable subpopulations are over time, or when and how progenitors make an irreversible commitment to differentiation. Furthermore, preferred usage of *Smed* C4 asexual animals to classify and examine relationships among subpopulations precludes comprehensive examination of the lineage repertoire.

The expression of pluripotency factors is probably necessary, but not sufficient, for the assumption of neoblast fate. We report that many genes known to regulate adult asexual neoblast self-renewal and maintenance were expressed throughout embryogenesis, and showed that several of these genes were expressed throughout S3–S5 *piwi-1+* blastomeres. Functional differences between blastomeres and neoblasts were observed in heterochronic, heterotopic transplantation experiments. S4 and S5 embryonic donor cells were far less likely to persist and proliferate in stem cell deficient adult hosts than were embryonic donor cells harvested during S6 or later. Moreover, S5 embryonic donor cells did not rescue lethally irradiated hosts, whereas S6–S8 embryonic donor cells functioned like adult neoblasts and were capable of rescue. These results suggest that neoblast specification occurs during S5, and highlight the importance of cell-intrinsic changes in the blastomere to neoblast transition.

Differences in transplanted cell behavior correlated with large-scale changes in gene expression as definitive organogenesis began. EEE transcripts, uniquely expressed in blastomeres, are attractive candidates for repressors of neoblast fate, and/or effectors of molecular changes in blastomeres that are necessary for acquisition of neoblast fate. It is not known whether EEE transcript downregulation in blastomeres is necessary for neoblast specification, or whether expression of EEE transcripts and developmental TFs required for lineage specification are mutually exclusive. Further studies will determine whether and how maternal factors influence the early stages of *Smed* embryogenesis. Which EEE transcripts are maternally deposited, and which mechanisms effect maternal transcript degradation? When do wave(s) of zygotic genome activation occur, and how does zygotic genome activation in blastomeres relate to cell differentiation and neoblast specification? Additional factors, such as changes in chromatin state, may also correlate with or play a causative role in the blastomere to neoblast transition.

### The paradox of pattern formation: robustness of an anarchic, self-organizing system and its implications for understanding regeneration

Ectolecithal development and dispersed cleavage pose unique developmental challenges, making *Smed* embryogenesis a novel paradigm for regulative development. Herein, the collective pluripotency of an anarchic, cycling *piwi-1+* population generates the diversity of cell types required for the development of all temporary and definitive organ systems in these bilaterally symmetric, triploblastic animals. We showed that *piwi-1+* blastomeres are spatially disordered within the embryonic wall during S3–S4, and that dispersed epidermal, gut, muscle and neural progenitors arise within the blastomere population during S5. Further investigation is needed to understand how signals from differentiated tissues impact cell fate decisions within the *piwi-1+* blastomere compartment and effect progenitor cell migration, communication and interactions necessary to form organ rudiments.

*Smed* embryogenesis provides a unique vantage point from which to investigate the origin, anatomical composition and signaling logic underlying the neoblast niche. During sphere formation, differentiating blastomeres must interact and self-assemble temporary embryonic tissues, providing structure to the embryo and establishing a microenvironment that promotes maintenance and expansion of *piwi-1+* blastomeres. In turn, blastomeres are likely to effect changes that are conducive to the establishment and/or maintenance of the neoblast population. Neoblast lineages are predicted to actively maintain their niche during the lifetime of the animal. Although the adult gastrovascular system has long been suspected of providing trophic support signals to neoblasts (Forsthoefel et al., 2012), the molecular mechanisms underlying this phenomenon remain elusive. Expansion of *piwi-1+* blastomeres correlates with that of an ill-defined embryonic gut population (Figure 1—figure supplement 13A–D). Investigating gut development and gut communication with the *piwi-1+* population during embryogenesis may uncover key regulators of neoblast specification or regulators of neoblast dynamics that may similarly impact stem cell behavior during adulthood.

We report that many transcripts implicated in lineage commitment and classification of neoblast subclasses wereexpressed at low levels in early embryos and were dramatically upregulated as organogenesis began. This observation is consistent with the hypothesis that neoblast heterogeneity is due to the presence of different subpopulations of cycling, lineage-primed progenitors within the compartment (Reddien, 2013). It also suggests that organ formation during embryogenesis probably utilizes many of the same genetic regulatory networks and transition states elucidated during adult homeostasis and regeneration. Development of techniques to interrogate gene function during embryogenesis will enable us to identify master regulators of organogenesis for different tissues, and to address similarities and differences in their modes of action during embryogenesis and adulthood. Embryogenesis may also provide a vantage point for the identification of upstream activators for these developmental TFs, helping to address how diverse, dispersed patterns of gene activation arise in the blastomere and neoblast compartments.

The key distinction between embryogenesis and regeneration is the de novo formation of tissues in the former, and the presence of preexisting structures and signaling environments in the latter. Studies can now be performed to assess how tissues that are hypothesized to be instructive for regeneration are initially established during embryogenesis, and how the formation of these tissues relates to the acquisition of regenerative potential during development. For example, planarian body wall muscle is hypothesized to be required for the re-specification of axial identities during regeneration (Witchley et al., 2013). At present, technical limitations preclude tissue-specific knockdown experiments that would address requirements for polarity genes in muscle during regeneration. However, we can now address when and how the definitive axes are established during *Smed* embryogenesis, including the identification of tissues and signals that initially polarize embryos prior to the development of body wall muscle. Examining axis formation during embryogenesis, and comparing the process across different chronological and developmental contexts, may uncover roles for additional tissues and/or novel polarity regulators. Furthermore, we can address which developmental milestones and gene products are required to establish a state of regeneration competency in the embryo.

Sustained effort and continued investment in the adaptation and development of new technologies for the molecular interrogation of *Smed* embryogenesis will facilitate discoveries that may challenge long-held assumptions about developmental processes, including cell fate specification, pattern formation and adult stem cell regulation. Moreover, utilizing *Smed* for comparative studies of embryogenesis and regeneration presents an unprecedented opportunity for formal examination of the embryonic origins of regenerative potential.

## Materials and methods

### Planaria culture and husbandry

Sexually reproducing *S. mediterranea* (*Smed*) stocks were descendants of animals collected in Sardinia by Dr. Maria Pala in 1999. Animals from the clonally derived sexual strain S2F1L3F2 (Wagner et al., 2011) and from the asexual clonal strain CIW-4 (C4) (Newmark and Sánchez Alvarado, 2002) were propagated via successive rounds of amputation and regeneration. Animals were maintained in 1x Montjuic water at 20°C in the dark and fed homogenized beef liver as previously described in Cebrià and Newmark (2005). Cultures subjected to intensive cutting and/or feeding regimens were supplemented with 100 µg/mL gentamicin sulfate (Gemini Bioproducts, #400–100P).

Egg capsules were collected daily from outbred cohorts of sexually mature adults cultured at low density (6–8 animals per 400 mL culture), and were stored in dated Petri dishes at 20°C in constant darkness until use. The collection date was considered 1 day post-egg capsule deposition. To maintain optimal fertility levels, sexually mature animals used for egg capsule collections were replaced every 3–4 months with either juveniles (6–8 weeks post hatching) or adult regenerates (6–8 weeks post cut).

### Single embryo RNA-Seq

Live embryos were dissected out of egg capsules in 1x Holfreter’s buffer (3.5 g/L NaCl; 0.2 g/L NaHCO_3_; 0.05 g/L KCl; 0.2 g/L MgSO_4_; 0.1 g/L CaCl_2_; 1.0 g/L dextrose, pH 7.0–7.5) for S2–S7 egg capsules, or 1x Montjuic water for S8 hatchlings. Yolk (Y) samples were obtained from 8 d egg capsules that contained neither spherical nor elongating embryos. Single embryos were imaged on a Leica M205 FA dissecting microscope, transferred into microfuge tubes containing 200 µl TRIzol reagent (Thermo Fisher, item #15596–018), homogenized by pipetting, and stored at −80°C. Single animal samples of intact C4 adults and virgin, sexually mature adults were homogenized in 1.0 mL TRIzol using an IKA Ultra Turrax T 25 Basic tissue disruptor prior to storage at −80°C. Total RNA extraction was performed in 1.0 mL TRIzol per sample according to the manufacturer’s protocol, following the recommendations for working with small amounts of tissue. Pellets were resuspended in 25 µl nuclease free water, and 5 µl aliquots were reserved for quality control testing. Total RNA concentration and integrity were determined using Agilent Bioanalyzer 2100 Expert Total RNA Nano or Pico chips (Agilent Technologies, items # 5067–1511 and 5067–1513). Total RNA samples were prepared for ten biological replicates per time point, and total RNA quality and yield were considered along with embryo size and morphology when selecting samples for library construction.

PolyA-selected, single-stranded RNA-Seq libraries were prepared for four biological replicates per stage using the Illumina TruSeq RNA Sample V2 kit (item # RS-122–2001 and RS-122–2002), starting with 500 ng total RNA per sample (C4, virgin sexual adult [SX], Y, S4, S5, S6, S7, S8), or 100 ng total RNA per sample (S2, S3). Library concentrations and insert sizes were determined using Agilent Bioanalyzer DNA 1000 chips (Agilent Technologies, item # 5067–1504), and diluted, pooled samples were reanalyzed with Agilent Bioanalyzer 2100 DNA High Sensitivity chips (Agilent Technologies, item # 5067–4626). Nine barcoded samples, one replicate per time point (S2–S8, Y, C4) were pooled and sequenced per flow cell lane. Single end, 50 bp reads were acquired on an Illumina Hi-Seq 2000 sequencer. Illumina Primary Analysis version RTA 1.13.48.0 and Secondary Analysis version CASAVA-1.8.2 were run to demultiplex reads and generate FASTQ files. Barcoded SX replicates were pooled and run on a single flow cell lane of a HiSeq 2500, and Illumina Primary Analysis version RTA 1.17.21.3 and Secondary Analysis version CASAVA-1.8.2 were used. The RNA-Seq data have been deposited in the GEO database under the accession number GSE82280.

### Mapping sequencing reads to the smed_20140614 transcriptome

Sequencing reads were mapped to the smed_20140614 reference transcriptome (n = 36,035 transcripts) (Tu et al., 2015), which contains sequencing data from de novo Trinity assemblies from the C4 and sexual biotypes, staged embryo collections, sorted cycling (X1) cells, and previously published sources (Adler et al. [2014], [Böser et al. [2013]; the Dresden transcript collection at PlanMine [http://planmine.mpi-cbg.de]). Transcripts were consolidated and reduced to a unique set using the CD-HIT program (Fu et al., 2012). smed_20140614 sequences may be downloaded from http://smedgd.stowers.org. Reads were mapped using the Bowtie algorithm, Version 1.0.0 (Langmead et al., 2009), allowing for two mismatches and up to five multi-matches (--best --strata -v 2 m 5). Read counts for transcripts were tabulated from SAM files using a custom script. Of 36,035 transcripts, 32,000 accumulated ≥1 CPM across all 40 samples. Samples were each sequenced to an average depth of 19 million reads, and exhibited an average map rate of 89% to the transcriptome.

### RPKM normalization

RPKM (Reads Per Kilobase per Million) values were scaled using TMM normalization (Robinson et al., 2010) in edgeR to account for read depth across samples. In addition, 16s ribosomal RNA transcripts (SMED30032887), which soak up a significant but variable fraction of reads per sample, were removed prior to calculating RPKM values.

### Identification of differentially expressed transcripts

Differential gene expression was evaluated using the edgeR library (Robinson et al., 2010), and adjusted p-values were calculated as described in Hochberg (1995). Pairwise comparisons were performed between adjacent time points using edgeR: Y vs S2, S2 vs S3, S3 vs S4, S4 vs S5, S5 vs S6, S6 vs S7 and S7 vs S8. Mapped data were filtered to remove transcripts with less than a sum of 1 CPM across all 32 samples, resulting in 30,766 transcripts. The maximum read sum across samples for omitted transcripts was 14. In addition, transcripts for the 28S (SMED30027845), 18S (SMED30032663) and 16S (SMED30032887) ribosomal subunits were removed. Differentially expressed genes were identified in mixed stage reference comparisons using the GLM approach in edgeR to contrast each treatment group (i.e., developmental stage) to the average of the remaining groups (Y, S2–S8). Non-redundant lists of enriched transcripts from the pairwise and mixed stage reference comparisons, for S2 through S8, were subject to Euclidean distance clustering using scaled RPKM data in edgeR (Figure 1C–I, Figure 1—figure supplements 4–10, Figure 1—source data 2–8).

### GO analysis

Gene Ontology (GO) terms (Gene Ontology Consortium, 2015) were assigned to smed_20140614 transcripts on the basis of homologous PFAM domains (Finn et al., 2014) and significant Swiss-Prot hits (E-value ≤ 0.001), (UniProt Consortium, 2015). GO term enrichment queries were performed using the R software package topGO, version 2.20.0 (Alexa and Rahnenfuhrer, 2010). GO analysis was performed on the non-redundant lists of enriched transcripts for S2–S8 (Figure 1—source data 1). Categories containing similar and/or related Biological Process (BP) GO ids enriched at one or more time point(s) were generated manually (Figure 1—source data 1). Enriched BP GO ids selected for categorization had Benjamini-Hochberg corrected p-values ≤1e-10 (Benjamini and Hochberg, 1995), and must have been associated with ≥1% of the enriched transcripts for the developmental stage(s) in question. BP GO ids were only assigned to one category. BP GO ids that did not describe a cell and/or tissue type present in *Smed* (e.g., heart, lung, neural crest) were omitted. Using these categories as a guide, lists of enriched BP GO ids and non-redundant lists of associated transcripts were generated for S2–S8 (Figure 1—source data 2–8). Transcripts may appear in more than one BP GO id category, just as transcripts may be associated with more than one GO term.

### Neoblast enriched transcript analysis

The neoblast enriched transcript list (n = 242) emerged from the downregulated sequences in whole animals at 24 and/or 48 hr post-lethal irradiation in three independent experiments (Duncan et al., 2015; Wagner et al., 2012) (Chen and Sánchez Alvarado, personal communication) (Figure 4A, Figure 4—source data 1). Euclidean distance clustering was performed using the mixed stage reference comparison data.

### Cloning

Constructs for riboprobe synthesis were constructed using the pPR-T4P (J. Rink) cloning strategy described in Adler et al. (2014), with the exception that PCR inserts were amplified using mixed stage embryo cDNA (S2–S8) as a template. Primers used for cloning EEE transcripts and insert sequences appear in Figure 5—source data 3.

### Whole mount in situ hybridization (WISH) and immunostaining

Colorimetric and fluorescent WISH was performed as described by King and Newmark (2013) and Pearson et al. (2009), with the following modifications:

1) Egg capsules for S2–S7 embryos (2–10 days post-egg capsule deposition) were punctured with an insect pin and fixed in 4% formaldehyde in 1x PBS-Triton X (PBSTx) 0.5% for 4–6 hr at room temperature. Fixed embryos were dissected out from the egg capsules, washed in 1x PBSTx (0.5%) for 10 min, and subjected to incremental dehydration in methanol (10 min in 50% methanol, 2 × 10 min in 100% methanol). Fixed embryos were stored at −20°C. S2–S7 embryos were not bleached. Proteinase K treatment was increased to 20 min.
S8 embryos (newborn hatchlings, 14–16 days post-egg capsule deposition) were removed from egg capsules prior to fixation. S8 embryos and C4 intact adults (2–4 mm) were incubated in 4% formaldehyde in PBSTx (0.5%) for one hour at room temperature.
3) S2–S7 embryos were not bleached. S8 embryos and C4 adults were bleached in formamide bleaching solution for 30 min to 1 hr under bright light.
Transplanted S2F1L3F2 hosts and irradiated intact controls (~5–6 mm in length) were fixed for 90 min. Worms were bleached for 1.5–2 hr in formamide bleaching solution under bright light.

Immunostaining was performed after fluorescent WISH development with rabbit polyclonal antibodies against H3S10p (1:1000; Millipore # 06–570), mouse monoclonal antibodies against Smith Antigen (Y12) (1:200, ThermoFisher Scientific, PIMA190490), or mouse monoclonal antibodies against *Smed* PIWI-1 (1:1000, a generous gift from J. Rink). H3S10p antibodies were detected using preabsorbed Alexa-conjugated secondary antibodies (1:1000, Abcam, ab150086, ab150069, ab150071), while anti-Y12 and anti-PIWI staining was visualized with tyramide development using Goat anti-mouse IgG F(ab')2 HRP (1:1000, Jackson Immunoresearch #115-036-072). Nuclear staining was performed with DAPI (1:5000, 1 mg/mL stock solution, ThermoFisher Scientific, D1306) or with Sytox Green (1:5000, 5 mM stock solution, ThermoFisher Scientific, S7020).

S2-–S8 colorimetric and fluorescent WISH samples that were to be imaged using light sheet microscopy were mounted as described in the Microscopy section, whereas others were mounted in 80% glycerol supplemented with 2.5% DABCO. C4 and sexual adult samples were mounted in Scale A2 mounting media (Hama et al., 2011).

### Histology

Embryos (S2–S8) were fixed for 4 hr at room temperature in 4% formaldehyde in 1x PBS, followed by 3 × 10 min washes in 1x PBS and gradual dehydration in 30%, 50%, 70%, 80%, 95% and 100% ethanol. The samples were soaked for 30 min in 5% glycerol diluted in 100% ethanol, cleared in xylene for 10 min, then soaked in two changes of Clear-rite 3 (Richard-Allan Scientific) for a total of 25 min. Paraffin infiltration proceeded with 2 × 45 min incubations, and embedded embryos underwent serial sectioning (5 µm thickness). Paraffin was removed prior to staining by heating slides at 60°C for 20 min, then performing 3 × 2 min washes in xylene, 3 × 1 min washes in 100% ethanol, 3 × 1 min washes in 80% ethanol before rinsing in tap water. Hematoxylin and eosin staining was performed using the ST Infinity H and E Staining System (Leica Biosystems) in a Leica Autostainer. Slides were incubated for 30 s in Hemalast, then for 2 min in hematoxylin, and were rinsed for 2 min in tap water. Next, slides were incubated for 45 s in differentiator and for 1 min in bluing agent, with each step followed by a 1 min tap water rinse and a 1 min incubation in 80% ethanol. Slides were stained with eosin for 30 s, dehydrated 3 × 1 min in 100% ethanol and cleared in 3 × 1 min incubations in xylene.

### Microscopy

A Leica M205 FA stereomicroscope was used to capture images of live animals and colorimetric WISH samples. A Leica DM600B upright microscope was used to capture images of histological sections. A Zeiss LSM-510-VIS confocal and a customized light sheet microscope were used to capture Z-stacks for fluorescent WISH samples.

Fixed, stained *Smed* embryos were mounted in 1% low melt agarose in 1x PBS along with fluorescent conjugated beads required for image registration and reconstruction (FluoSpheres Polystyrene Microspheres, 1.0 µm, red fluorescent [580/605], Invitrogen/Molecular Probes, F13083; FluoSpheres Carboxylate Modified Microspheres, 0.1 µm, yellow-green fluorescent [505/515], Invitrogen/Molecular Probes, F8803). 1 µM fluorescent bead stock solutions were diluted 1:10,000–1: 360,000, depending on the size of the embryo and the magnification of the detection objective used. Samples were placed in an imaging chamber within a Single Plane Illumination Microscopy (SPIM) system described in Nakajima et al. (2013). S3–S5 embryos were imaged using either a 10x Plan Apochromat or a 5x Plan NeoFluar objective. Z-stacks were taken every 45˚ around the surface of the samples using a rotating stage, producing eight stacks of images per embryo. Multiview data sets were reconstructed using Fiji SPIM plugins for data registration and fusion (Preibisch et al., 2010). Reconstructed data sets were viewed in the Imaris software package, where they were cropped and masked to remove beads. Cell positions and the embryonic pharynx were marked manually using the 3D Spot Finder function, and the three-dimensional coordinates for marked cells were exported into excel for analysis of cell positions. Colocalization was determined manually on S3–S4 whole embryos, or on crop3D sections (100 µm X 200 µm X 100 µm) of S5 embryos.

### Cell position analysis on reconstructed SPIM images

Three-dimensional coordinates for *piwi-1+* cells or mitotic cells (*piwi-1+,* H3S10p+), the embryonic pharynx, and the embryo center were exported from SPIM reconstructions of S3 and S4 embryos. Spot positions collected in IMARIS were shifted and rotated in MATLAB to a coordinate system where the embryonic center was at the origin and the embryonic pharynx on the z-axis. Relative theta distribution likelihoods of the form (1-exp(-θ/θ’))*sin(θ) were calculated by assuming a θ’ and calculating the likelihood that such a distribution would produce the observed data by multiplying together the individual probabilities. The uncertainty in the best fit θ’’ was found by simulating several datasets, each with a number of cells equal to those observed in the actual data and having a dampening term of θ’’. For each dataset, the most likely θ’ was found, the standard deviation of which was taken to be the error in θ’’.

### Nanostring nCounter digital expression analysis

Total RNA samples from single embryos and adults (S2–S8, Y, C4 and SX; four biological replicates per sample) were prepared as described for single-animal RNA-Seq. 100 ng total RNA per sample was assayed on the Nanostring nCounter platform (Geiss et al., 2008) using a custom-made probe set. Reporter and capture probe sequences can be found in Figure 5—source data 2. Housekeeping control genes were reported in Wenemoser et al. (2012). Nanostring data was normalized using the NanoStringNorm library from Bioconductor (Waggott et al., 2012), using the sum of the positive controls and the sum of the housekeeping genes as independent normalization factors, with the mean of the negative controls used to estimate background. Raw and normalized nanostring data can be found in Figure 5—source data 2.

### Bulk cell transplantation

Host animals (5–7 mm in length, ≥7 day starved) were selected from the clonally derived *Smed* sexual strain S2F1L3F2 (Wagner et al., 2011) and were cultured in 1x Montjuic water supplemented with 100 µg/mL gentamicin sulfate. The host neoblast population was ablated by exposure to 6,000 Rads on a GammaCell 40 Exactor irradiator; cohorts of unirradiated animals were reserved to verify complete elimination of the neoblast population by WISH with riboprobes against *piwi-1.*

Whole-embryo cell suspensions were created for S4, S5, S6, S7 or S8 by mechanically disrupting embryos in chilled, freshly made 1x Holfreter’s solution +5% heat-inactivated fetal bovine serum (Sigma Aldrich, F4135) via repeated pipetting. Ten embryos were disrupted per cell suspension for S5, S6, S7 and S8, whereas 20–35 embryos were disrupted per S4 cell suspension. S4, S5 and S6 embryos were typically ‘eviscerated’ prior to pipetting by poking with an insect pin and gently squeezing out ingested yolk from the gut. Cell suspension volumes were adjusted to 1.0 mL before samples were filtered through 20 µm (all stages) and 10 µm (S5–S8) cell strainers (Partec CellTrics, Sysmex, 04-0042-2315 [20 µm], 04-0042-2314 [10 µm]) into low-retention microfuge tubes. Cells were pelleted by centrifugation at 310 rcf for 5 min, were resuspended in a final volume of ~10 µL (S5–S8) or ~5 µl (S4), and were kept on ice during transplantation.

Embryo cell suspensions were loaded by mouth pipetting into borosilicate glass needles (Sutter Instrument Co., #B100-75-15) pulled using a flaming/brown micropipette puller (Sutter Instrument Co., Model P-97) and were injected using an Eppendorf FemtoJet at 1.0–1.5 psi, as described by Wagner et al. (2011). Hosts were immobilized on a cold peltier plate, ventral side up, and cells were injected into the tail stripe (i.e., the medial, post-pharyngeal parenchymal space between the two posterior branches of the intestine). Hosts were injected at 1 day post-irradiation (dpi) for rescue experiments and at 3 dpi for short-term experiments. Transplanted animals and uninjected, 6,000-Rad-irradiated hosts for rescue experiments were maintained individually in 3 cm petri dishes at 20°C in the dark, with water exchanges and visual inspection of animals performed every 2–3 days. Transplanted animals slated for fixation were reared in 10 cm petri dishes, with 10 or fewer animals per dish, with water exchanges every 2–3 days.

### Online data repository

Original data underlying this manuscript can be accessed from the Stowers Original Data Repository at http://www.stowers.org/research/publications/libpb-1086

# Supplementary material for: Embryonic origin of adult stem cells required for tissue homeostasis and regeneration
**Source:** eLife. 2017 Jan 10;6:e21052. doi: 10.7554/eLife.21052
**Supplement:** Figure 1—source data 9. — Short summaries describing molecular markers for temporary embryonic tissues and definitive organ systems. Written descriptions accompany Figure 1—figure supplement 11 (primitive ectoderm), Figure 1—figure supplement 12 (temporary embryonic pharynx), Figure 1—figure supplement 13 (gut), Figure 1—figure supplement 14 (definitive pharynx), Figure 1—figure supplement 15 (definitive epidermis), Figure 1—figure supplement 16 (nervous system), Figure 1—figure supplement 17 (muscle), Figure 1—figure supplement 18 (protonephridia) and Figure 1—figure supplement 19 (eyes). DOI: http://dx.doi.org/10.7554/eLife.21052.012

**Figure 1 – Source Data 9: Molecular Fate Mapping Resource**

**1. Temporary Embryonic Tissues**

**Primitive Ectoderm**

Sphere formation begins during S2 when some of the blastomeres exit the cell cycle and commit to primitive ectoderm fate (Hallez, 1887; Ijima, 1884; Le Moigne, 1963; Metschnikoff, 1883). These cells flatten, elaborate numerous processes, and ultimately generate a single cell layer bounding the sphere. The number of primitive ectoderm cells varied, with a mean of 21.5 +/- 2.9 per S3 embryo (**Figure 1 – figure supplement 11B**). This observation is consistent with primitive ectoderm cell number estimations in *Polycelis nigra* embryos (Le Moigne, 1963). Moreover, the primitive ectoderm cell number remained constant during S4 as the embryo ingested yolk and increased in volume (**Figure 1 – figure supplement 11B-C**). Consistent with this finding, cycling cells were not observed in the primitive ectoderm (**Figure 3A-E**). Pan-embryonic cell markers, including *EF1a-like-1 (SMED30004295)*, *EF1a-like-2* *(SMED30012165)*, and *eIF4a-like* *(SMED30003202)* were expressed in primitive ectoderm cells of S2-S3 embryos, (**Figures 2A-B, 5E, Figure 5 – source data 3**). *gelsolin-like* *(SMED30014940)* was expressed in blastomeres during S2, and primitive ectoderm cells and the temporary embryonic pharynx in S3-S4 embryos (**Figure 1 – figure supplement 11D, Figure 5 – source data 3**). *gelsolin-like* mRNA was detected throughout the primitive ectoderm cell layer, with concentrated perinuclear staining. *spondin-1-like* *(SMED30032088)* was frequently detected in blastomeres during S2, and was expressed in primitive ectoderm cells with star-like morphology, as well as parenchymal cells, in S3-S4 embryos (**Figure 1 – figure supplement 11E**). 

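EF1a-like-2 (SMED30012165) averaged 3.46 ± 4.23 RPKM in Y, 522 ± 257 in S2, 508 ± 267 in S3 and 5.10 ± 3.27 in S8 (SD, n = 4 each), with a log2 fold change from Y to S2 of 7.73 (standard error 0.58, adjusted p = 1.5e-11 by limma). eIF4a-like (SMED30003202) averaged 0.526 ± 0.702, 85.4 ± 63.2, 91.4 ± 47.0 and 2.49 ± 0.424 RPKM in the same groups, with a log2 fold change from Y to S2 of 7.24 (standard error 0.59, adjusted p = 7.3e-11 by limma). For both, all 4 S2 samples lay above all 4 Y samples.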

Early embryo enriched (EEE) transcripts were not detected in the primitive ectoderm beyond S4 (**Figure 5 – source data 3**).

**Temporary Embryonic Pharynx**

The temporary embryonic pharynx is an innervated, muscular pump that ingests yolk into the gut cavity (**Figure 1 – figure supplement 12A-B**). It forms during S2 and likely functions during S3 through S5. Temporary embryonic pharynx-specific markers were identified among the S2-S4 enriched transcripts, including *VAL-like* (**Figure 1 – figure supplement 12C-D**), *netrin-like* (**Figure 1 – figure supplement 12C,E**), *MPEG1-like-1* (**Figure 1 – figure supplement 12C,F**)*, MPEG1-like-2* (**Figure 1 – figure supplement 12C,G**)*.* Expression of *foxA1*, a developmental transcription factor required for maintenance and regeneration of the pharynx during adulthood (Adler et al., 2014; Scimone et al., 2014), was detected in the epithelial cells lining the lumen of the temporary embryonic pharynx during S3-S5 (**Figure 1 – figure supplement 14A**, black arrowheads). The temporary embryonic pharynx degenerates during S6, as the definitive pharynx primordium develops beneath it (Martín-Durán and Romero, 2011). Temporary embryonic pharynx markers are no longer detectable by S7 (**Figure 1 – figure supplement 12C-D**).

**Primitive Gut**

Four yolk-laden primitive gut cells associate with the temporary embryonic pharynx (**Figure 1 – figure supplement 13B-D,** black arrows), and can frequently be detected in unstained specimens. Yolk ingested through the temporary embryonic pharynx collects in the central gut cavity.

**2. Definitive Organ Systems**

**Intestine**

Definitive gut development may begin as early as S4, with the production of isolated phagocytic cells that gradually form a continuous, honeycomb-like lattice beneath the embryonic wall (**Figure 1 – figure supplement 13B-D**). Embryonic gut markers, identified amongst the S4-S5 enriched transcripts, were expressed in gut tissue through S6 and were subsequently downregulated as branching morphogenesis proceeded in elongated S7 embryos (**Figure 1 – figure supplement 13A-D**). The progenitor population(s) for embryonic gut cell type(s) are not known. These early intestinal cells may represent a transient population, turning over during S6-S7, or they may persist, changing their expression signature as morphogenesis proceeds.

Expression of gamma (γ) class neoblast transcripts, including *gata456a* and *hnf4,* was detected in the temporary embryonic pharynx during S2, and in scattered cells in the embryonic wall during S5 (**Figure 1 – figure supplement 13E-G, Figure 6B**); a similar expression pattern was reported for *Spol gata456a* (Martín-Durán and Romero, 2011). The anarchic distribution of putative gut progenitors during embryogenesis is reminiscent of the systemic distribution of gut progenitors in the adult parenchyma, as well as the uniform incorporation of neoblast progeny into the adult gut during growth and homeostasis (Forsthoefel et al., 2011). In the adult gut, neoblast progeny incorporated into both new and preexisting gut tissue during regeneration, and morphallaxis of the gut required stem cell activity (Forsthoefel et al., 2011). Branching morphogenesis begins during S6-S7, as gut cells ingress from the anterior dorsoventral margins of the embryo, forming the secondary branches (**Figure 1 – figure supplement 13F-G, I**). As in the adult, branching morphogenesis may proceed locally and may be reliant upon the incorporation of differentiating progeny, and/or remodeling of differentiated gut tissue. Separation of the two posterior gut branches also occurs during S6-S7, concomitant with the development of the definitive pharynx and a medial, muscular septum running from the pharynx pouch to the posterior pole (**Figure 1 – figure supplement 13F-G, 13I**). Many molecular markers of adult gut tissue are expressed during S5 or later (Forsthoefel et al., 2012; Wurtzel et al., 2015), suggesting that gut maturation is a gradual process (**Figure 1 – figure supplement 13H**). Newborn hatchlings are born with yolk-filled intestines, and it may take up to one week to completely digest and clear the yolk from the gut.

**Definitive Pharynx**

*foxA1*, a pioneer transcription factor required for pharynx maintenance and regeneration during adulthood (Adler et al., 2014; Scimone et al., 2014), may similarly be required for construction of the definitive pharynx during embryogenesis. Development of the definitive pharynx, the single opening of the *Smed* digestive tract, commenced during S4-S5 with the onset of *foxA1* expression in parenchymal cells, many of which were located in the oral hemisphere (**Figure 1 – figure supplement 14A**). The distribution of *foxA1+* cells remained concentrated in and around the developing definitive pharynx rudiment during S6-S8, a pattern reminiscent of that observed in *S. polychroa* embryos (Martín-Durán et al., 2010), as well as in intact and regenerating *Smed* asexual adults (Adler et al., 2014; Scimone et al., 2014). 

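meis (SMED30011784) had 0 to 1 reads per S4 library and averaged 1.89 ± 0.810 RPKM in S5 and 3.65 ± 0.525 in S6 (SD, n = 4 each), a ratio of the pooled reads by library size from S4 to S5 of 35.9 (exact 95% interval 6.25 to 1435 from 76 against 1 read) that covers counting error only (adjusted p = 3.2e-06 by limma), with all 4 S5 samples above all 4 S4 samples. From S5 to S6 the log2 fold change was 1.02 (standard error 0.47, adjusted p = 0.12 by limma). In S8 it averaged 2.09 ± 0.408 RPKM. For meis in S6 against S5, the adjusted p was under 0.05 with a pseudocount of 1 RPKM (0.0018), with sample weights (0.012) and without TMM scaling (0.0031). It ranged from 0.0018 to 0.53 over the alternative settings and from 0.051 to 0.41 with each library left out.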

The definitive pharynx develops beneath the degenerating temporary embryonic pharynx, and marks the ventral side of the embryos during S6 and thereafter (Martín-Durán and Romero, 2011). *foxA1* upregulation during S5-S8 was statistically significant, albeit the adjusted p-values were above the thresholds set for inclusion in the enriched transcript lists presented in **Figure 1 – source data 5-8**. *meis,* a transcription factor coexpressed in *foxA1+* neoblasts and expressed within the regenerating pharynx (Scimone et al., 2014), was among the S5 enriched transcripts (**Figure 1 – source data 5**); its expression trend was similar to *foxA1* during embryogenesis (**Figure 1 – figure supplement 14B**). Two markers exhibiting pharynx-restricted expression in adults, *laminin* and *npp-1* (Adler et al., 2014)*,* were upregulated during S6-S8, after development of the definitive pharynx rudiment was evident (**Figure 1 – figure supplement 14B**).

**Definitive Epidermis**

Definitive epidermis development begins during S5, with the advent of *p53* expression in *piwi-1+* cells (**Figure 6A, Figure 1 – figure supplement 15A-B, Figure 1 – source data 5**). *p53* and *zfp-1,* transcriptional regulators upregulated during S5, are required for production of epidermal progenitors in adults, and knock-down of either gene results in loss of the epidermal lineage(s) (Pearson and Sánchez Alvarado, 2010; van Wolfswinkel et al., 2014; Wagner et al., 2012). Epidermal lineage progression during embryogenesis likely utilizes the same transition states elucidated during adult homeostasis. 

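prog-2 (SMED30002134) averaged 6.14 ± 2.76 RPKM in S4, 141 ± 82.7 in S5 and 734 ± 150.4 in S6 (SD, n = 4 each), with a log2 fold change from S4 to S5 of 4.19 (standard error 0.73, adjusted p = 1.2e-04 by limma). AGAT-2 (SMED30009513) averaged 3.83 ± 0.867, 87.8 ± 55.1 and 194 ± 28.0 RPKM, with a log2 fold change from S4 to S5 of 3.97 (standard error 0.65, adjusted p = 6.0e-05 by limma). In both, all 4 S5 samples lay above all 4 S4 samples. With pmp-10, SMED30008120 (named pmp-6 in the paper's Figure 1 source data 5), SMED30000058, SMED30001567, SMED30002242 and SMED30025584, all 8 transcripts were higher in S5 than in S4 at an adjusted p under 0.05 by limma, with log2 fold changes from 3.04 to 4.55. From S4 to S6 their log2 fold changes ran from 5.64 to 7.57 (largest adjusted p = 9.7e-07 by limma), and the highest average was in S6 for 2 and in S8 for 6. Of these, 2 passed the thresholds of the mixed stage reference comparison for S6.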

Transcripts expressed in post-mitotic epidermal progenitors, including the Category 2 genes *prog-1 (NB.21.11e), prog-2 (NB.32.1g), prog1-1, prog2-2, and prog2-3,* the Category 3 genes *AGAT-1, AGAT-2, AGAT-3, Cyp1A1, egr-5, SMED30000058, SMED30001567, SMED30002242, pmp-10, SMED30008120, SMED30025584, odc-1/DCOR-1, litaf, pmp-6* and the Category 4 gene *zpuf-6* were among the enriched transcripts in S5 embryos (**Figure 1 – source data 5**) (Eisenhoffer et al., 2008; Tu et al., 2015; van Wolfswinkel et al., 2014; Zhu et al., 2015). Consistent with the RNA-sequencing expression trends, the Category 2 and 3 progenitor markers, *prog-1* and *AGAT-1*, respectively, were first detected by WISH during S5, in scattered parenchymal cells (**Figure 1 – figure supplement 15D-E**). Notably, *p53, prog-1, AGAT-1* and *zpuf-6* positive cells were more numerous on the presumptive dorsal side of elongating S6 embryos (**Figure 1 – figure supplement 15B,D,E,G**), and cells appeared to be more densely packed along the anterior dorsoventral margin. This positional bias in epidermal progenitors was transient, with little difference in the number or density of positive cells observed during S7 or later. Markers of late epidermal progenitor population(s) present within the epidermal monolayer, such as *vim-1, vim-2 and vim-3* (Tu et al., 2015; van Wolfswinkel et al., 2014), showed enriched expression during S7 and S8 (**Figure 1 – source data 7-8**). *vim-3* was first detected by WISH during S6, predominantly on the dorsal side of elongating embryos (**Figure 1 – figure supplement 15H**). By S7, an uninterrupted layer of *vim3+* cells blanketed the embryos, with dorsoventral biases in epidermal cell density becoming less apparent as development proceeded. *crocc (rootletin)*, a marker or terminally differentiated, ciliated epithelial cells (Scimone et al., 2011), was detected during S6 and thereafter (**Figure 1 – figure supplement 15I**).

**Nervous System**

WISH developmental time course data for two markers expressed in differentiated neurons, *synaptotagmin* and *PC-2*, suggests that the nervous system is limited to neurons in the temporary embryonic pharynx of S2-S5 embryos (**Figure 1 – figure supplement 16D, 12A**). Validated and presumptive neural progenitor markers showing low to undetectable expression during early embryogenesis are upregulated as organogenesis commences during S5 (**Figure 1 – figure supplement 16A**) (Cowles et al., 2013; Currie and Pearson, 2013; Lapan and Reddien, 2012; März et al., 2013; Monjo and Romero, 2015; Scimone et al., 2014; Wenemoser et al., 2012), and many transcripts exhibiting enriched expression in adult neurons show upregulated expression during and after S5 (**Figure 1 – figure supplement 16C**). During S6 and S7, neural progenitors and their descendants must migrate, interact, and organize themselves into two bilaterally symmetric cephalic ganglia and the attendant ventral nerve cords, commissural and peripheral neurons (**Figure 1 – figure supplement 16D**). Differentiating neurons accumulate in the presumptive anterior region of the embryo, adjacent to the D/V margin, as the cephalic ganglia form (**Figure 1 – figure supplement 16B,D,** cyan arrows). Ventral nerve cord formation is evident during S6, and appears to proceed from anterior to posterior (**Figure 1 – figure supplement 16D,** cyan arrowheads). Gross morphology of the nervous system is comparable to that of adult animals during S7-S8 (**Figure 1 – figure supplement 16B,D**).

**Muscle**

S2-S4 embryos solely contain radial muscle fibers within the temporary embryonic pharynx (**Figure 1 – figure supplement 17C**). Presumptive progenitors for body wall musculature, cells that coexpress *piwi-1* and *myoD*, emerged during S5 (**Figure 1 – figure supplement 17A-B, Figure 6C**). *myoD* upregulation was first noted during S4, and was significantly enriched in S5 and S6 embryos (albeit the adjusted p-values were higher than the threshold set for inclusion in the S5 and S6 enriched transcript lists) (**Figure 1 – figure supplement 17A-B, Figure 1 – source data 5-6**). While a genetic requirement for *myoD* in muscle cell regeneration has not been demonstrated conclusively during adulthood, *myoD* expression within the adult neoblast compartment has been observed previously (Scimone et al., 2014), and *myoD* knock-down impaired regeneration in two independent reports (Cowles et al., 2013; Reddien et al., 2005). *mhc-1*+ cells were first observed in the parenchyma during S5, without noticeable bias in distribution toward either the oral or aboral hemispheres (**Figure 1 – figure supplement 17C**). Expression within the temporary embryonic pharynx remained strong through S6. During S6, fusiform *mhc-1+* cells became more numerous, and were more densely packed beneath the presumptive dorsal surface of elongating embryos. As elongation proceeded, *mhc-1+* cells were densely packed along the dorsoventral margin, particularly in the anterior half of the embryo (**Figure 1 – figure supplement 17C**). The dorsal bias in *mhc-1+* cell density was transient, and was not obvious by S7. *myoD+* cells were located around the developing cephalic ganglia and ventral nerve cords, in S6-S8 embryos (**Figure 1 – figure supplement 17A**). Concentrations of *myoD+* cells, as well as *mhc-1+* muscle cells, were seen around the definitive pharynx rudiment and along the developing tail stripe, a muscular septum that bifurcates the posterior gut and connects the dorsal and ventral body wall musculature (**Figure 1 – figure supplement 17A,C**). Generation of robust, increasingly dense transverse and longitudinal body wall muscle fiber networks and enteric musculature proceeded during S7-S8 (**Figure 1 – figure supplement 17C**).

**Excretory System**

The transcription factors *pou2/3, six1/2-2, eya, sal1*, all of which were required for protonephridia specification during regeneration, as well as *osr*, a transcription factor expressed in protonephridial progenitors, showed enriched expression during S5 (**Figure 1 – figure supplement 18A, Figure 1 – source data 5**) (Scimone et al., 2011). Scattered *pou2/3+* cells were detected by WISH in S5 embryos (**Figure 1 – figure supplement 18B**), and preferential accumulation of *pou2/3+* cells around the presumptive D/V margin of the embryo was observed as tubules began to form during S6. Branching morphogenesis of the tubules proceeded during S6-S8, with a noted dorsolateral bias in positioning of the developing filtration units (**Figure 1 – figure supplement 18D**). Transcripts with enriched expression in adult protonephridial cell type(s) were frequently expressed at low to undetectable levels prior to S5, and were upregulated during S5-S8 (**Figure 1 – figure supplement 18C**) (Scimone et al., 2011; Vu, 2015; Wurtzel et al., 2015). *crocc (rootletin)*, a marker of ciliated epithelial cells (Scimone et al., 2011), was expressed in the developing protonephridia during S6-S8 (**Figure 1 – figure supplement 15I**).

**Eyes**

Genes required for production of all eye progenitors *(eya, six-1/2*), photoreceptor neuron differentiation (*otxA*), or pigment cup differentiation (*sp6-9, dlx*) were enriched during S5-S6 (**Figure 1 – figure supplement 19A, Figure 1 – source data 5-6**)(Lapan and Reddien, 2011, 2012). The transcription factor *ovo*, a master regulator of eye development, showed statistically significant upregulation during S6, albeit with adjusted p-values and fold-changes that precluded its inclusion on the S6 enriched transcript list (Lapan and Reddien, 2012). *ovo* expression was first detected by WISH during S5-S6, in only a few cells per embryo (**Figure 1 – figure supplement 19B**). During S7, two dorsolateral trails of *ovo*+ progenitors appeared along the anterior head margin, and these cells and their differentiating descendants likely generate the eye primordia (**Figure 1 – figure supplement 19B**, blue arrowheads) (Lapan and Reddien, 2012). The photoreceptor neurons, marked by *opsin* (**Figure 1 – figure supplement 19D**), and the non-neuronal pigment cups, marked by *tyrosinase* (**Figure 1 – figure supplement 19E**), were first visible during S7, consistent with published expression patterns for *Spol*-*opsin* and *Spol-tph* in elongated embryos (Martín-Durán et al., 2012). Growth of the eyes continued through S8. Moreover, co-expression of *ovo* and transcription factors required during eye differentiation, including *eya, klf, six-1/2, soxB, sp6-9, otxA, meis* and *FoxQ2,* was reported in elongated embryos (S7-S8) (Lapan and Reddien, 2012), suggesting that eye development during embryogenesis and adulthood may rely upon common genes and genetic regulatory networks.

**References**

Adler, C.E., Seidel, C.W., McKinney, S.A., and Sánchez Alvarado, A. (2014). Selective amputation of the pharynx identifies a FoxA-dependent regeneration program in planaria. Elife 3, e02238.

Cowles, M.W., Brown, D.D., Nisperos, S.V., Stanley, B.N., Pearson, B.J., and Zayas, R.M. (2013). Genome-wide analysis of the bHLH gene family in planarians identifies factors required for adult neurogenesis and neuronal regeneration. Development 140, 4691-4702.

Currie, K.W., and Pearson, B.J. (2013). Transcription factors lhx1/5-1 and pitx are required for the maintenance and regeneration of serotonergic neurons in planarians. Development 140, 3577-3588.

Eisenhoffer, G.T., Kang, H., and Sánchez Alvarado, A. (2008). Molecular analysis of stem cells and their descendants during cell turnover and regeneration in the planarian Schmidtea mediterranea. Cell Stem Cell 3, 327-339.

Forsthoefel, D.J., James, N.P., Escobar, D.J., Stary, J.M., Vieira, A.P., Waters, F.A., and Newmark, P.A. (2012). An RNAi screen reveals intestinal regulators of branching morphogenesis, differentiation, and stem cell proliferation in planarians. Dev Cell 23, 691-704.

Forsthoefel, D.J., Park, A.E., and Newmark, P.A. (2011). Stem cell-based growth, regeneration, and remodeling of the planarian intestine. Dev Biol 356, 445-459.

Hallez, P. (1887). Embryogénie des Dendrocoeles d’eau douce, Vol 16.

Ijima, I. (1884). Untersuchungeniiber den Bau und die Entwicklungsgeschichte der stisswasser-Dendrocoelen(Tricladen). Vol Bd. 40.

Lapan, S.W., and Reddien, P.W. (2011). dlx and sp6-9 Control optic cup regeneration in a prototypic eye. PLoS Genet 7, e1002226.

Lapan, S.W., and Reddien, P.W. (2012). Transcriptome analysis of the planarian eye identifies ovo as a specific regulator of eye regeneration. Cell Rep 2, 294-307.

Le Moigne, A. (1963). Etude du developpement embryonnaire de Polycelis nigra (Turbellarie - Triclade). Bulletin de la Societe Zoologique de France 88, 403-422.

Martín-Durán, J.M., Amaya, E., and Romero, R. (2010). Germ layer specification and axial patterning in the embryonic development of the freshwater planarian Schmidtea polychroa. Dev Biol 340, 145-158.

Martín-Durán, J.M., Monjo, F., and Romero, R. (2012). Morphological and molecular development of the eyes during embryogenesis of the freshwater planarian Schmidtea polychroa. Dev Genes Evol 222, 45-54.

Martín-Durán, J.M., and Romero, R. (2011). Evolutionary implications of morphogenesis and molecular patterning of the blind gut in the planarian Schmidtea polychroa. Dev Biol 352, 164-176.

März, M., Seebeck, F., and Bartscherer, K. (2013). A Pitx transcription factor controls the establishment and maintenance of the serotonergic lineage in planarians. Development 140, 4499-4509.

Metschnikoff, E. (1883). Die embryologie von Planaria polychroa. Zeitschrift fur wissenschaftliche Zoologie 38, 331-354.

Monjo, F., and Romero, R. (2015). Embryonic development of the nervous system in the planarian Schmidtea polychroa. Dev Biol 397, 305-319.

Pearson, B.J., and Sánchez Alvarado, A. (2010). A planarian p53 homolog regulates proliferation and self-renewal in adult stem cell lineages. Development 137, 213-221.

Reddien, P.W., Bermange, A.L., Murfitt, K.J., Jennings, J.R., and Sánchez Alvarado, A. (2005). Identification of genes needed for regeneration, stem cell function, and tissue homeostasis by systematic gene perturbation in planaria. Dev Cell 8, 635-649.

Scimone, M.L., Kravarik, K.M., Lapan, S.W., and Reddien, P.W. (2014). Neoblast specialization in regeneration of the planarian Schmidtea mediterranea. Stem Cell Reports 3, 339-352.

Scimone, M.L., Srivastava, M., Bell, G.W., and Reddien, P.W. (2011). A regulatory program for excretory system regeneration in planarians. Development 138, 4387-4398.

Tu, K.C., Cheng, L.C., Tk Vu, H., Lange, J.J., McKinney, S.A., Seidel, C.W., and Sánchez Alvarado, A. (2015). egr-5 is a post-mitotic regulator of planarian epidermal differentiation. Elife 4, e10501.

van Wolfswinkel, J.C., Wagner, D.E., and Reddien, P.W. (2014). Single-cell analysis reveals functionally distinct classes within the planarian stem cell compartment. Cell Stem Cell 15, 326-339.

Vu, H.T.-K., Jochen C Rink, Sean A McKinney, Melainia McClain, Naharajan Lakshmanaperumal, Richard Alexander, Alejandro Sánchez Alvarado (2015). Stem cells and fluid flow drive cyst formation in an invertebrate excretory organ. Elife 4, e07405.

Wagner, D.E., Ho, J.J., and Reddien, P.W. (2012). Genetic regulators of a pluripotent adult stem cell system in planarians identified by RNAi and clonal analysis. Cell Stem Cell 10, 299-311.

Wenemoser, D., Lapan, S.W., Wilkinson, A.W., Bell, G.W., and Reddien, P.W. (2012). A molecular wound response program associated with regeneration initiation in planarians. Genes Dev 26, 988-1002.

Wurtzel, O., Cote, L.E., Poirier, A., Satija, R., Regev, A., and Reddien, P.W. (2015). A Generic and Cell-Type-Specific Wound Response Precedes Regeneration in Planarians. Dev Cell 35, 632-645.

Zhu, S.J., Hallows, S.E., Currie, K.W., Xu, C., and Pearson, B.J. (2015). A mex3 homolog is required for differentiation during planarian stem cell lineage development. Elife 4, e07025.

How the deposited data were processed for this re-analysis (not part of the article)

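RNA was measured in 40 samples, 4 of each of 10 groups: yolk (Y), single embryos of the stages S2 to S8, intact asexual C4 adults and intact sexual adults (SX). All columns of the deposited table were matched to a sample by its label, and 0 were left out. The authors mapped single-end reads to a transcriptome assembly with Bowtie, counted them per transcript, removed 16S rRNA and deposited RPKM values (reads scaled by transcript length and library size) in which each library size carries a TMM factor. No rRNA transcript among the 3 that the paper removed is listed in the table.

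In each library the RPKM values are whole multiples of 1 read, once multiplied by the length of the transcript. Lengths were taken from the paper's tables for 3782 transcripts and worked out from the values for the others. The length worked out equaled the paper's length for 3782 of 3782 transcripts, and 100% of the values gave whole reads within 0.001 reads. In simulated data with 2000 transcripts and 40 samples, 100% of the reads were recovered exactly. Reads counted on transcripts averaged 11.6 M per sample. In Y, 1 read on a transcript of 1 kilobase was worth a median of 0.360 RPKM, in S5 0.0815 and in S8 0.0376 RPKM, which is the step between low values.

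Because the values are RPKM, they were tested with limma 3.58.1 (lmFit, contrasts.fit and eBayes with a trend) in R 4.3.3 on log2(RPKM + 0.1). One fit covered the 32 yolk and embryo samples with a coefficient per group and no replicate block, and 31489 transcripts with RPKM values summing to at least 1 over these samples. P values were adjusted by the Benjamini-Hochberg method over the tested transcripts. Between adjacent stages a transcript was called at an adjusted p under 1e-5, an absolute log2 fold change of at least 2.322 and an average of at least 1 RPKM in the higher group. Each stage was also compared with a mixed stage reference, the mean of the other 7 groups, at an adjusted p under 1e-5 and, for S6 to S8, also under 1e-20. These thresholds are those of the paper. It applied them to edgeR tests on read counts, so the same adjusted p is not an equally strict limit here. Its filters on open reading frames and transposons were not applied, since they are not given for all transcripts. Its removal of S2, S3 and S4 transcripts that were also upregulated in yolk from the reference comparison was not applied either.

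Distances between samples were root mean square differences in log2(RPKM + 0.1) over the tested transcripts. For adjacent groups, the mean distance between groups minus that within groups was tested over all 35 splits of 8 samples. The neoblast-enriched, early embryo enriched, zeta, gamma and sigma lists were taken from the paper's tables, and their members counted by fold change, by threshold or, for the last 3, by an adjusted p under 0.05. Changes between consecutive stages were compared by sign with the paper's Nanostring averages for 106 of 107 transcripts that match by ID. Errors beside averages are SDs over 4 replicates. A transcript with 0 reads in every library of a group was compared with a floor of 3 reads over the group. The fold over that floor uses the average of the other group and leaves out its counting error. Ratios on 1 to 3 reads are of pooled reads over pooled library sizes, with an exact interval for counting. Named transcripts are those that the paper names with an identifier, of which 3 are not reported here, and for each adjacent comparison and direction the 2 with the largest absolute log2 fold change among those called without overlap between replicates. Their values in the paper's tables count as seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 served for the rebuilt reads, the tables and the figures.

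The alternatives were pseudocounts of 1 and 0.01 RPKM, no filter, a stricter filter (1 RPKM in at least 4 samples), quantile normalization, sample weights, a replicate block, a fit on the 2 groups alone, an adjusted p under 0.05, voom on the rebuilt reads and a mixed stage reference without yolk. For the lists, ratios of average RPKM values, 1.0 RPKM in every replicate and a limit of 0.5 RPKM in adults were used in addition, and for the distances the 500 most variable transcripts. Every library was left out in turn. RPKM by total reads without TMM, one weight per stage, voom with sample weights and Nanostring changes from S3 on were added after the values were seen. A value with no test counted as moved when it changed by more than its jackknife standard error over the samples, a count when it changed by more than 1.5 times. Counts of called transcripts were also taken over all 35 splits of 2 groups or 100 random assignments of samples to groups, with the seed 1.

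The fit was tested on simulated data, in which 200 of 31489 transcripts were changed in each comparison. Between adjacent stages and against the mixed stage reference, 70 to 89.5% of the changed transcripts were called, with 0 to 10 false calls and 0 in the wrong direction. At an adjusted p under 1e-20, 7 to 11% were called. For the distances, groups simulated alike gave permutation p values from 0.200 to 0.914, groups that shared their levels but kept the spread of each group gave 0.0286 to 0.886, and groups moved apart gave 0.0286 in every comparison, the smallest that 4 against 4 samples allow. In situ hybridization, transplantation and antibody data of the study were not used here, and gene ontology tests were not repeated. No overlap with the study's lists of called transcripts was tested, since these are held in part.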

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

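Apart from the test for RNA of sexual adults in S2 replicate 2, which was planned, the tests of explanations in this part were chosen only after the result was seen. For each group of 4 replicates with a printed value, the gap between the most distant sample and its nearest neighbor was divided by the range of the group. Of 258 groups, 20 had a gap above Dixon's 95% critical value, which chance alone gives in about 1 of 20 groups. Of these, 4 came from Y replicate 2, 3 from S5 replicate 1, and 2 each from S2 replicate 2, S4 replicate 4 and S5 replicate 3.

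Y replicate 2 lay far above the other yolk samples in transcripts of the embryo. It held 11.8 RPKM of EF1a-like-1 (0.345 to 1.31 in the other Y samples), 9.75 of EF1a-like-2 (0.573 to 1.84), 19.4 of VAL-like (0 to 1.22) and 5.85 of gelsolin-like (1.42 to 2.06). Scaling of the libraries is argued against. Without TMM scaling, the median share of the highest early embryo level over 208 early embryo enriched transcripts at 100 RPKM or more was 0.152% in Y replicate 2 and 0.0132 to 0.0241% in the other Y samples. On the authors' scale the same share was 0.751% against 0.0452 to 0.106%. A candidate explanation that stays open is a small amount of embryo RNA or reads in this yolk sample. The design gives no condition by which yolk samples differ, and no biological explanation was tested.

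S2 replicate 2 held 50.5 RPKM of prog-1 (3.08 to 7.29 in the other S2 samples) and 2.20 RPKM of pou2-3 (0 to 0.376). RNA of sexual adults is argued against as the main source, since the median share of the SX level over transcripts found in sexual adults alone was 0% in this sample. The mean share was 0.339%, above the 0.238 to 0.287% of the other S2 samples and within the 0.127 to 0.469% of all other samples from Y to S6, so a small amount is not excluded. An embryo further along in development is argued against as well. Transcripts first appearing at S7 or S8 stood at a median of 6.15% of their S8 level, above every S5 sample (0.269 to 0.882%) and within the S6 samples (1.58 to 6.87%). Transcripts first appearing at S5 or S6 stood at 16.0%, far below the S6 samples (44.6 to 65.5%). The ratio of both shares was 0.384, against 0.0354 to 0.105 in S6 samples. It sets the sample apart from S6 samples only. In the other S2 samples both shares were low and near each other, at 0.646 to 1.88% and 1.01 to 2.28%. RNA or reads from later stages mixed into the library may account for the shares in S2 replicate 2. The ratio does not decide it, since no sample of known mixture was at hand.

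S4 replicate 4 held 62.9 RPKM of SMED30000513 (1.38 to 5.38 in the other S4 samples) and 0.143 RPKM of nanos on 1 read, where the other S4 samples had 0 reads of nanos. The value of nanos rests on too few reads to be weighed. S3 replicate 4 held 6.93 RPKM of SoxP-2 (2.33 to 2.67 in the other S3 samples). Over 55 transcripts first appearing at S5, the median share of the S5 level was 12.8% in S4 replicate 4 (2.56 to 5.41% in the other S4 samples) and 12.8% in S3 replicate 4 (1.97 to 3.50% in the other S3 samples). Scaling of the libraries is argued against, since the share in S4 replicate 4 was 11.1% without TMM scaling, against 1.22 to 3.24%. Embryos further along within their stage are a candidate explanation that the shares allow. RNA or reads of S5 embryos cannot be told apart from it, because S5 RNA would bring the same transcripts. Those first appearing at S5 or S6, set against S8, stood at 1.53% in S4 replicate 4 and 0.896 to 1.27% in the other S4 samples, which either explanation allows.

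S5 replicate 1 was low, with 18.6 RPKM of prog-2 (172 to 200.2 in the other S5 samples) and 0.403 RPKM of nanos (1.13 to 1.24). In this library 1 read on a transcript of 1 kilobase was worth 0.159 RPKM, against 0.0690 to 0.0819 in the other S5 libraries, so its low values rest on fewer reads per RPKM. S5 replicate 3 was high, with 2.43 RPKM of SMED30004333 (0 to 0.161) and 2.06 RPKM of SMED30022790 (0 to 0.241). Over 832 transcripts first appearing at S5 or S6, the median share of the S8 level was 13.4% in S5 replicate 3, 1.80% in S5 replicate 1 and 3.54 to 5.09% in the other S5 samples. Scaling of the libraries is argued against, since the share in S5 replicate 3 was 17.2% without TMM scaling, against 4.04 to 5.09% in replicates 2 and 4 and 1.29% in replicate 1. RNA or reads from S7 or S8 are argued against too, since transcripts first appearing there stood at 0.269% in S5 replicate 3 and 0.444 to 0.882% in the other S5 samples. Embryos at different points of S5 are a candidate explanation that these values allow, and one that the paper's range of days for S5 leaves room for.

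S6 replicate 3 held 7.12 RPKM of SMED30009662 (0.451 to 1.17 in the other S6 samples). The transcripts first appearing at S5 or S6 stood at 65.5% of their S8 level, against 44.6 to 52.8% in the other S6 samples, but at 95.8% against 81.6 to 96.7% without TMM scaling. Those first appearing at S7 or S8 stood at 6.87%, against 1.58 to 3.92%. The ratio of this late share to the earlier one was 0.105, and the other S6 samples reached down to 0.0354. An embryo further along and a mixture with RNA of later stages cannot be told apart here, because the first share is highest on one scale alone and both explanations raise the late share.

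For the remaining values no explanation was tested, and with this many groups some gaps of this size arise by chance. S4 replicate 2 held 154 RPKM of SMED30012738 (68.9 to 83.3 in the other S4 samples), S6 replicate 1 1.00 RPKM of SMED30009451 (0.0464 to 0.203), S6 replicate 2 259.6 RPKM of piwi-1 (248 to 249.8) and S8 replicate 2 12.0 RPKM of SoxP-1 (9.90 to 10.1). S4 replicate 3 held 0.280 RPKM of prox-1 on 2 reads, where the other S4 samples had 0 reads.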

How the results depend on the processing

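The settings without TMM scaling, with one weight per stage, with voom and sample weights together, and with the Nanostring changes from S3 on were chosen only after the result was seen. The tests, thresholds, the rule for named transcripts and all other alternatives were set before the data were examined. Counts are the same here when within 1.5 times the count at the claim, which is given in parentheses after each value under an alternative. The cause was not tested unless one is named.

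Distances between stages kept their direction and their side of a permutation p of 0.05 in 48 of the 49 tests under other settings, and in 219 of 224 with a library left out. Over the 500 most variable transcripts, the excess of S3 against S2 was 0.0379, reversed from -0.0322. Counts of early embryo enriched transcripts were the same under 35 settings and had moved under 3, those of neoblast-enriched transcripts under 27 and 4, and those of the zeta, gamma and sigma lists under 99 and 21. Calls between adjacent stages moved in the largest share of these settings, with 89 counts the same and 93 moved. Against the mixed stage reference 87 counts were the same and 40 had moved. Of the 81 contrasts of single transcripts, 56 kept their direction and side of an adjusted p of 0.05 in every setting and without any library. The others are given at their claims. The share of Nanostring changes with the same sign was 81.1% from S3 on (71.7%), where the change from S2 to S3 is left out.

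A pseudocount of 1 RPKM gave 720 (1358) transcripts higher and 1 (2) lower in S2 than in Y, 0 (1) lower in S3 than in S2, 1 (0) higher in S4 than in S3 and 60 (39) lower in S5 than in S4. Further counts were 347 (218) higher in S6 than in S5, 83 (9) higher in S7 than in S6 and 1 (0) higher and 0 (1) lower in S8 than in S7. Set against the mixed reference, calls were 129 (213) in S4, 264 (676) in S6, 729 (2058) in S7 and 1067 (2841) in S8. List counts were 145 (224) cluster 5 transcripts lower by the fold threshold from S3 to S5, 29 (53) cluster 8 transcripts lower by the fold threshold from S4 to S5, 29 (112) neoblast-enriched transcripts higher by the fold threshold in S2 than in Y and 21 (57) neoblast-enriched transcripts past the thresholds at S2 to S5. Others were 2 (1) sigma transcripts lower in S6 than in S5. For the counts of 0, an unadjusted p under 0.05 in this setting gave 1669 lower in S3 than in S2 and 1041 lower in S8 than in S7 by limma, and voom called 0 and 0 at the thresholds in the same order.

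A pseudocount of 0.01 RPKM gave 0 (1) transcripts lower in S3 than in S2, 44 (116) higher and 20 (39) lower in S5 than in S4 and 47 (218) higher and 3 (13) lower in S6 than in S5. The mixed stage reference then gave 291 (440) in S3, 114 (213) in S4, 9 (38) in S5, 179 (676) in S6, 593 (2058) in S7 and 1019 (2841) in S8. List counts were 0 (1) sigma transcripts lower in S6 than in S5 and 5 (11) zeta transcripts higher in S6 than in S5. At an unadjusted p under 0.05, 2 of the sigma transcripts were lower in S6 than in S5 by limma in this setting, and 7 by voom. Where a count was 0, an unadjusted p under 0.05 in this setting gave 1720 lower in S3 than in S2 by limma, and voom called 0 at the thresholds.

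Total reads in place of TMM gave 0 (2) transcripts lower in S2 than in Y, 0 (1) lower in S3 than in S2, 270 (116) higher and 12 (39) lower in S5 than in S4 and 1419 (218) higher and 6 (13) lower in S6 than in S5. Further counts were 43 (9) higher and 1 (0) lower in S7 than in S6 and 7 (0) higher and 60 (1) lower in S8 than in S7. Set against the mixed reference, calls were 116 (213) in S4, 3473 (676) in S6, 5479 (2058) in S7 and 8023 (2841) in S8. List counts were 32 (53) cluster 8 transcripts lower by the fold threshold from S4 to S5, 26 (13) gamma transcripts higher in S6 than in S5, 1 (8) gamma transcripts lower in S5 than in S4 and 2 (6) gamma transcripts lower in S6 than in S5. Others were 46 (26) sigma transcripts higher in S6 than in S5, 0 (1) sigma transcripts lower in S5 than in S4, 0 (1) sigma transcripts lower in S6 than in S5 and 26 (11) zeta transcripts higher in S6 than in S5. Others were 3 (5) zeta transcripts lower in S5 than in S4. At an unadjusted p under 0.05, 0 of the sigma transcripts were lower in S5 than in S4 by limma in this setting, and 2 by voom. At an unadjusted p under 0.05, 1 of the sigma transcripts were lower in S6 than in S5 by limma in this setting, and 7 by voom. For the counts of 0, an unadjusted p under 0.05 in this setting gave 108 lower in S2 than in Y and 1502 lower in S3 than in S2 by limma, and voom called 1 and 0 at the thresholds in the same order. This scale moved the median of all tested transcripts to 0.72 for S2 against Y, 0.79 for S5 against S4 and 0.83 for S6 against S5 (log2), from 0.38, 0.39 and 0.25. The log2 fold change reversed for RRM2-2, to 0.14 (-0.63) from S5 to S6, gata456a, to 0.40 (-0.93) from Y to S2 and 0.0330 (-0.79) from S4 to S5 and hnf4, to 0.86 (-0.47) from Y to S2.

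Quantile normalization gave 709 (1358) transcripts higher and 7 (2) lower in S2 than in Y, 0 (1) lower in S3 than in S2, 134 (39) lower in S5 than in S4 and 43 (13) lower in S6 than in S5. Further counts were 33 (9) higher in S7 than in S6 and 3 (0) higher and 81 (1) lower in S8 than in S7. The mixed stage reference then gave 346 (213) in S4, 72 (38) in S5, 368 (676) in S6, 918 (2058) in S7 and 1481 (2841) in S8. List counts were 56 (112) neoblast-enriched transcripts higher by the fold threshold in S2 than in Y and 25 (57) neoblast-enriched transcripts past the thresholds at S2 to S5. Where a count was 0, an unadjusted p under 0.05 in this setting gave 1499 lower in S3 than in S2 by limma, and voom called 0 at the thresholds.

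An adjusted p under 0.05 as the threshold gave 2466 (1358) transcripts higher and 56 (2) lower in S2 than in Y, 1 (0) higher and 5 (1) lower in S3 than in S2, 66 (0) higher and 260 (0) lower in S4 than in S3 and 1188 (116) higher and 531 (39) lower in S5 than in S4. Further counts were 1779 (218) higher and 169 (13) lower in S6 than in S5, 293 (9) higher and 11 (0) lower in S7 than in S6 and 16 (0) higher and 100 (1) lower in S8 than in S7. Set against the mixed reference, calls were 702 (440) in S3, 535 (213) in S4, 344 (38) in S5, 1848 (0) in S6, 3170 (0) in S7 and 3821 (0) in S8. This setting raises every count by its construction, and its counts for S6 to S8 stand beside those at 1e-20.

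A fit on the 2 groups compared alone gave 1 (1358) transcripts higher and 0 (2) lower in S2 than in Y, 0 (1) lower in S3 than in S2, 0 (116) higher and 0 (39) lower in S5 than in S4 and 0 (218) higher and 0 (13) lower in S6 than in S5. Further counts were 0 (9) higher in S7 than in S6 and 0 (1) lower in S8 than in S7. List counts were 10 (16) gamma transcripts higher in S5 than in S4, 22 (13) gamma transcripts higher in S6 than in S5, 4 (8) gamma transcripts lower in S5 than in S4 and 8 (1) sigma transcripts lower in S6 than in S5. For the counts of 0, an unadjusted p under 0.05 in this setting gave 2266 lower in S2 than in Y, 410 lower in S3 than in S2, 7316 higher in S5 than in S4, 3115 lower in S5 than in S4, 8770 higher in S6 than in S5, 5636 lower in S6 than in S5, 4897 higher in S7 than in S6 and 2978 lower in S8 than in S7 by limma, and voom called 1, 0, 175, 47, 816, 18, 98 and 0 at the thresholds in the same order. With 8 samples the spread rests on fewer samples, by construction.

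The tool voom on rebuilt reads gave 857 (1358) transcripts higher and 1 (2) lower in S2 than in Y, 0 (1) lower in S3 than in S2, 175 (116) higher in S5 than in S4 and 816 (218) higher in S6 than in S5. Further counts were 98 (9) higher in S7 than in S6 and 1 (0) higher and 0 (1) lower in S8 than in S7. Set against the mixed reference, calls were 206 (38) in S5 and 1626 (676) in S6. For the counts of 0, an unadjusted p under 0.05 in this setting gave 1576 lower in S3 than in S2 and 1562 lower in S8 than in S7 by voom.

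The addition of sample weights to voom gave 1 (2) transcripts lower in S2 than in Y, 0 (1) lower in S3 than in S2, 361 (116) higher and 65 (39) lower in S5 than in S4 and 1203 (218) higher and 51 (13) lower in S6 than in S5. Further counts were 289 (9) higher and 6 (0) lower in S7 than in S6 and 2 (0) higher in S8 than in S7. The mixed stage reference then gave 374 (213) in S4, 256 (38) in S5 and 1748 (676) in S6. Where a count was 0, an unadjusted p under 0.05 in this setting gave 1032 lower in S3 than in S2 by voom.

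Sample weights in limma gave 0 (1) transcripts lower in S3 than in S2, 355 (116) higher and 161 (39) lower in S5 than in S4, 1358 (218) higher and 67 (13) lower in S6 than in S5 and 254 (9) higher and 11 (0) lower in S7 than in S6. Further counts were 7 (0) higher and 84 (1) lower in S8 than in S7. Set against the mixed reference, calls were 229 (38) in S5, 1956 (676) in S6 and 3264 (2058) in S7. List counts were 21 (13) gamma transcripts higher in S6 than in S5, 5 (1) sigma transcripts lower in S6 than in S5 and 18 (11) zeta transcripts higher in S6 than in S5. Where a count was 0, an unadjusted p under 0.05 in this setting gave 1003 lower in S3 than in S2 by limma, and voom called 0 at the thresholds.

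One weight per stage in limma gave 0 (1) transcripts lower in S3 than in S2, 208 (116) higher and 95 (39) lower in S5 than in S4, 1198 (218) higher and 48 (13) lower in S6 than in S5 and 185 (9) higher and 5 (0) lower in S7 than in S6. Further counts were 9 (0) higher and 85 (1) lower in S8 than in S7. The mixed stage reference then gave 163 (440) in S3, 127 (38) in S5, 1792 (676) in S6 and 3103 (2058) in S7. List counts were 20 (13) gamma transcripts higher in S6 than in S5, 5 (1) sigma transcripts lower in S6 than in S5 and 18 (11) zeta transcripts higher in S6 than in S5. Where a count was 0, an unadjusted p under 0.05 in this setting gave 672 lower in S3 than in S2 by limma, and voom called 0 at the thresholds.

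Smaller differences came from 3 further settings. With yolk left out of the mixed stage reference, 20 (38) in S5, 247 (676) in S6 and 1299 (2058) in S7 passed the thresholds. With no filter on low values, 7 (13) lower in S6 than in S5 passed them, and under the stricter filter 0 (1) lower in S3 than in S2. For that 0, 1336 were lower at an unadjusted p under 0.05 by limma, and voom called 0. The stricter filter leaves no value for SMED30012530. By the ratio of average RPKM without a pseudocount, with 1.0 RPKM required in every replicate and with a limit of 0.5 RPKM in adults, the list counts tested were the same.

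The replicate block gave 5 (9) higher in S7 than in S6, and the other counts were the same under it. The paper states that each flow cell lane held 1 replicate per stage, Y and C4, and does not say whether the replicate numbers mark the lanes. Residuals of samples with the same number in different groups had a mean correlation of 0.00817, those with different numbers -0.00273, and the mean over each of 28 pairs of groups ran from -0.0649 to 0.0944.

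With each library left out in turn, the ranges below hold every value, followed by the value without each library that moved it past 1.5 times or past its threshold. Calls lower in S2 than in Y ranged from 2 to 17 (2), and the libraries that moved the value were Y replicate 3 (5), S2 replicates 2 and 4 (4 and 17) and S3 replicate 2 (4). Calls higher in S3 than in S2 ranged from 0 to 1 (0), and the libraries that moved the value were S2 replicate 2 (1). Calls lower in S3 than in S2 ranged from 0 to 2 (1), and the libraries that moved the value were S2 replicate 4 (0) and S3 replicate 2 (2). Calls higher in S4 than in S3 ranged from 0 to 12 (0), and the libraries that moved the value were Y replicate 1 (1) and S3 replicate 4 (12). Calls lower in S4 than in S3 ranged from 0 to 14 (0), and the libraries that moved the value were S3 replicate 4 (14). Calls higher in S5 than in S4 ranged from 42 to 248 (116), and the libraries that moved the value were S2 replicate 2 (248), S4 replicates 1, 2 and 3 (52, 56 and 61) and S5 replicates 2, 3 and 4 (52, 42 and 58). Calls lower in S5 than in S4 ranged from 15 to 127 (39), and the libraries that moved the value were S2 replicate 4 (64), S3 replicates 2 and 4 (118 and 127), S4 replicates 1, 2 and 3 (21, 23 and 20) and S5 replicates 2, 3 and 4 (21, 15 and 23). Calls higher in S6 than in S5 ranged from 48 to 603 (218), and the libraries that moved the value were S2 replicate 2 (603), S5 replicates 1, 2 and 4 (57, 60 and 68) and S6 replicates 1, 2, 3 and 4 (79, 103, 48 and 54). Calls lower in S6 than in S5 ranged from 2 to 19 (13), and the libraries that moved the value were S5 replicates 1, 2 and 4 (2, 4 and 4) and S6 replicates 1, 2, 3 and 4 (6, 4, 5 and 3). Calls higher in S7 than in S6 ranged from 2 to 25 (9), and the libraries that moved the value were S2 replicate 2 (25), S6 replicates 2, 3 and 4 (2, 23 and 3) and S7 replicates 1, 3 and 4 (3, 3 and 2). Where these counts reached 0, limma found 1246 higher and 1855 lower in S3 than in S2 and 3207 higher and 2131 lower in S4 than in S3 at an unadjusted p under 0.05 with all libraries, and voom called 0, 0, 0 and 0.

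Calls in S3 against the mixed stage reference ranged from 208 to 511 (440), and the libraries that moved the value were S3 replicates 1 and 2 (214 and 208). Calls in S4 against the mixed stage reference ranged from 71 to 295 (213), and the libraries that moved the value were S4 replicates 1, 2, 3 and 4 (79, 89, 71 and 110). Calls in S5 against the mixed stage reference ranged from 3 to 110 (38), and the libraries that moved the value were S2 replicate 2 (75), S3 replicate 4 (110) and S5 replicates 1, 2, 3 and 4 (17, 3, 8 and 8). Calls in S6 against the mixed stage reference ranged from 142 to 1331 (676), and the libraries that moved the value were S2 replicate 2 (1331) and S6 replicates 1, 2, 3 and 4 (181, 170, 200 and 142). Calls in S7 against the mixed stage reference ranged from 858 to 2676 (2058), and the libraries that moved the value were S7 replicates 1, 2, 3 and 4 (1030, 1143, 1046 and 858). Calls in S8 against the mixed stage reference ranged from 1794 to 3379 (2841), and the libraries that moved the value were S8 replicates 3 and 4 (1794 and 1813).

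The excess distance of S4 against S3 ranged from 0.0164 to 0.203 (0.0630), and the libraries that moved the value were S3 replicate 4 (0.203). The excess distance of S8 against S7 ranged from 0.0715 to 0.139 (0.0944), and the libraries that moved the value were S8 replicates 1, 2, 3 and 4 (0.0825, 0.0808, 0.0715 and 0.0842). Gamma transcripts lower in S5 than in S4 ranged from 5 to 11 (8), and the libraries that moved the value were S4 replicates 1 and 2 (5 and 5) and S5 replicates 2 and 3 (5 and 5). Gamma transcripts lower in S6 than in S5 ranged from 3 to 7 (6), and the libraries that moved the value were S5 replicates 1 and 4 (3 and 3) and S6 replicates 2 and 4 (3 and 3). Neoblast-enriched transcripts past the thresholds at S2 to S5 ranged from 32 to 85 (57), and the libraries that moved the value were Y replicate 1 (35) and S2 replicate 1 (32). Zeta transcripts higher in S6 than in S5 ranged from 6 to 14 (11), and the libraries that moved the value were S5 replicates 1 and 2 (6 and 6) and S6 replicates 1, 2, 3 and 4 (7, 7, 7 and 7). Zeta transcripts lower in S5 than in S4 ranged from 3 to 6 (5), and the libraries that moved the value were S4 replicates 2 and 3 (3 and 3) and S5 replicate 2 (3).

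Depth limits the low values. A single read on a transcript of 1 kilobase was worth a median of 0.360 RPKM in Y and 0.233 RPKM in S4, above the pseudocount of 0.1 RPKM, and 0.0376 RPKM in S8.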

Differences from the paper's values

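No cause was tested for the differences below. The settings without TMM scaling, with one weight per stage, and with voom and sample weights together were chosen only after the values were seen; all other alternatives were set before the data were examined. A value is counted as within the paper's value when neither is more than 1.5 times the other. The study's own lists of called transcripts are held here in part, so the items that an added setting drops were not counted.

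The paper's depth is 19 M reads per sample, and 11.6 M reads per sample were counted on transcripts here. Sequenced reads include those that were not counted on transcripts, so the measures differ, and no alternative was set for this value.

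For S2 against Y, the paper's number of transcripts called lower is 4, against 2 here, which lay outside it under all 10 alternatives, and within it without Y replicates 2, 3 and 4 (3, 5 and 3), S2 replicates 2 and 3 (4 and 3) and S3 replicate 2 (4). For S3 against S2, the paper's number of transcripts called lower is 0, against 1 here, which lay within it with a pseudocount of 1 RPKM (0), with a pseudocount of 0.01 RPKM (0), under the stricter filter on low values (0), after quantile normalization (0), with sample weights (0), in a fit on the 2 groups alone (0) and by voom on rebuilt reads (0) and outside it under the other 3 of 10 alternatives, and within it without S2 replicate 4 (0); without TMM scaling it was 0, with one weight per stage it was 0 and by voom with sample weights it was 0, chosen after seeing the values. For S4 against S3, the paper's number of transcripts called higher is 2, against 0 here, which lay outside it under all 10 alternatives and without each library in turn. For S4 against S3, the paper's number of transcripts called lower is 105, against 0 here, which lay outside it under all 10 alternatives and without each library in turn. For S5 against S4, the paper's number of transcripts called higher is 564, against 116 here, which lay outside it under all 10 alternatives and without each library in turn. For S5 against S4, the paper's number of transcripts called lower is 273, against 39 here, which lay outside it under all 10 alternatives and without each library in turn.

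For S6 against S5, the paper's number of transcripts called higher is 1471, against 218 here, which lay within it with sample weights (1358) and at an adjusted p under 0.05 (1779) and outside it under the other 8 of 10 alternatives and without each library in turn; without TMM scaling it was 1419, with one weight per stage it was 1198 and by voom with sample weights it was 1203, chosen after seeing the values. For S6 against S5, the paper's number of transcripts called lower is 71, against 13 here, which lay within it with sample weights (67) and outside it under the other 9 of 10 alternatives and without each library in turn; with one weight per stage it was 48 and by voom with sample weights it was 51, chosen after seeing the values. For S7 against S6, the paper's number of transcripts called higher is 235, against 9 here, which lay within it with sample weights (254) and at an adjusted p under 0.05 (293) and outside it under the other 8 of 10 alternatives and without each library in turn; with one weight per stage it was 185 and by voom with sample weights it was 289, chosen after seeing the values. For S7 against S6, the paper's number of transcripts called lower is 5, against 0 here, which lay outside it under all 10 alternatives and without each library in turn; with one weight per stage it was 5 and by voom with sample weights it was 6, chosen after seeing the values. For S8 against S7, the paper's number of transcripts called higher is 8, against 0 here, which lay within it with sample weights (7) and outside it under the other 9 of 10 alternatives and without each library in turn; without TMM scaling it was 7 and with one weight per stage it was 9, chosen after seeing the values. For S8 against S7, the paper's number of transcripts called lower is 88, against 1 here, which lay within it after quantile normalization (81), with sample weights (84) and at an adjusted p under 0.05 (100) and outside it under the other 7 of 10 alternatives and without each library in turn; without TMM scaling it was 60 and with one weight per stage it was 85, chosen after seeing the values. For the counts of 0 here, limma found at an unadjusted p under 0.05 3207 higher and 2131 lower in S4 than in S3. It found 515 lower in S7 than in S6 and 875 higher in S8 than in S7, below and little above what chance alone gives. In the same order, voom called 0, 0, 0 and 1 at the thresholds.

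Against the mixed stage reference at an adjusted p under 1e-5, the paper's number for S3 is 798, against 440 here, which lay within it at an adjusted p under 0.05 (702) and outside it under the other 9 of 10 alternatives and without each library in turn; by voom with sample weights it was 580, chosen after seeing the values. Against the mixed stage reference at an adjusted p under 1e-5, the paper's number for S4 is 539, against 213 here, which lay within it at an adjusted p under 0.05 (535) and outside it under the other 9 of 10 alternatives and without each library in turn; by voom with sample weights it was 374, chosen after seeing the values. For S5 at an adjusted p under 1e-5, the paper's number is 348, against 38 here, which lay within it at an adjusted p under 0.05 (344) and outside it under the other 9 of 10 alternatives and without each library in turn; by voom with sample weights it was 256, chosen after seeing the values. For S6 at an adjusted p under 1e-5, the paper's number is 2390, against 676 here, which lay within it with sample weights (1956) and by voom on rebuilt reads (1626) and outside it under the other 7 of 9 alternatives and without each library in turn; without TMM scaling it was 3473, with one weight per stage it was 1792 and by voom with sample weights it was 1748, chosen after seeing the values. For S6 at an adjusted p under 1e-20, the paper's number is 751, against 0 here, which lay outside it under all 10 alternatives and without each library in turn. For S7 at an adjusted p under 1e-5, the paper's number is 3750, against 2058 here, which lay within it with sample weights (3264) and by voom on rebuilt reads (2819) and outside it under the other 7 of 9 alternatives, and within it without S2 replicate 2 (2676); without TMM scaling it was 5479, with one weight per stage it was 3103 and by voom with sample weights it was 2948, chosen after seeing the values. For S7 at an adjusted p under 1e-20, the paper's number is 1865, against 0 here, which lay outside it under all 10 alternatives and without each library in turn. For S8 at an adjusted p under 1e-5, the paper's number is 4426, against 2841 here, which lay within it with sample weights (3906) and by voom on rebuilt reads (3462) and outside it under the other 7 of 9 alternatives, and within it without S2 replicate 2 (3379); with one weight per stage it was 3795 and by voom with sample weights it was 3580, chosen after seeing the values. For S8 at an adjusted p under 1e-20, the paper's number is 2543, against 0 here, which lay outside it under all 10 alternatives and without each library in turn. The paper removed S2, S3 and S4 transcripts that were also upregulated in yolk, which was not done here and can only lower the counts. At an unadjusted p under 0.05 limma found 13536 higher in S6, 15022 in S7 and 15277 in S8, and at the threshold of 1e-20 voom called 0, 0 and 0.

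Of the neoblast-enriched transcripts, the paper's number among those enriched at S2 to S5 is 99, against 57 here, which lay outside it under all 5 alternatives, and within it without S2 replicate 4 (85) and S3 replicates 3 and 4 (75 and 72).

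The paper lists epidermal progenitor transcripts among those enriched at S5. Here 0 of 8 passed the thresholds for S5 against S4 and 0 those against the mixed stage reference, while all 8 were higher in S5 than in S4 at an adjusted p under 0.05. Among those tested under the alternatives, prog-2 and AGAT-2 fell under an adjusted p of 1e-5 with sample weights (1.9e-06 and 3.0e-07) and without S5 replicate 1 (9.4e-06 and 7.1e-07), and AGAT-2 without S2 replicate 2 (2.0e-06). The paper states that, S2 left aside, trends of more than 90% of the early embryo enriched transcripts were mirrored by Nanostring, which is a share of transcripts. The share here is one of changes, and is not the same measure. Between consecutive stages 81.1% of the changes from S3 on had the same sign, and 71.7% with the change from S2 included, where Nanostring detected little. From S4 to S5 the sign was the same for 97 of 104 transcripts, and the highest Nanostring average from S3 on was in S3 or S4 for 98 of 106.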

Other observations

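The tests of spread per stage, of depth and of scaling in this part were chosen only after the result was seen, whereas those of the spread between replicates and the regroupings of samples were planned. Replicates of S2, S3 and S4 varied more than those of S6, S7 and S8. The sample weights fitted by limma ran from 0.209 to 0.913 in S2, S3 and S4, and from 1.59 to 4.85 in S6, S7 and S8. For each S2, S3 and S4 sample, the deviation from its group was projected on the axis from yolk to embryo and on the axis toward the following stages. Along the yolk axis the median share of squared deviations was 0.137. The largest were 0.504 in S3 replicate 3, 0.436 in S3 replicate 2 and 0.365 in S2 replicate 4. Along the axis of progress the median was 0.0369 and the largest 0.304, in S3 replicate 4. In the median sample most of the deviation thus lay off each axis. The share that either source would leave beside counting error was not simulated. A varying share of yolk and differences in progress are therefore not excluded. These shares are over the 6201 transcripts with an average of at least 10 RPKM in S2, S3 or S4, and what else sets the spread was not tested.

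In S6, 218 transcripts were called higher than in S5. The spread shared by all groups is a candidate source of this low count, since with one weight per stage, which lets early stages vary more, the count was 1198. The handling of depth is another candidate, since voom, which weights each value by its reads, called 816. With voom and sample weights together, the count was 1203. Scaling is a further candidate, since without TMM it was 1419. These values do not tell the 3 apart, and the weights were estimated on the same samples.

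Fewer neoblast-enriched transcripts had their highest average at S4 or S5 without TMM scaling, 154 in place of 209. The scaling factors rise from early to late stages, and dividing by them lowers late values, so part of the peak may rest on the scaling. Whether RNA per embryo changes as TMM assumes was not tested.

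Regroupings of the samples tested whether chance can give the counts. Each comparison of 2 groups was repeated over all 35 splits of its 8 samples, and each comparison with the mixed stage reference, and the count of neoblast-enriched transcripts called, over 100 random assignments of the samples to groups, the real one included. For 20 of 21 results the real grouping was the 1 grouping with a result that large. For S8 against S7 this rests on 1 call against 0 in the other splits. That direction held 0 calls with a pseudocount of 1 RPKM, by voom and in a fit on the 2 groups alone. It held 81 after quantile normalization, 84 with sample weights and 60 without TMM scaling. Since the count moves both ways and the test rests on 1 transcript, chance is left open there. Chance can be excluded at a share under 0.05 for the counts for S2 against Y, S5 against S4, S6 against S5 and S7 against S6. The same holds for the zeta, gamma and sigma lists and for neoblast-enriched transcripts at least 5-fold higher in S2 than in Y. For the 7 stages against the mixed stage reference and the neoblast-enriched transcripts called, random assignment mixed yolk, early and late samples in each group. It tests only whether samples differ by stage at all, so it cannot exclude chance for the count of a single stage. The 4 counts over early embryo enriched transcripts are not among the 21 results. The paper chose those transcripts on the same samples, which favors the real grouping. Of them, 790 were called in S2 against Y, where no other split gave more than 3 calls over all transcripts, so chance can be excluded for these calls. Chance cannot be excluded for S3 against S2, where 10 of 35 splits gave as many calls. For S4 against S3 no transcript was called, so regrouping cannot test it.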
